# Integration of single-cell transcriptomes and biological function reveals distinct behavioral patterns in bone marrow endothelium

**DOI:** 10.1038/s41467-022-34425-z

**Published:** 2022-11-24

**Authors:** Young-Woong Kim, Greta Zara, HyunJun Kang, Sergio Branciamore, Denis O’Meally, Yuxin Feng, Chia-Yi Kuan, Yingjun Luo, Michael S. Nelson, Alex B. Brummer, Russell Rockne, Zhen Bouman Chen, Yi Zheng, Angelo A. Cardoso, Nadia Carlesso

**Keywords:** Cell migration, Angiogenesis, Stem-cell niche

## Abstract

Heterogeneity of endothelial cell (EC) populations reflects their diverse functions in maintaining tissue’s homeostasis. However, their phenotypic, molecular, and functional properties are not entirely mapped. We use the *Tie2-CreERT2;Rosa26-tdTomato* reporter mouse to trace, profile, and cultivate primary ECs from different organs. As paradigm platform, we use this strategy to study bone marrow endothelial cells (BMECs). Single-cell mRNA sequencing of primary BMECs reveals that their diversity and native molecular signatures is transitorily preserved in an ex vivo culture that conserves key cell-to-cell microenvironment interactions. Macrophages sustain BMEC cellular diversity and expansion and preserve sinusoidal-like BMECs ex vivo. *Endomucin* expression discriminates BMECs in populations exhibiting mutually exclusive properties and distinct sinusoidal/arterial and tip/stalk signatures. In contrast to arterial-like, sinusoidal-like BMECs are short-lived, form 2D-networks, contribute to in vivo angiogenesis, and support hematopoietic stem/progenitor cells in vitro. This platform can be extended to other organs’ ECs to decode mechanistic information and explore therapeutics.

## Abstract (web summary)

Here Kim *et al*. show that primary BMECs can be maintained ex vivo as distinct sinusoidal- and arterial-like populations and that the presence of macrophages is critical to preserve their native transcriptomic profiles and functional heterogeneity.

## Introduction

As an interface between blood and tissues, the endothelium plays multiple roles in regulating tissues’ homeostasis, response to stress and regeneration. These functional and regulatory properties involve highly heterogenous endothelial cell (EC) populations. Recent technological advances have greatly improved our understanding of EC diversity, showing molecular and functional heterogeneity of EC populations unique to each tissue^1,2^. However, comprehensive molecular characterizations and function attribution of tissue-specific EC populations are hampered by the inability to maintain primary EC in vitro without loss of their native identity and diversity.

The bone marrow (BM) remains one of the most challenging organs for EC isolation and characterization. Bone marrow endothelial cells (BMECs) are a critical component of the hematopoietic stem cell (HSC) niche during normal and malignant development^3^. Both arteriolar and sinusoidal BMECs play a pivotal, instructive role on HSC by regulating quiescence, self-renewal and trafficking^4–6^. BMECs are key for hematopoietic regeneration following radiation and chemotherapy^7–9^ and are active participants in malignant hematopoiesis^10–13^. Thus, a deeper understanding of BMECs, their diversity and crosstalk with HSC and other BM cell types, will lead to the identification of novel therapeutic targets. Attempts have been made to isolate and culture adult primary BMEC in vitro. Unfortunately, these efforts have been challenged by the difficulty of expanding these cells while maintaining their heterogeneity in culture.

To circumvent these problems a few approaches have been used. Investigators have been using other tissues sources of ECs to study their effects on HSC (e.g. mouse lung ECs or HUVECs)^14–16^ or they have used either SV40 or myrAKT^17,18^ to generate a uniform monolayer of immortalized EC. Recently, EC reprogramming by ETV2 reactivation opened a new avenue to decipher the crosstalk between organotypic ECs and parenchymal cells^19^. While these approaches are useful for in vitro expansion, they are limited in two main ways: the process of immortalization changes the nature of the EC, and reprogramming do not address directly the molecular and functional diversity and complex cellular interactions of primary BMEC.

We used a *Tie2-CreERT2;Rosa26-tdTomato* reporter mouse to trace, profile, and cultivate primary ECs from different organs. Here, we explored this approach to devise a method to dissect BMEC populations in vivo and in vitro. Based on previous efforts on human and murine EC isolation and assays^15,20,21^ we hypothesized that isolation to purity may be detrimental for culture: BMECs likely need their native microenvironment, the interactions with other BM cell types and growth factors, that protect them from apoptosis and preserve their heterogeneity and functionality. Thus, we developed a traceable ex vivo EC culture system by using whole BM. This type of culture harbors two different types of BMEC distinguishable by their migratory behavior and by the expression of *Endomucin* (Emcn), which in vivo marks venous/sinusoidal ECs^22,23^. These two populations exhibit distinct arterial-like and sinusoidal-like molecular signatures and unanticipated functional characteristics. Single-cell RNA-sequencing (scRNA-seq) results demonstrate that the in vivo transcriptomic profiles of BMECs are maintained ex vivo for a period of two weeks. Taken together, we have established a surrogate method for studying BMEC functions, which can serve as a paradigm for other tissue-specific ECs. This platform can be used to conduct mechanistic studies and for drug screenings with either anti-angiogenic or pro-angiogenic molecules in the context of developing therapies.

## Results

### Marking of adult tissues’ vasculature in vivo and in vitro

The Tie2 receptor (*Tek* gene), essential for the remodeling and maturation of blood vessels, is expressed primarily in ECs^24^. We used a recently developed Tamoxifen inducible *Tie2‐CreERT2* transgenic mouse^25^ crossbred with the *Rosa26-tdTomato* reporter mouse to track ECs in vivo and in vitro. Following Tamoxifen induction, the activity of the *Tek* promoter-driven Cre recombinase was examined in bone, spleen, kidney, heart, lung, and liver. Confocal imaging of tissue sections showed that tdTomato (tdT) expression was strictly confined to vascular structures expressing the endothelial marker CD31 (Fig. 1a). Flow cytometry analysis confirmed that tdT^+^ cells were all negative for the hematopoietic marker CD45 and positive for the endothelial marker CD31 in all organs examined (Fig. 1b). There was variability in the representation of tdT^+^ cells in the various tissues: from 0.007% in the spleen to 6.028% in the heart (Supplementary Fig. 1a). In the bone, CD45^−^Ter119^−^tdT^+^ cells represented about 0.012% of total BM (range 0.0015–0.020%; Supplementary Table 1). tdT^+^ cells were detected only in the CD45^−^ fraction (Supplementary Fig. 1b), and were positive for the endothelial markers CD31, CD144, Flk-1, Sca-1, and CD105; partly positive for the endothelial marker Emcn, and negative for the myeloid cell marker CD11b (Fig. 1c). Next, we harvested BM, spleen, kidney, heart, lung, liver, and SAT (subcutaneous adipose tissues), and cultured each whole cell suspension on collagen plates for two weeks. Tissues specific tdT^+^ ECs were easily distinguishable in culture, showing distinct morphology and growth patterns in the different tissue cultures (Supplementary Fig. 1c). These results indicate that the *Tie2-CreERT2;Rosa26-tdTomato (*herein *Tie2Cre*^*ER*^*tdT*) mouse model marks specifically ECs and is an effective tool for tracing and genetically manipulating mouse ECs in vivo and in vitro.

**Fig. 1:**
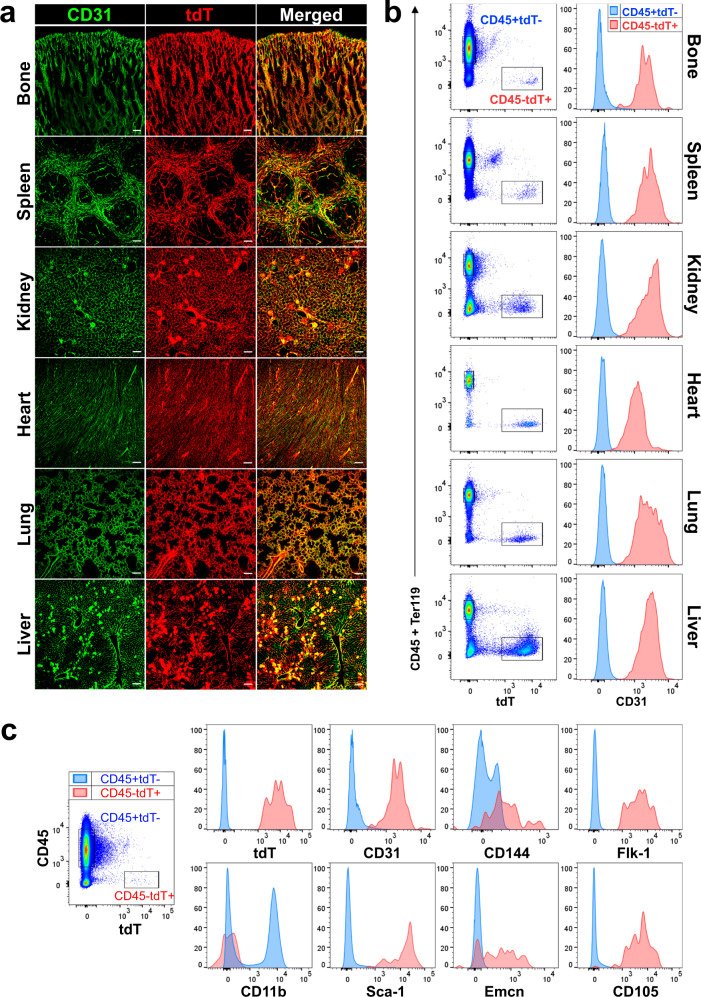
Endothelial cell-specific tdT reporter expression in *Tie2-CreERT2*;*Rosa26-tdTomato* mice. **a** Confocal images of CD31 (in green) staining and tdT reporter expression (in red) on the indicated tissues. Scale bar, 100 μm. Representative of *n* = 2 independent experiments. **b** Flow cytometry analysis of the dissociated cells from the indicated tissues for tdT (**b**, left) and CD31 expression (**b**, right). Representative of *n* = 5 independent experiments. **c** Expression of the indicated EC markers on fresh BM tdT^+^ cells from 4-6-month-old *Tie2-CreERT2;Rosa26-tdTomato* mice. Histograms show the expression of each marker in CD45^+^ tdT^−^ hematopoietic cells (blue) and CD45^−^tdT^+^ ECs (red). Representative of *n* = 5 independent experiments. Gating strategies are shown in Supplementary Fig. 9.

### BMEC heterogeneity requires non-cell autonomous cues

While protocols for murine EC isolation and culture from various organs (kidney, heart, lung, liver, brain) have been standardized^1,2,26^, isolation and culture of primary BMEC remain a challenge, hindering the efforts to decode mechanistic information^27^. We used the *Tie2Cre*^*ER*^*tdT* mouse model to develop a more effective approach for BM. First, we sorted BMECs directly from fresh bones (T0^tdT+^ BMEC) and cultured them in EC-specific media. Sorted T0^tdT+^ BMECs formed uniform monolayers that became confluent in two weeks (Fig. 2a and Supplementary Fig. 1d). In culture, they expanded on average 7-fold by day 14 (up to 8.4 × 10^4^ total cells, Supplementary Table 2) but were not able to form structures in Matrigel tube formation assay (Fig. 2c). These data suggest that culture of sorted, pure BMECs is suboptimal and results in a uniform culture with limited expansion and poor ability to engage in angiogenesis in vitro.

**Fig. 2:**
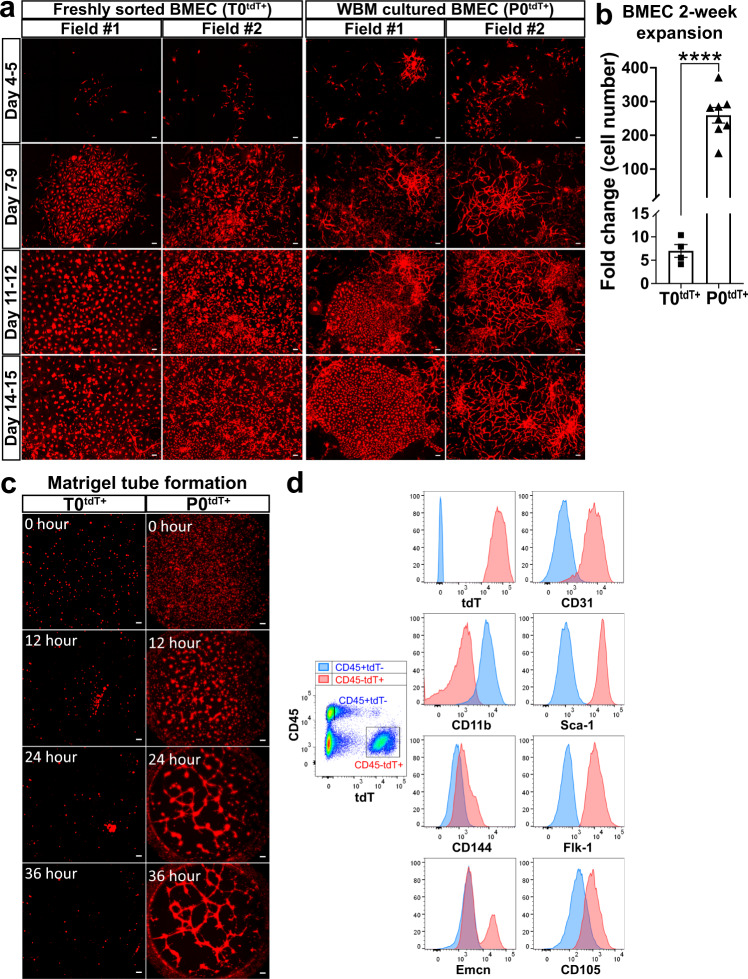
Ex vivo WBM culture system preserves BMECs capable to form 2D-networks. **a** Snapshot images of two representative fields of tdT^+^ BMEC cultures directly sorted from fresh BM (T0tdT^+^; left) or WBM culture (P0tdT^+^; right) at the indicated day of culture. Scale bar, 100 μm. Representative of *n* = 4 independent experiments. **b** Fold increase of absolute numbers of CD45^−^tdT^+^ cells from each culture (day 14/day 0). T0tdT^+^ (*n* = 4), P0tdT^+^ (*n* = 8). Data are presented as the mean ± SEM; statistics were determined using unpaired t-test, two-sided, *p*  =  0.0001. Source data are provided as a Source Data file. **c** Time lapse images of Matrigel tube formation assay with CD45^−^Ter119^−^tdT^+^ cells directly sorted from BM (T0tdT^+^; left), or with CD45^−^tdT^+^ cells sorted after two weeks of P0 WBM culture (P0tdT^+^; right). Scale bar, 200 μm. Representative of *n* = 4 independent experiments. **d** BMECs from P0 WBM culture at day 14. Histograms show expression of the indicated EC markers on gated CD45^+^ tdT^−^ hematopoietic cells (blue) and CD45^−^tdT^+^ ECs (red). Representative of *n* = 4 independent experiments. Gating strategies are shown in Supplementary Fig. 9.

We hypothesized that in order to preserve their functionality, BMECs need conditions closer to their native in vivo microenvironment, such as cell to cell interactions with other BM cell types and soluble factors. Therefore, we established cultures of whole BM (WBM), where BMECs could be traced within the other BM cells by tdT expression. WBM freshly isolated from *Tie2Cre*^*ER*^*tdT* mice were plated and cultured in the presence of EC-specific media for two weeks. This initial culture (day 0-14) is herein defined as Passage 0 WBM (P0 WBM) and referred as ex vivo. Cultures of sorted or serially passaged cells beyond P0 are here referred as in vitro.

Time lapse microscopy of P0 WBM cultures showed that tdT^+^ BMECs (P0^tdT+^) single cells (Supplementary Fig. 1e) evolved to form two types of structures by day 4–5 after seeding (Fig. 2a, right panels, Supplementary Fig. 1f): some tdT^+^ cells formed two-dimension (2D)-web-like networks (Supplementary Fig. 1f, g), others formed colonies (Supplementary Fig. 1f, h). We termed them “2D-network forming” and “colony forming” BMECs, respectively (Supplementary Movie 1 and 2). The 2D-network structures produced by BMECs in P0 WBM cultures were never observed in cultures from other tissues (Supplementary Fig. 1c) or in cultures of sorted BMEC T0^tdT+^ (Fig. 2a). In striking contrast with sorted T0^tdT+^ BMECs, P0^tdT+^ BMEC expanded an average 260-fold during the two weeks culture (up to 3.4 × 10^6^ total cells; Fig. 2b, Supplementary Table 3) and formed a network of structures defined here as “cords” (cord-networks) when seeded in Matrigel tube assay (Fig. 2c, Supplementary Movie 3, and Supplementary Fig. 5c, d). Note that this type of structures are commonly referred as “tubes”, even in the absence of lumen^28–31^. Alike fresh tdT^+^ cells, cultured P0^tdT+^ cells exhibited expression of endothelial markers CD31, CD144, Flk-1, and Emcn, as well as of Sca-1 and CD105 (Fig. 2d). Expression of Emcn allowed to clearly distinguish an Emcn negative population and an Emcn positive population. In summary, ex vivo WBM culture promotes a remarkable expansion of BMECs and preserves heterogeneous BMEC populations with distinct migratory behaviors.

### Emcn expression identifies functionally distinct BMEC types

Emcn expression defines in vivo venous/sinusoidal ECs and is absent in arterial ECs^22,23^. We observed a similar pattern in the *Tie2Cre*^*ER*^*tdT* reporter mice: Emcn was expressed in the microvasculature of the bone and of other organs, but not in the arteries, which were identified also by expression of αSMA (Supplementary Fig. 2a–c). Immunostaining of fixed P0 WBM cultures showed that both 2D-network-forming and colony-forming BMECs expressed CD144/VE-Cadherin and CD31 (Fig. 3a, b) but that only the 2D-network-forming BMECs expressed Emcn (Fig. 3c and Supplementary Fig. 2d). Flow cytometry analysis showed that a distinct Emcn^+^ population, present in fresh BM and in all organs, was preserved mainly in P0 WBM day 14 cultures (Fig. 3d and Supplementary Fig. 2e, f). Sca-1 expression is commonly used to distinguish arterial vs. venous/sinusoidal ECs: Sca-1^hi^ ECs are defined as arterial-like ECs whereas Sca-1^lo^ ECs are considered venous/sinusoidal-like^32^. We found that the colony-forming Emcn^−^ cells were Sca-1^hi^ whereas the network-forming Emcn^+^ cells were Sca-1^lo^ (right and bottom left panels of Fig. 3d). Thus, according to this classification, the 2D-network-forming cells exhibit a venous/sinusoidal-like phenotype and the colony-forming cells an arterial-like phenotype.

**Fig. 3:**
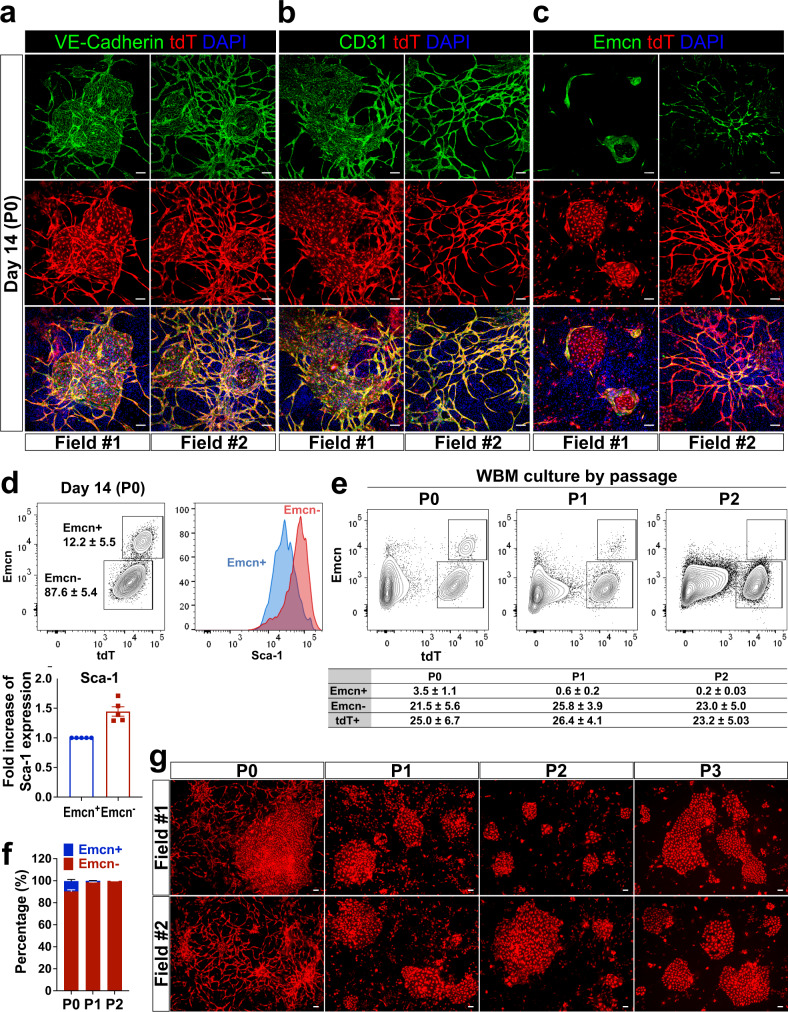
Endomucin expression defines two distinct BMEC populations in WBM culture. **a**–**c** P0 WBM culture at day 14. Immunostaining of tdT^+^BMECs with antibodies for VE-Cadherin (**a**), CD31 (**b**), and Emcn (**c**). Confocal images of two fields in the two independent cultures. Scale bar, 100 μm. Representative of *n* = 3 independent experiments. **d** Emcn expression on gated tdT^+^BMECs in P0 WBM culture at day 14. Emcn^+^ and Emcn^−^ populations (dot plot, left) were gated and analyzed for Sca-1 expression (histogram, right). Representative of *n* = 5 independent experiments. Bar graph (bottom left) summarizes fold increase in mean fluorescence intensity of Sca-1 expression in Emcn + (blue) vs. Emcn- (red) cells; *n* = 5. Data are presented as the mean ± SEM. Gating strategies are shown in Supplementary Figure 9. Source data are provided as a Source Data file. **e**, **f** At day 14, P0 WBM cultures were serially passaged every seven days and analyzed by flow cytometry at each passage. **e** Dot plots show Emcn^+^ and Emcn^−^ cells on gated tdT^+^ BMEC from P0 to P2 in a representative of *n* = 3 independent experiments. Source data are provided as a Source Data file. **f** Bar graph summarizes the relative proportion of the Emcn^+^ vs. Emcn^−^ cells at P0–P2. P0 *n* = 10; P1 *n* = 8; P2 *n* = 8. Source data are provided as a Source Data file. **g** At day 14, the P0 WBM culture was serially passaged every 7–14 days (P0 to P3). Confocal images of two fields at the last day of the indicated passage. Scale bar, 100 μm. Representative of *n* = 5 experiments. Note that web-like networks (bottom left) were no longer present after P0.

In P0 WBM culture at day 14, total tdT^+^ BMECs comprised ~20% of the entire culture (Figs. 3e and 4a). Such tdT^+^ population contained on average 15% 2D-network-forming cells Emcn^+^Sca-1^lo^ BMECs (venous/sinusoidal-like) and approximately 85% of colony-forming cells Emcn^−^Sca-1^hi^ BMECs (arterial-like; Fig. 3d, f). Over time, Emcn^+^Sca-1^lo^ BMECs decreased from 15% at P0 to ~2% at P1 and were barely detected at P2. In contrast, Emcn^−^Sca-1^hi^ BMECs increased to ~100% of BMECs at the end of P2 (Fig. 3e, f). In culture, 2D-networks formed by Emcn^+^Sca-1^lo^ BMECs were no longer detected at P1 and at later passages (Fig. 3g).

**Fig. 4:**
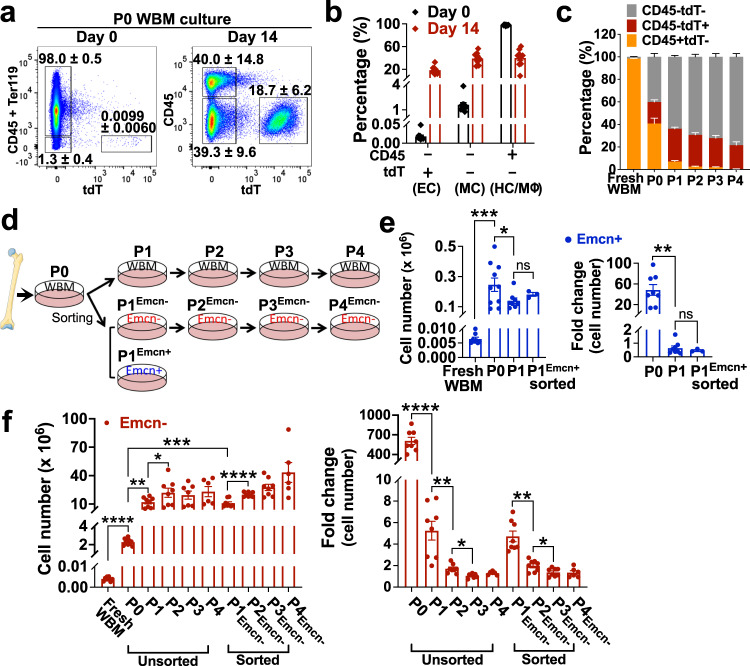
Characterization of WBM culture populations over time. **a** Dot plots within gates show distribution of three different populations, CD45^+^tdT^−^ (HC/Mɸ), CD45^−^tdT^−^ (MC), and CD45^−^tdT^+^(EC), at day 0 and 14 of P0 WBM culture. Representative of independent experiments: *n* = 14 at day 0 and *n* = 10 at day 14. Source data are provided as a Source Data file. **b** Percentages of populations at day 0 (black bar) and 14 (red bar) of P0 WBM culture; *n* = 10. Data are presented as the mean ± SEM. Source data are provided as a Source Data file. **c** P0 WBM cultures were harvested and serially passaged up to 4 times (P4). At each passage, the relative percentages of CD45^−^tdT^+^ (BMEC, red), CD45^−^tdT^−^ (MC, gray), and CD45^+^tdT^−^ (HC/ Mɸ, CD11b^+^, orange) populations were evaluated by flow cytometry; Fresh WBM *n* = 10; P0 *n* = 10; P1 *n* = 8; P2 *n* = 8; P3 *n* = 7; P4 *n* = 6. Data are presented as the mean ± SEM. Source data are provided as a Source Data file.(**d**) Scheme of experimental design. Parts of the figure (the femur) were drawn by using pictures from Servier Medical Art by Servier, licensed under a Creative Commons Attribution 3.0 Unported License. At P0, tdT^+^ BMECs were: (i) passaged when confluent (every week) as WBM cultures; (ii) sorted into Emcn^−^ and Emcn^+^, plated as individual cultures and passaged once confluent (every week). **e** Total cell number of Emcn^+^ cells counted at the indicated passage (left); fold changes of cell numbers at the indicated passage compared to the previous one (right). Fresh WBM *n* = 8; P0 *n* = 10; P1 *n* = 8; sorted P1^Emcn+^ *n* = 3. Data are presented as the mean ± SEM. Statistics for all comparisons shown were determined using paired t-test, two-sided. Left graph: Fresh WBM vs. P0, *p* = 0.0008; P0 vs. P1, *p* = 0.0193. Right graph: P0 vs. P1, *p* = 0.0027. * *p* < 0.05, **p < 0.01, ***p < 0.001. Source data are provided as a Source Data file. **f** Total cell number of Emcn^−^ cells counted at the indicated passage (left); fold changes of cell numbers at the indicated passage compared to the previous one (right). Fresh WBM *n* = 8; P0 *n* = 10; unsorted P1 and P2, sorted P1^Emcn-^, P2^Emcn-^, and P3^Emcn-^ *n* = 8 (each group); unsorted P3 *n* = 7; unsorted P4 *n* = 6, sorted P4^Emcn-^ *n* = 6. Data are presented as the mean ± SEM. Statistics for all comparisons shown were determined using paired t-test, two-sided. Left graph: Fresh WBM vs. P0, *p* < 0.0001; P0 vs. P1, *p* = 0.0015; P1 vs. P2, *p* = 0.0151; P0 vs. P1^Emcn-^, *p* = 0.0005; P1^Emcn-^ vs. P2^Emcn-^, *p* < 0.0001. Right graph: P0 vs. P1, *p* < 0.0001; P1 vs. P2, *p* = 0.0027; P2 vs. P3, *p* = 0.0141; P1^Emcn-^ vs. P2^Emcn-^, *p* = 0.0045; P2^Emcn-^ vs. P3^Emcn-^, *p* = 0.0296. *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001. Source data are provided as a Source Data file.

These results demonstrate that the growth of both Emcn^+^Sca-1^lo^ venous/sinusoidal-like and Emcn-Sca-1^hi^ arterial-like BMECs is preserved and supported by the WBM culture for the first two weeks.

### WBM populations and their kinetics in long-term culture

Our results suggest that the presence of other cell lineages in culture is critical for preserving BMEC heterogeneity and function. Flow cytometry analysis of fresh BM at day 0 and of P0 WBM culture at day 14 revealed three major populations (Fig. 4a): (i) CD45^−^tdT^+^ (BMECs); ii) CD45^−^tdT^−^ mesenchymal cells (MCs), and (iii) CD45^+^tdT^−^ hematopoietic cells/macrophages (HC/MΦ). In the 2-weeks WBM culture, BMECs were enriched from ~0.01% to ~20% and MCs were enriched from ~1% to ~40%, whereas HC/MΦ decreased from 98% to ~40% (Fig. 4b). Lineage identity of these cell populations was confirmed by gene expression analysis of EC, HC/MΦ, and MC markers (Supplementary Fig. 3a).

Further immunophenotypic analysis showed that, at day 0, the HC fraction comprised CD3^+^ T-cells, B220^+^ B-cells, and CD11b^+^ myeloid cells; by day 5 of culture and beyond, CD3^+^ and B220^+^ cells were barely detected, and by day 14, all CD45^+^tdT^−^ HC cells were constituted solely by adherent macrophages (MΦ) expressing the myeloid/macrophage markers CD14, CD11b, and F4/80 (Supplementary Fig. 3b, c). The stromal population CD45^−^tdT^−^ expressed the MC markers PDGFRα (CD140a), CD90, CD44, CD29, and Sca-1 (Supplementary Fig. 3c).

After P0, WBM cultures could be serially passaged for several times. BMECs had their greatest expansion within the first two weeks of WBM culture (P0) and proliferated up to Passage 4 (P4), constituting a steady 30% of the entire WBM population from P1 to P4 (Fig. 4c and Supplementary Fig. 3d). MΦ decreased significantly from P0 to P1 (from 40% to 5-7%) and throughout serial passages (to ~2%; Fig. 4c and Supplementary Fig. 3e) suggesting limited expansion in this culture system. Unlike MΦ, MCs expanded during the serial passages and dominated the WBM culture throughout P1-P4 representing ~75% of the culture at P4 (~62-fold total expansion at P4; Fig. 4c and Supplementary Fig. 3f).

### Emcn^−^ BMECs are endowed with high proliferative potential

We characterized the proliferative potential of Emcn^+^ and Emcn^−^ BMECs and assessed how their growth depended on WBM culture after P0. P0 WBM cultures were harvested at day 14 and BMECs were passaged using two approaches: (1) BMECs were replated and serially passaged as WBM; (2) BMECs were sorted into Emcn^+^ and Emcn^−^ fractions and each population was separately replated and serially passaged as homogeneous populations (Scheme in Fig. 4d).

The greatest expansion of BMEC (both Emcn^+^ and Emcn^−^) occurred within the first two weeks of WBM culture (P0) (Fig. 4e, f). The absolute number of Emcn^+^ BMECs increased significantly (48-folds; Supplementary Table 4) during P0, but they rapidly declined at P1 and were no longer detected at P2, regardless of whether Emcn^+^ cells were growing as WBM culture (Figs. 3e and 4e) or as sorted cells (Fig. 4e). Emcn^+^ cells formed 2D-networks only at P0 (Supplementary Fig. 3g). Of note, the exhaustion of Emcn^+^ cells in WBM from P0 to P2, significantly correlated with the decline of MΦ (Pearson *r* = 0.997; *p* = 0.0002; Fig. 4c, e).

Emcn^−^ cells increased greatly (~600-fold; Supplementary Table 4) during P0 culture, and unlike the Emcn^+^ cells, they propagated in culture for up to four passages (Fig. 4f). Although no statistically significant differences were observed between the proliferative rates of Emcn^−^ BMECs passaged as WBM culture or as sorted cells, sorted Emcn^−^ cells showed a trend for greater expansion from P1 to P4 (~20-fold) compared to Emcn^−^ cells passaged as WBM (~10-fold; Fig. 4f and Supplementary Fig. 3h). We observed a negative correlation between MC and Emcn^−^ cells in WBM P1-P4 (Pearson *r* = −0.944; *p* = 0.055; Fig. 4c, f); thus, it is likely that the greater expansion of sorted Emcn^−^ cells is due to absence of an inhibitory effect exerted by MCs. The rates of expansion of Emcn^−^ BMECs were high from P0 to P1 (~5-fold) but gradually decreased during subsequent passages (Fig. 4f, right panel. Emcn^−^ BMECs proliferated as a cobblestone monolayer from P1 to P4 (Supplementary Fig. 3g) and could generate up to either ~23 million (WBM) or ~32 million (sorted) BMECs from an initial culture of ~10,000 cells/mouse. Altogether, the overall expansion of total CD45^−^tdT^+^ BMECs from day 0 to P4 of WBM culture was greater than 5000-fold.

### MΦ promote preservation of Emcn^+^ and expansion of Emcn^−^ BMECs

The above studies provided us with three key results: (1) MΦ decreased significantly from P0 to P1; (2) MC increased over time; and (3) Emcn^+^ BMECs became undetectable after P1 (Figs. 3e–g and 4c, e). The significant correlation between Emcn^+^ BMEC depletion, decrease in MΦ numbers and expansion of MC prompted us to explore whether changes in populations’ ratio impacted BMECs output. Treatment of P0 WBM with additional MΦ significantly increased the total number of tdT^+^ BMECs vs. control condition: twice as many MΦ added to standard WBM culture resulted in a 2-fold further increase of P0 Emcn^+^ over the T0 baseline (~96-fold vs. 48-fold), particularly at lower cell densities (Fig. 5a, c, d). A similar enhancement was seen for P0 Emcn^−^, and for all BMEC, as quantified by confocal microscopy (Supplementary Fig. 4a). Coculture using transwell inserts suggested that the effect of MΦ is mediated mostly by soluble factors (Supplementary Fig. 4c).

**Fig. 5:**
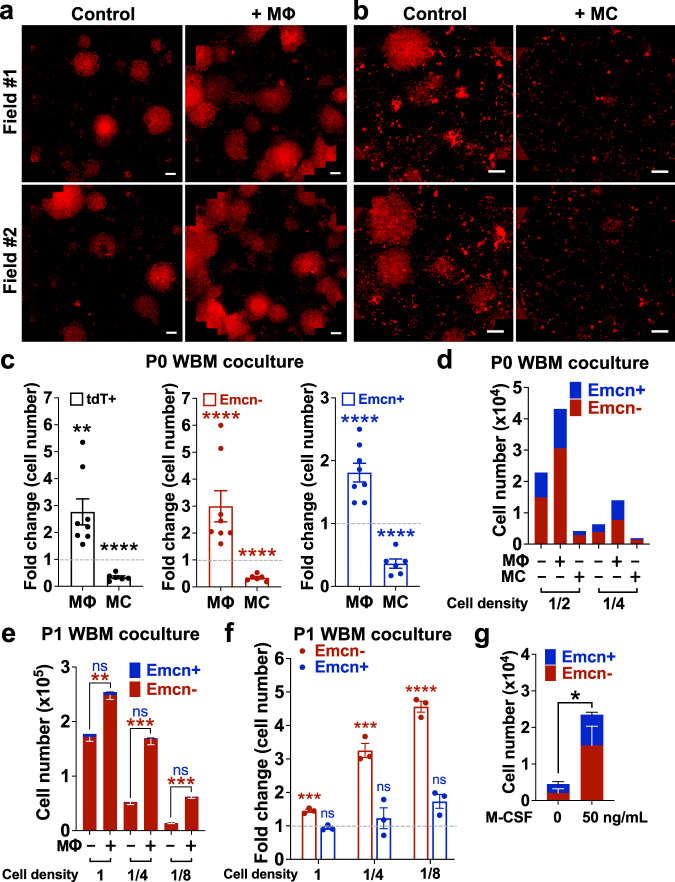
Impact of HC/MΦ and MC on BMEC in WBM culture. **a**–**d** P0 WBM cultures were divided in three conditions: control and supplement at day 0 with additional HC/Mɸ or MC. **a**, **b** Snapshot images at day 14 culture showing tdT^+^ BMECs in P0 WBM cultures that were supplemented with **a** HC/MΦ or **b** MC, compared to control; two representative fields; Scale bar, 2000 μm. *n* = 12. **c** Fold change in BMEC numbers: tdT^+^ (left), Emcn^−^ (middle) and Emcn^+^ (right) when P0 WBM culture is supplemented with HC/Mɸ or MC, vs. culture control. Data are presented as the mean ± SEM. Emcn^+^ cells expanded on average 48-fold in control cultures (set up in this graph at value 1), 96-fold when supplemented with HC/MΦ, and 24-fold when supplemented with MC. BMEC + MΦ, *n* = 8; BMEC + MC, *n* = 6. *n* = 3 independent experiments. Statistics for all comparisons shown were determined using unpaired t-test, two-sided. tdT^+^ MΦ, *p* = 0.0026; tdT^+^ MC, *p* < 0.0001; Emcn^−^ MΦ, *p* < 0.0001; Emcn^−^ MC, *p* < 0.0001; Emcn^+^ MΦ, *p* < 0.0001; Emcn^+^ MC, ***p < 0.001, and ****p < 0.0001. Source data are provided as a Source Data file. **d** Total cell number of Emcn^+^ and Emcn^−^ cells of P0 WBM culture with or without additional HC/MΦ or MC at different WBM cell densities. Representative of *n* = 3 independent experiments. Source data are provided as a Source Data file. **e**, **f** P1 WBM cultures were supplemented with additional HC/MΦ and cultured for seven days: **e** total cell number and **f** fold changes of Emcn^+^ and Emcn^−^ cells supplemented with additional HC/MΦ vs. control, at different cell densities; *n* = 3. Data are presented as the mean ± SEM. Statistics for all comparisons shown were determined using unpaired *t*-test, two-sided. **e** Cell density 1, Emcn^−^, *p* = 0.0020; cell density 1/4, Emcn^−^, *p* = 0.0006; cell density 1/8, Emcn^−^, *p* = 0.0001; Emcn^+^ *p* = ns at all cell densities. **f** Cell density 1, Emcn^−^, *p* = 0.0006; cell density 1/4, Emcn^−^, *p* = 0.0004; cell density 1/8, Emcn^−^, *p* < 0.0001; Emcn^+^ *p* = ns at all cell densities. **p < 0.01, ***p < 0.001, and ****p < 0.0001. Source data are provided as a Source Data file. **g** P0 WBM cultures were supplemented with recombinant M-CSF (50 ng/mL) and cultured for fifteen days. Total cell number of Emcn^+^ and Emcn^−^ cells of P0 WBM culture with or without M-CSF; *n* = 3 independent cultures. Data are presented as the mean ± SEM. Statistics were determined using unpaired t-test, two-sided *p = 0.0336.

In contrast, supplement of additional MCs was associated with a decrease in the total number of BMECs, both Emcn^−^ and Emcn^+^ BMECs (Fig. 5b–d). Coculture with transwells suggested that the effect of MC is mediated mostly by cell-to-cell contact (Supplementary Fig. 4c).

Given these results, we hypothesized that supplementary BM MΦ could rescue the cultures of sorted BMECs (T0^tdT+^; Fig. 2a) and/or the serial passages of WBM (Fig. 3e–g), where the absence or decline in MΦ numbers correlated with the absence of Emcn^+^ cells. BMECs directly sorted from fresh bone were examined upon treatment with supplementary MΦ, supplementary MCs, or a combination of both. Addition of MΦ resulted in a greater expansion of sorted T0^tdT+^ BMECs compared to sorted T0^tdT+^ BMECs cultured alone, and rescued T0^tdT+^ from the inhibitory effect of MCs (Supplementary Fig. 4b). The addition of MΦ to the P1 culture increased the numbers of Emcn^−^ cells while just preserving the numbers of the Emcn^+^ population (Fig. 5e, f). Next, we tested whether the addition of M-CSF impacted BMEC outputs. As shown in Fig. 5g, M-CSF resulted in a ~5-fold increase of total BMEC (average 4-fold and 10-fold increase in Emcn^+^ and Emcn^−^, respectively).

Collectively, these results indicate that MΦ promote BMEC expansion and maintenance of their heterogeneity in ex vivo culture, whereas MCs exert an inhibitory effect.

### Emcn^+^ BMECs contribute to angiogenesis and support HSPCs

Next, we assessed the ability of both Emcn^+^ and Emcn^−^ BMECs to engage in in vitro angiogenesis in Matrigel tube assay. Emcn^+^ BMECs (sorted at either P0 or P1) were not able to form any type of structure in Matrigel (Fig. 6a and Supplementary Movie 3). In contrast, Emcn^−^ BMECs sorted at P0 formed robust cord-networks on Matrigel by 36 h, which remained stable up to 47 h (Fig. 6a and Supplementary Movie 3). Interestingly, Emcn^−^ BMECs from P1, P2, and P3 exhibited a faster dynamic of cord-networks formation, by forming cords already at ~6 h and completing them between 12 and 24 h (Fig. 6b, Supplementary Fig. 5a, and Supplementary Movie 3). Cord-networks that were formed by Emcn^−^ cells at P1, P2, and P3 appeared less defined and were less complex across passages, as determined by measurement of their cellular connectivity (Fig. 6a–c, Supplementary Fig. 5a, and Supplementary Movie 3).

**Fig. 6:**
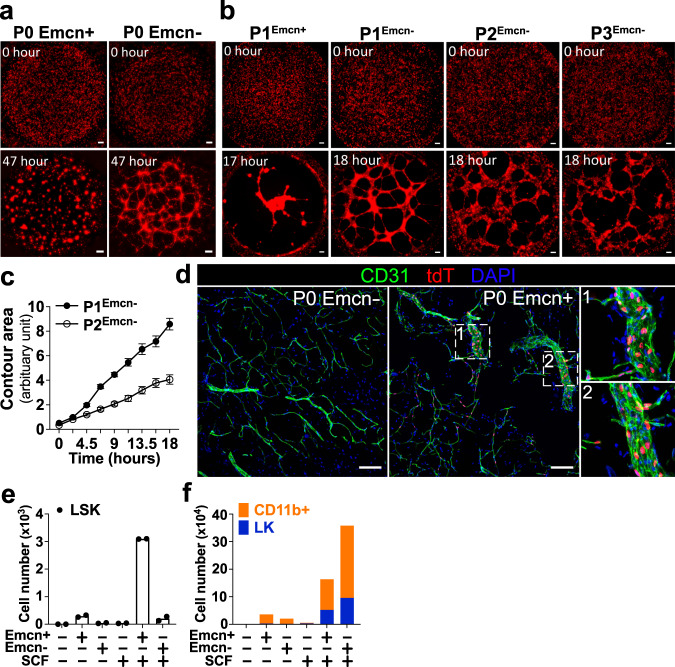
Distinct functional properties of Emcn ^+^ and Emcn^−^ BMEC. **a**, **b** Time lapse images of cells in Matrigel at the indicated time points: **a** Emcn^+^ and Emcn^−^ cells sorted from P0 WBM cultures; **b** Emcn^+^ cells from P1^Emcn+^ (grown in culture as sorted cells), and Emcn^−^ cells from P1^Emcn-^, P2^Emcn-^, and P3^Emcn-^ (grown in culture as sorted cells). Scale bar, 200 μm. Representative of *n* = 8-12 independent experiments. **c** Quantification of cords formation and structure integrity by Emcn^−^ cells at P1 and P2. Line graph shows differences in growth patterns of cells at P1 and P2, indicated as a decrease in the contour area with passage (see details in Methods section). P1^Emcn-^ *n* = 12; P2^Emcn-^ *n* = 8. Data are presented as the mean ± SEM. Source data are provided as a Source Data file. **d** Immunostaining of CD31 marker on Matrigel plugs. Matrigel was admixed with sorted P0 Emcn^−^ (left) or P0 Emcn^+^ (right) cells and implanted into the flanks of syngeneic mice for two months, prior collection and fixation. Note that only exogenous P0 Emcn^+^ cells (nucleus in red), but not P0 Emcn^−^ cells, can be observed in new blood vessels formed by endogenous ECs (nucleus not in red). Zoom-in image of white-dashed squares 1 and 2 are depicted on the right panel. Scale bar, 100 μm. Representative of *n* = 3 experiments. **e**, **f** Monolayers of Emcn^+^ or Emcn^−^ cells sorted from P0 WBM culture were cocultured with sorted LSK (6000 cells/well) for seven days in the presence or absence of SCF (50 ng/ml). Bar graphs show total cell numbers at day 7 for **e** LSK cells and **f** LK and CD11b ^+^ cells; *n* = 2. Data are presented as the mean ± SEM. Source data are provided as a Source Data file.

To date, it has not been possible to determine whether different types of primary BMECs contribute differently to in vivo angiogenesis or have distinct ability to support HSCs. To assess how Emcn^+^ and Emcn^−^ cells contribute to angiogenesis, we performed in vivo Matrigel plug assays. Either Emcn^+^ or Emcn^−^ cells were sorted from P0 WBM at day14, admixed with Matrigel and injected subcutaneously into the flank of syngeneic mice. Two months later, plug vascularization was evaluated by CD31 immunostaining and tdT fluorescence. Unlike Emcn^−^ cells, which were not able to form any blood vessels, Emcn^+^ cells successfully participated in forming new blood vessels with endogenous ECs (Fig. 6d). These results indicate that Emcn^+^, but not Emcn^−^ BMECs, contribute to angiogenesis in vivo.

A critical function of ECs in the BM is to support HSCs in the vascular stem cell niche^3,33^. This method provided the opportunity to compare the ability of Emcn^+^ and Emcn^−^ BMECs to sustain hematopoietic stem/progenitor cells (HSPC: lineage^−^Sca-1^+^cKit^+^, LSK) in vitro. Cocultures of sorted LSK cells over layers of sorted BMECs showed that Emcn^+^ but not Emcn^−^ BMEC, preserved LSK cells in the absence of stem cell factor (SCF). In the presence of SCF, Emcn^+^ BMECs maintained LSK cells at significantly higher numbers and promoted lower rates of myeloid differentiation (Fig. 6e, f). Thus, in our model, sinusoidal-like Emcn^+^ BMECs exhibit a better ability to support HSC.

### Molecular signature of Emcn^+^ and Emcn^−^ BMECs ex vivo

We performed bulk RNA-seq analysis of Emcn^+^ and Emcn^−^ BMEC sorted from P0 WBM. 

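Total RNA of cells sorted from the cultures was made into bulk libraries with the KAPA RNA HyperPrep kit. The presence or absence of Emcn (endomucin, a surface sialomucin) defined the sorted EC populations. P0 Emcn+ BMECs, P0 Emcn− BMECs, Emcn− ECs from lung cultures and BM MSC (mesenchymal stromal cells) had 2 libraries each. Emcn− BMECs of passages P1, P2 and P3 also had 2 libraries each, and passage P4 had 1, so no spread between replicates can be given for P4. The authors trimmed the reads, mapped them to the mouse genome GRCm38 with STAR, estimated transcript abundance for the Ensembl annotation with Salmon and, by the methods, merged these pseudocounts into a CPM table per gene with tximport. They deposited whole-number counts for 44674 genes in 15 libraries, without normalization. By the methods they derive from the Salmon estimates, while the rounding to whole numbers is not described in the paper's text. Total counts were 31555985 and 25875548 for P0 Emcn+ replicates 1 and 2, 39718807 and 9914620 for P0 Emcn−, 36214724 and 21688654 for lung, and 35628327 and 32852945 for BM MSC. The passaged libraries had 33618854 and 27878801 at P1, 34273536 and 30171513 at P2, 35437388 and 27017659 at P3, and 36368542 at P4. At these depths 3 counts correspond to between 0.076 CPM in P0 Emcn− replicate 1 and 0.3 CPM in P0 Emcn− replicate 2, the shallowest library. Limits and intervals of this kind cover counting error only, because amplified reads are not independent molecules.
The sample labels give 4 batches, while the methods name 3 batches of biological replicates on 2 sequencer models. By the labels, replicate 1 of P0 Emcn+, P0 Emcn− and lung shared one batch and replicate 2 of the same populations shared another, so comparisons among these populations can be read within each batch, with 1 library per population. Replicate 1 of P1 to P3 and the P4 library shared another batch, and replicate 2 of P1 to P3 shared the remaining batch with both BM MSC libraries. No P0 or lung library shares a batch with a passaged or BM MSC library, so batch and condition cannot be told apart in comparisons between these groups. For the values given here, CPM was computed on each library's total count, as in the paper's tables. Genes with low counts were removed with edgeR's filterByExpr (minimum count 10), which left 19401 genes. TMM factors scaled the libraries, and edgeR's quasi-likelihood test was fitted to all 15 libraries with 1 coefficient per condition. Genes were called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 1.5, the limits of the paper, which applied them to DESeq2's shrunken fold changes. Unless another test is named, every adjusted p comes from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.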

Their transcriptome was compared to the ones from Emcn^−^ cells sorted from lung cultures and BM MSC (Figure 7a). P0 Emcn^+^ BMECs showed higher expression of conventional EC identity genes, *Cdh5* (VE-cadherin), *Pecam1* (CD31) and *Tek* (Tie2), and expressed the most well-known venous EC marker gene *Ephb4* and other venous/sinusoidal endothelial genes, such as *Stab2, Flt4, Epor, Dnase1/3*, and *Angpt2* (Fig. 7b and Supplementary Fig. 6a). These genes were within the top 5% of variable genes across all samples. 

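In the GENCODE M21 annotation of GRCm38, the annotated gene bodies are Emcn (ENSMUSG00000054690) on chromosome 3 from 137341067 to 137432185, Cdh5 (ENSMUSG00000031871) on chromosome 8 from 104101625 to 104144511 and Pecam1 (ENSMUSG00000020717) on chromosome 11 from 106654217 to 106750628. Further along the same annotation are Tek (ENSMUSG00000006386) on chromosome 4 from 94739289 to 94874976, Ephb4 (ENSMUSG00000029710) on chromosome 5 from 137350109 to 137378669 and Stab2 (ENSMUSG00000035459) on chromosome 10 from 86841198 to 87008025. It also places Flt4 (ENSMUSG00000020357) on chromosome 11 from 49609263 to 49652739, Epor (ENSMUSG00000006235) on chromosome 9 from 21958897 to 21963506 and Dnase1l3 (ENSMUSG00000025279) on chromosome 14 from 7964533 to 7994573. The remaining positions are Angpt2 (ENSMUSG00000031465) on chromosome 8 from 18690263 to 18741562.
Emcn itself had 714 ± 118 CPM in P0 Emcn+ BMECs (mean ± SD, n = 2 libraries, as for the other groups of replicates) and 7.59 ± 7.17 CPM in P0 Emcn− BMECs, a log2 fold change of 6.50 (standard error 1.43, adjusted p = 0.00569). Cdh5 had 5670.3 ± 781 CPM against 62.9 ± 80 CPM, with a log2 fold change of 6.51 (standard error 1.6, adjusted p = 0.0103). Its level in P0 Emcn− BMECs differed between the libraries, at 119 CPM in replicate 1 and 6.35 CPM in replicate 2. With replicate 1 left out, which moved the change most, it was 9.86 (edgeR adjusted p = 0.00657). Pecam1 showed the same split, 47.8 and 5.14 CPM in P0 Emcn−, and 2369 ± 149 CPM in P0 Emcn+ (log2 fold change 6.48, standard error 1.22, adjusted p = 0.00236). Tek differed less, with 146 ± 30.9 CPM and 34.9 ± 20.6 CPM and a log2 fold change of 2.12 (standard error 0.357, adjusted p = 0.00123).
Of the venous and sinusoidal genes, Ephb4 had the smallest difference, 289.6 ± 15.4 CPM in P0 Emcn+ and 83.2 ± 11.8 CPM in P0 Emcn−, a log2 fold change of 1.84 (standard error 0.258, adjusted p = 0.000403). Stab2 had 773 ± 101 CPM and 6.5 ± 6.48 CPM, a log2 fold change of 6.82 (standard error 0.733, adjusted p = 7.67e-05). Flt4 levels were 645 ± 229.7 CPM and 6.57 ± 7.44 CPM, and the log2 fold change was 6.53 (standard error 0.885, adjusted p = 0.000319). Epor was a low-abundance transcript, at 16 ± 4.64 CPM and 0.378 ± 0.106 CPM, yet separated the populations by a log2 fold change of 5.33 (standard error 0.861, adjusted p = 0.000943). Dnase1l3 (written Dnase1/3 in the text) had 46.9 ± 6.12 CPM in P0 Emcn+, with 28 counts in P0 Emcn− replicate 1 and 0 in replicate 2, and a log2 fold change of 6.66 (standard error 0.793, adjusted p = 0.000142). Without P0 Emcn− replicate 1 it was at least 154-fold higher in P0 Emcn+, taking 3 counts in the remaining library as the limit. Angpt2 reached 2030.3 ± 369 CPM against 17.7 ± 15.7 CPM, a log2 fold change of 6.84 (standard error 1.21, adjusted p = 0.00159). All 10 genes, Emcn included, were higher in both P0 Emcn+ libraries than in both P0 Emcn− libraries and passed both limits, also with each library left out in turn.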

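The variance of each gene across libraries was computed on counts transformed with DESeq2's vst function, as in the paper's heatmaps. Across all 15 libraries the top 5% were 970 of 19401 genes, and 6 of the 9 EC and venous or sinusoidal genes named were among them. By variance, Cdh5 had rank 4, Stab2 rank 110, Angpt2 119, Pecam1 176, Flt4 217 and Dnase1l3 558. Tek (rank 1405, at 7.24% of the list), Epor (rank 1461, at 7.53%) and Ephb4 (rank 3801, at 19.6%) lay outside. Over only the 8 libraries of Fig. 7a, Tek moved to rank 843 (4.35%) and entered the top 5%, while Epor (6.84%) and Ephb4 (18.9%) stayed outside. Without the filter on low counts, the top 5% were 1533 of 30660 genes, and Epor (4.52%) was within while Tek (5.18%) and Ephb4 (13.8%) were not. On log2 CPM in place of the vst values, the same 6 genes were within.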

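In the same annotation, genes taken as arterial or mesenchymal markers lie as follows, Serpinf1 (ENSMUSG00000000753) on chromosome 11 from 75409769 to 75422701, Ace (ENSMUSG00000020681) on chromosome 11 from 105967945 to 105989964 and Tmem100 (ENSMUSG00000069763) on chromosome 11 from 90030348 to 90036508. Further along the same annotation are Ltbp4 (ENSMUSG00000040488) on chromosome 7 from 27305136 to 27337692, Gsn (ENSMUSG00000026879) on chromosome 2 from 35256380 to 35307892 and Runx2 (ENSMUSG00000039153) on chromosome 17 from 44495987 to 44814797. It also places Pdgfrb (ENSMUSG00000024620) on chromosome 18 from 61045150 to 61085061.
Serpinf1 had 11.4 ± 2.14 CPM in P0 Emcn+ and 853 ± 96.5 CPM in P0 Emcn− BMECs, a log2 fold change (P0 Emcn+ over P0 Emcn−) of -6.19 (standard error 0.244, adjusted p = 2.29e-07). Ace, which encodes angiotensin-converting enzyme, had 227 ± 159 CPM and 2433 ± 640.2 CPM, a change of -3.39 (standard error 0.716, adjusted p = 0.00451). Tmem100 was low throughout, at 0.315 ± 0.227 CPM and 12.8 ± 5.95 CPM, with a change of -5.24 (standard error 0.525, adjusted p = 5.12e-05). For Ltbp4 the replicates spread widely: 3.26 and 12.5 CPM in P0 Emcn+, 27.9 and 129.7 CPM in P0 Emcn−, and a change of -3.29 (standard error 0.895, adjusted p = 0.0168). Its call was lost without P0 Emcn+ replicate 1 (log2 fold change -2.59, edgeR adjusted p = 0.108), without P0 Emcn− replicate 2 (-1.80, adjusted p = 0.148) and with only the compared groups in the fit. The mesenchymal genes went the same way. Gsn differed between the P0 Emcn− libraries, 2429.9 CPM in replicate 1 and 16077 CPM in replicate 2, against 185 ± 166 CPM in P0 Emcn+. Its change was -5.61 (standard error 0.957, adjusted p = 0.0013), and -3.68 (adjusted p = 0.00311) without P0 Emcn− replicate 2. Runx2 had 1.98 ± 0.831 CPM and 38.2 ± 5.8 CPM, a change of -4.22 (standard error 0.305, adjusted p = 6.87e-06). Pdgfrb had 13 ± 4.53 CPM and 807 ± 382 CPM, a change of -5.92 (standard error 0.451, adjusted p = 9.1e-06). Apart from Ltbp4, each of these genes passed both limits with any 1 library left out.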

P0 Emcn^−^ BMECs expressed higher levels of known arterial endothelial genes, such *Serpinf1, Ace, Tmem100, and Ltbp4* and were enriched in genes expressed by mesenchymal cells such as *Gsn*, *Runx2*, and *Pdgfrb* (Fig. 7b and Supplementary Fig. 6b). 

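Between P0 Emcn+ and P0 Emcn− BMECs, 3725 of 19401 genes were called, 1512 higher in P0 Emcn+ and 2213 higher in P0 Emcn−. The choice that moved this count most was the fold change limit: at the adjusted p alone, 6609 genes passed. Genes used as markers of tip and stalk cells lie in the annotation as follows, Apln (ENSMUSG00000037010) on chromosome X from 48025146 to 48034853, Cxcr4 (ENSMUSG00000045382) on chromosome 1 from 128588199 to 128592293 and Kdr (ENSMUSG00000062960) on chromosome 5 from 75932827 to 75978458. Further along the same annotation are Dll4 (ENSMUSG00000027314) on chromosome 2 from 119325784 to 119335962, Sox17 (ENSMUSG00000025902) on chromosome 1 from 4490931 to 4497354 and Esm1 (ENSMUSG00000042379) on chromosome 13 from 113209659 to 113218098. It also places Eno2 (ENSMUSG00000004267) on chromosome 6 from 124760053 to 124769673, Hk2 (ENSMUSG00000000628) on chromosome 6 from 82725025 to 82774454 and Meox2 (ENSMUSG00000036144) on chromosome 12 from 37108540 to 37179534. The remaining positions are Acss2 (ENSMUSG00000027605) on chromosome 2 from 155517948 to 155585724, Aldh2 (ENSMUSG00000029455) on chromosome 5 from 121566027 to 121593824 and Lgals3 (ENSMUSG00000050335) on chromosome 14 from 47367751 to 47386160.
Of the tip cell genes, Apln had 1791 ± 362 CPM in P0 Emcn+ and 46.6 ± 52.1 CPM in P0 Emcn−, a log2 fold change of 5.28 (standard error 1.24, adjusted p = 0.00792). Cxcr4 had 259 ± 114 CPM and 4.95 ± 5.71 CPM, a change of 5.61 (standard error 1.15, adjusted p = 0.00376). Kdr, which encodes a VEGF receptor, had 438 ± 212 CPM and 8.33 ± 9.22 CPM, with a change of 5.65 (standard error 1.06, adjusted p = 0.00235). Dll4 was at 195 ± 107 CPM and 4.41 ± 5.66 CPM and changed by 5.36 (standard error 1.25, adjusted p = 0.0076), or by 8.95 (adjusted p = 0.00517) without P0 Emcn− replicate 1. Sox17 was at 163 ± 71.4 CPM and 2.59 ± 3.38 CPM, a change of 5.81 (standard error 1.23, adjusted p = 0.00974). Without P0 Emcn− replicate 1 only 2 Sox17 counts remained in P0 Emcn−, and the ratio was 833 (95% counting interval 231 to 6880). Esm1 was higher in P0 Emcn+ by 4.58 (standard error 1.28, adjusted p = 0.0192), but its libraries held 369 and 52.7 CPM in P0 Emcn+ and 6.7 and 11.8 CPM in P0 Emcn−. The Esm1 call was lost without P0 Emcn+ replicate 1 (log2 fold change 2.58, adjusted p = 0.15), P0 Emcn− replicate 1 (4.21, adjusted p = 0.102) or P0 Emcn− replicate 2 (5.01, adjusted p = 0.0726).
Of the stalk cell genes, Eno2 had 1.03 ± 0.25 CPM in P0 Emcn+ and 56.1 ± 18.1 CPM in P0 Emcn−, a log2 fold change of -5.72 (standard error 0.295, adjusted p = 1.1e-06). Acss2 followed with 7.8 ± 1.21 CPM and 38.7 ± 19.5 CPM, a change of -2.29 (standard error 0.305, adjusted p = 0.000288). Hk2 had 11.4 ± 3.58 CPM and 50.5 ± 30.5 CPM, a change of -2.12 (standard error 0.429, adjusted p = 0.00355) that fell under the fold change limit, to -1.29, without P0 Emcn− replicate 1. Aldh2 had 85.1 ± 20.9 CPM and 326 ± 114 CPM, a change of -1.90 (standard error 0.241, adjusted p = 0.000204), and -1.49 without P0 Emcn− replicate 2. Meox2 had 1.71 and 19.4 CPM in the P0 Emcn+ libraries and 57.4 ± 30.2 CPM in P0 Emcn−. Its change of -2.42 (standard error 0.829, adjusted p = 0.0459) was no longer called without P0 Emcn+ replicate 1 (adjusted p = 0.0799) or P0 Emcn− replicate 2 (adjusted p = 0.205) or with only the compared groups in the fit, and was -5.00 without P0 Emcn+ replicate 2. Lgals3 was higher in P0 Emcn− (50.5 ± 13 CPM and 142 ± 82.3 CPM) and passed the adjusted p but not the fold change limit, with -1.47 (standard error 0.376, adjusted p = 0.0126). Without P0 Emcn− replicate 1 the Lgals3 change was -0.68 (adjusted p = 0.122), and it was called without P0 Emcn+ replicate 1 (-1.75) and without P0 Emcn− replicate 2 (-1.96).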

Among the differentially expressed genes (Fig. 7a, Supplementary Fig. 6a, b, and Supplementary Table 5), we noted that P0 Emcn^+^ BMECs expressed markers associated with endothelial tip cells, such as *Apln, Cxcr4, Kdr, Dll4, Angpt2, Sox17*, and *Esm1* (Fig. 7c), whereas P0 Emcn^−^ BMECs expressed markers associated with endothelial stalk cells, such as *Eno2*, *Hk2*, *Meox2*, *Acss2*, *Aldh2*, and *Lgals3* (Fig. 7c and Supplementary Table 4). 

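The literature lists of marker genes held 18 arterial, 20 sinusoidal, 27 tip and 8 stalk genes, and all of them passed the filter on low counts. Of the sinusoidal genes, 17 were called higher in P0 Emcn+ than in P0 Emcn− BMECs and none lower. Ap1b1 (log2 fold change 1.41), Vcam1 (1.22) and Fabp4 (0.38) stayed under the limits. Of the tip genes, 26 were called higher in P0 Emcn+ and none lower, and Igfbp3 did not differ (log2 fold change 0.08, edgeR adjusted p = 0.986). The sign for Igfbp3 turned without P0 Emcn+ replicate 1 (-0.53) or P0 Emcn− replicate 1 (-0.76), and it was called without P0 Emcn− replicate 2 (2.44). Vcam1 was called without P0 Emcn+ replicate 1 (1.72). Of the stalk genes, 6 were called higher in P0 Emcn− and none higher in P0 Emcn+. Lgals3 and Pgm1 (log2 fold change -1.44, edgeR adjusted p = 0.000449) stayed under the fold change limit. Pgm1 was called without P0 Emcn+ replicate 1 (-1.77) or P0 Emcn− replicate 2 (-1.60). The arterial genes divided. Ace, Fbln2, Ltbp4, Ly6a, Serpinf1, Sparcl1 and Timp4 (7 genes) were called higher in P0 Emcn−. Cav1, Cd200, Cd34, Dll4, Efnb2, Notch1, Notch4, Podxl, Sox17 and Sox18 (10 genes) were called higher in P0 Emcn+, and Jam2 was not called (log2 fold change -1.46, edgeR adjusted p = 0.0399) except without P0 Emcn+ replicate 2 (-2.13). Ly6a was lost without P0 Emcn+ replicate 1 (-1.41). Sparcl1 was lost without P0 Emcn+ replicate 1 (-2.66, edgeR adjusted p = 0.0681), P0 Emcn+ replicate 2 (-2.50, adjusted p = 0.0791) or P0 Emcn− replicate 2 (-1.85, adjusted p = 0.0817). Cd34 and Ly6a were also lost with only the compared groups in the fit. Adjusted over the list alone, each list gave the same counts. With each library left out in turn, the calls ranged from 14 to 18 sinusoidal, 21 to 26 tip and 5 to 7 stalk genes. The arterial genes called higher in P0 Emcn− ranged from 4 to 7, with 4 when P0 Emcn+ replicate 1 was left out.

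**Figure D1:**
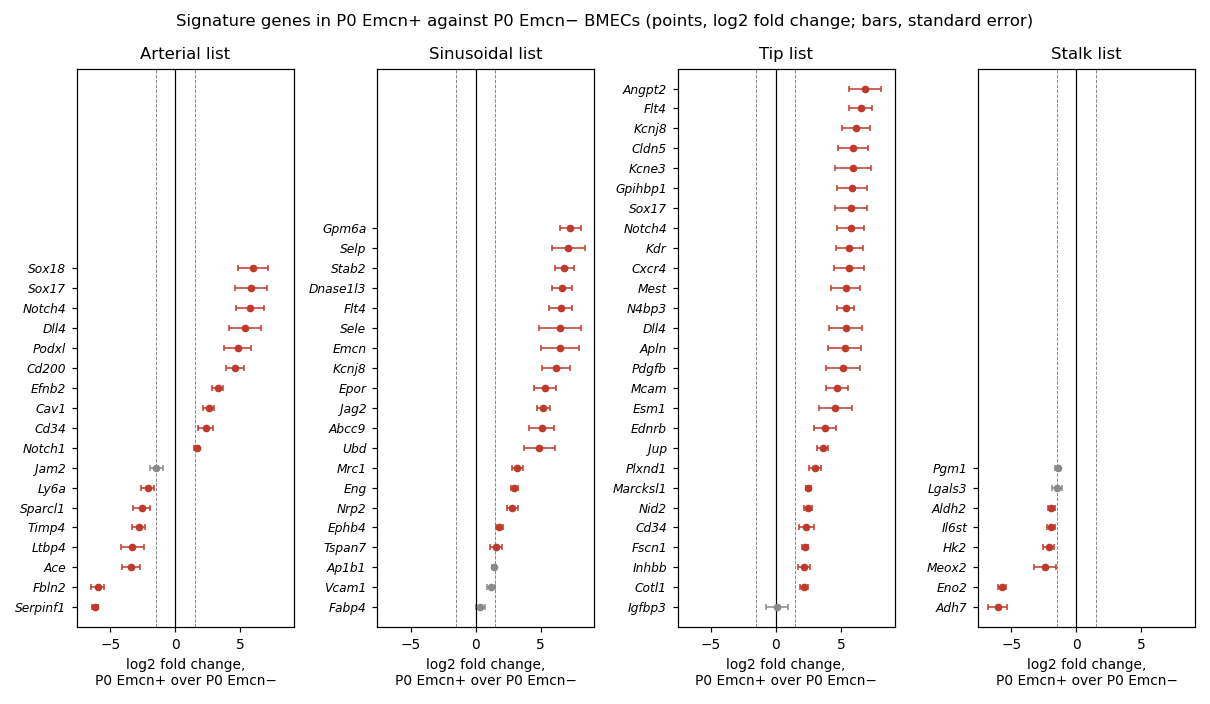
Log2 fold change between P0 Emcn+ and P0 Emcn− BMECs (horizontal axis, positive where P0 Emcn+ is higher) for each gene of the arterial, sinusoidal, tip and stalk lists (vertical axis), with bars for the standard error of edgeR's fit to 2 libraries per population. Red points are called genes, grey points are not called, and dashed lines mark the log2 fold change limits of -1.5 and 1.5; the 18 arterial genes lie on both sides of 0, while the 20 sinusoidal and 27 tip genes lie above 0 and the 8 stalk genes below.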

The molecular differences between P0 Emcn^+^ and P0 Emcn^−^ cells were even more evident when we restricted the analysis to signatures of 38 arterial/sinusoidal genes and 35 tip/stalk genes (Fig. 7b, c) that we compiled from the literature (Supplementary Table 6). Thus, P0 Emcn^+^ BMECs exhibited a combination of sinusoidal- and tip-like signature, whereas P0 Emcn^−^ expressed a combination of arterial- and stalk-like signature. These patterns of gene expression were also confirmed by RT-PCR (Fig. 7d). 

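Each list was also tested as a set in the same contrast, with limma's camera (preset correlation between genes of 0.01) on log2 CPM, and the p-values of the 4 lists were adjusted by the Benjamini-Hochberg method. The median log2 fold change was 5.14 over the sinusoidal list (adjusted p = 2.84e-11) and 5.28 over the tip list (adjusted p = 1.58e-12), both toward P0 Emcn+. Over the stalk list it was -2.02, toward P0 Emcn− (adjusted p = 2.37e-05). Under limma's fry test the sinusoidal, tip and stalk lists had the same directions, with p adjusted over the 4 lists of 1.85e-06, 5.71e-05 and 1.47e-09. With the correlation estimated from the data camera gave 0.0079, 0.0464 and 0.0079. Adjusted over all 15 lists tested in this contrast, the last 3 values were 0.0198, 0.087 and 0.0198, so the tip list was then no longer past the limit of 0.05. With terms for the batches in the design (replicate block), the estimated correlation gave 0.091 for the tip list over the 4 lists and 0.0776 for the sinusoidal list over the 15, neither past that limit. A list of 20 endothelial genes also went toward P0 Emcn+, with a median log2 fold change of 6.01 and 18 genes called higher. The set tests therefore cannot tell a sinusoidal or tip signature from a higher level of endothelial transcripts in P0 Emcn+ as a whole. The arterial list had a median log2 fold change of 2.00 and a mean of 0.80, and with genes going both ways no shift of the whole set was found. The adjusted p was 0.392 toward P0 Emcn+ by camera, 0.215 toward P0 Emcn− by fry and 0.688 with the estimated correlation. The lists overlap. The tip list shares 4 genes with the arterial list (Cd34, Dll4, Notch4 and Sox17) and 2 with the sinusoidal list (Flt4 and Kcnj8), so the lists are not independent of one another. The arterial list also shares 2 genes, Fbln2 and Serpinf1, with a list of 20 fibroblast genes. All 20 fibroblast genes were called higher in P0 Emcn−, so these 2 genes cannot tell an arterial from a fibroblast profile. The paper reasons from the higher expression of venous and sinusoidal genes and of tip cell markers in P0 Emcn+ BMECs, and from the higher expression of arterial genes and stalk cell markers in P0 Emcn− BMECs, to a combined sinusoidal and tip signature for the first population and a combined arterial and stalk signature for the second.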

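The annotation places genes of secreted or membrane-bound factors acting on hematopoietic cells as follows, Dll1 (ENSMUSG00000014773) on chromosome 17 from 15367354 to 15376872, Tgfb1 (ENSMUSG00000002603) on chromosome 7 from 25687002 to 25705077 and Pdgfb (ENSMUSG00000000489) on chromosome 15 from 79995874 to 80014977. Further along the same annotation are Kitl (ENSMUSG00000019966) on chromosome 10 from 100015630 to 100100416.
Dll4, a Notch ligand, was among the tip cell genes called higher in P0 Emcn+ BMECs. Dll1, another Notch ligand, had 39.3 ± 5.57 CPM in P0 Emcn+ and 0.995 ± 0.836 CPM in P0 Emcn−, a log2 fold change of 5.16 (standard error 0.531, adjusted p = 5.92e-05). Tgfb1 had 241 ± 71.2 CPM and 39.8 ± 25.7 CPM, a change of 2.62 (standard error 0.431, adjusted p = 0.00107), and was the gene with the higher level of the pair in P0 Emcn−. Pdgfb had 202 ± 19.8 CPM and 5.52 ± 5.23 CPM, a change of 5.13 (standard error 1.31, adjusted p = 0.0173). Its P0 Emcn− level was 9.21 CPM in replicate 1 and 1.82 CPM in replicate 2, and the call was lost without P0 Emcn+ replicate 1 (log2 fold change 5.05, adjusted p = 0.0508) or without P0 Emcn− replicate 2 (4.49, adjusted p = 0.0827). Kitl, the gene of stem cell factor, did not differ beyond the replicate spread, with 67.8 ± 4.07 CPM and 104 ± 37.4 CPM (log2 fold change -0.58, standard error 0.34, adjusted p = 0.228).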

Of note, Emcn^+^ BMECs expressed higher levels of genes encoding for hematopoietic supportive molecules, such as *Dll4*, *Dll1*, *Tgfb1*, and *Pdgfb* (bottom panels of Supplementary Fig. 6a).

**Fig. 7:**
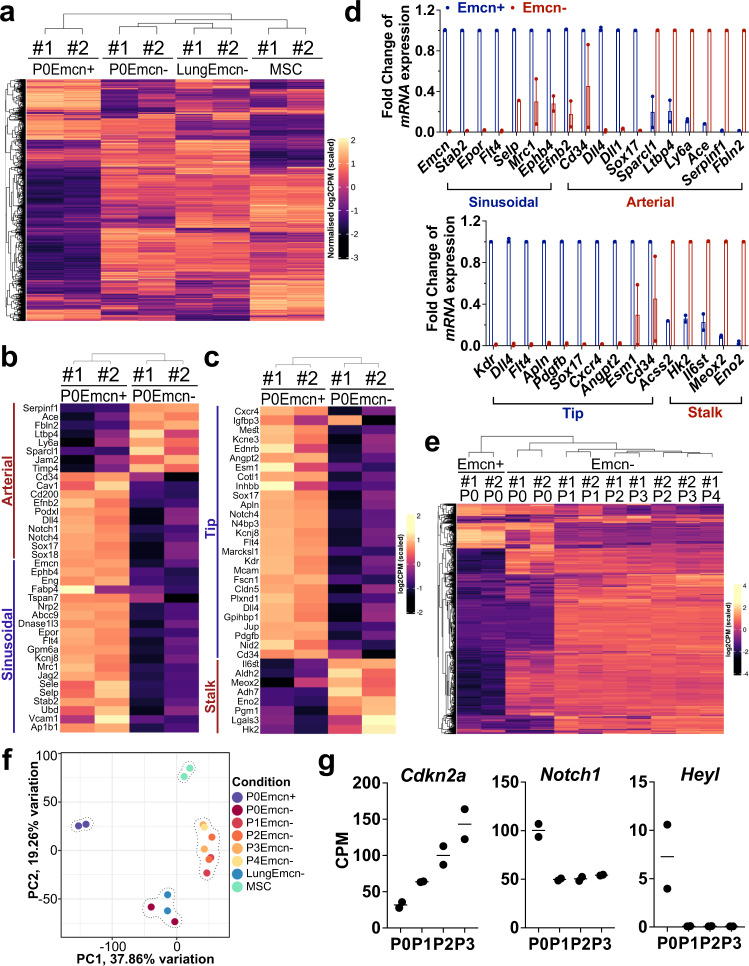
Molecular Signatures of Emcn^+^ and Emcn^−^ BMEC. **a**–**c** Bulk-RNA-seq of sorted populations at day 14 of culture: Emcn^+^ and Emcn^−^ BMEC from P0 WBM; Emcn^−^ EC from lung; MSC from BM. **a** Heatmap of the top 5% variable genes. **b** Heatmap of arterial-sinusoidal gene signature and **c** tip-stalk signature. Measurements are expressed in scaled log2 counts per million (CPM). **d** Real-time (RT-) PCR for the indicated genes in Emcn^+^ and Emcn^−^ BMEC from P0 WBM culture at day 1; *n* = 2. Source data are provided as a Source Data file. **e** Bulk-RNA-seq of Emcn^−^ BMECs at the different passages. Heatmap of the top 5% variable genes. **f** Principal Component Analysis (PCA) of BMEC P0 Emcn^+^ and Emcn^−^ and P1-P4 Emcn^−^; lung Emcn^−^, and MSC transcriptomes. **g** Analysis of the most differentially expressed genes in Emcn^−^ BMEC cells during passages. Source data are provided as a Source Data file.

To sample differences between ECs from the BM and ECs from other organs, we analyzed lung ECs. We cultured mouse primary lung ECs following standard procedures^34^ and found that they are predominantly constituted by Emcn^−^ cells. Comparison between BM- and lung-derived Emcn^−^ cells showed great similarity in their gene expression profile (Fig. 7a). 

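On vst-transformed counts of 19401 genes, the Euclidean distance between a P0 Emcn− BMEC library and a lung Emcn− library averaged 109 ± 6.24 (SD over the 4 pairs of libraries). The 2 P0 Emcn− BMEC libraries lay 93.05 apart and the 2 lung libraries 75.06, so the tissues differed by somewhat more than the replicates of either. From P0 Emcn− BMECs to P0 Emcn+ BMECs the distance was 186 ± 16.9 (4 pairs). The correlation across genes, which are not independent replicates, averaged 0.959 between P0 Emcn− BMECs and lung and 0.883 between P0 Emcn− and P0 Emcn+ BMECs. In the test for differential expression, 743 genes were called between lung and P0 Emcn− BMECs, 414 higher in lung and 329 lower. The count was 145 with only the compared groups in the fit, the setting that moved it most, 455 without P0 Emcn− replicate 1 and 406 without lung replicate 1. Between lung and P0 Emcn+ BMECs, 4086 genes were called. Of EC genes, Vwf, the gene of von Willebrand factor, had 21.9 and 201 CPM in the lung libraries and 3.41 ± 0.121 CPM in P0 Emcn− BMECs, a log2 fold change (lung over BM) of 5.07 (standard error 0.834, adjusted p = 0.00816). It was not called without P0 Emcn− replicate 1 (adjusted p = 0.0598) or with only the compared groups, and was 2.76 without lung replicate 2. Emcn had 32.6 and 125 CPM in the lung libraries and 12.7 and 2.52 CPM in P0 Emcn− BMECs. Both lung libraries lay above both P0 Emcn− libraries, but the log2 fold change of 3.33 (standard error 1.25, adjusted p = 0.184) was not called. That the lung cells were Emcn− is taken from the paper, as the sample labels do not give it. Cdh5 (105 ± 93.1 CPM in lung; adjusted p = 0.832) did not differ beyond the replicate spread. The Cdh5 log2 fold change was 0.78, but -0.14 without P0 Emcn− replicate 2, -0.61 without lung replicate 2 and 4.11 without P0 Emcn− replicate 1.

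**Figure D2:**
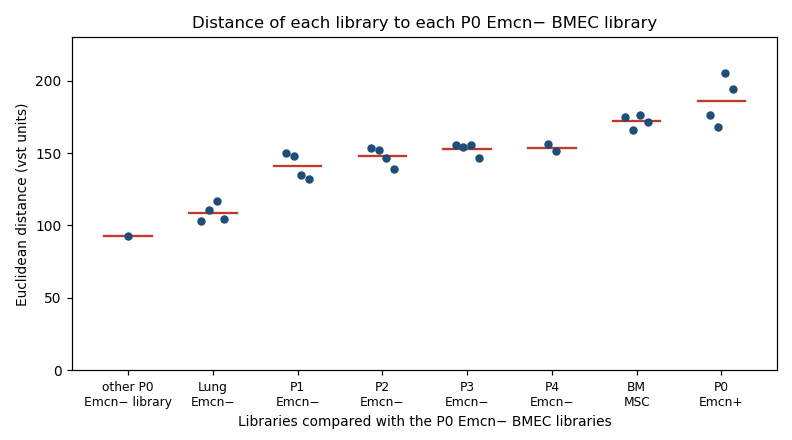
Euclidean distance on vst-transformed counts (vertical axis, vst units) from each P0 Emcn− BMEC library to each library of another condition (horizontal axis), with 1 point per pair of libraries and a red line at the mean. Lung Emcn− libraries lie at 103.2 to 116.9 from P0 Emcn− BMECs, P1 libraries at 132.2 to 149.8, BM MSC at 166.1 to 176 and P0 Emcn+ at 168.2 to 205.5; the first point is the distance between the 2 P0 Emcn− BMEC libraries.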

BMECs and lung ECs did not express genes highly expressed in MSC (Supplementary Fig. 6c).

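The MSC genes of Supplementary Fig. 6c lie in the annotation as follows, Prelp (ENSMUSG00000041577) on chromosome 1 from 133910304 to 133921414, Fat1 (ENSMUSG00000070047) on chromosome 8 from 44935447 to 45052257 and Cdh11 (ENSMUSG00000031673) on chromosome 8 from 102632095 to 102785642. Further along the same annotation are Foxc1 (ENSMUSG00000050295) on chromosome 13 from 31806633 to 31812476 and Alpl (ENSMUSG00000028766) on chromosome 4 from 137741733 to 137796384.
BM MSC were compared with each of the other populations. The 3 comparisons cross batches, so batch and cell type cannot be told apart in them. Prelp had 3388 ± 801 CPM in BM MSC, 743 ± 288 CPM in lung, 163 ± 69.7 CPM in P0 Emcn− and 8.39 ± 3.93 CPM in P0 Emcn+ BMECs. Its log2 fold change was 4.47 (standard error 0.444, adjusted p = 8.66e-05) for BM MSC over P0 Emcn− BMECs. Fat1 had 4064 ± 477 CPM, 606 ± 208 CPM, 955 ± 125 CPM and 49.4 ± 7.7 CPM in the same order, and 2.18 (standard error 0.248, adjusted p = 0.000196) over P0 Emcn− BMECs. Alpl had 77.6 ± 40.5 CPM, 4.12 ± 0.0272 CPM, 9.54 ± 3.34 CPM and 0.303 ± 0.155 CPM, with 3.15 (standard error 0.412, adjusted p = 0.000439) over P0 Emcn− BMECs. Foxc1 had 128 ± 17.8 CPM, 34.3 ± 6.42 CPM, 44.8 ± 7.66 CPM and 10.7 ± 0.145 CPM. The Foxc1 change over P0 Emcn− BMECs was 1.61 (standard error 0.241, adjusted p = 0.000911), and it fell under the fold change limit with the replicate block (1.43), which sets both BM MSC libraries, of 1 batch, by the batch difference of the passaged libraries, and without P0 Emcn− replicate 1 (1.44) or BM MSC replicate 1 (1.43). Cdh11 had 779.5 ± 33 CPM, 137 ± 17.4 CPM, 301 ± 104 CPM and 8.01 ± 2.75 CPM, and its change of 1.47 (standard error 0.269, adjusted p = 0.00264) stayed just under the fold change limit. Cdh11 was called with the replicate block (1.505), with RLE factors or by DESeq2's Wald test (1.504 in both), and without P0 Emcn− replicate 2 (1.84). Thus 4 of the 5 genes were called higher in BM MSC than in P0 Emcn− BMECs, and 5 of 5 higher than in lung ECs and than in P0 Emcn+ BMECs, by log2 fold changes of 1.93 to 4.27 and 3.64 to 8.73. All 5 transcripts lay above the 3-count limit in every P0 and lung library, and in P0 Emcn− BMECs and lung ECs they ranged from 4.12 CPM for Alpl in lung to 955 CPM for Fat1 in P0 Emcn− BMECs.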

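Emcn− BMECs of consecutive passages were compared by edgeR's quasi-likelihood test. From P0 to P1, 1715 genes were called, 1120 higher at P1 and 595 lower. From P1 to P2 and from P2 to P3, 0 genes were called (856 and 403 genes at an unadjusted p under 0.05). DESeq2's Wald test called 15 and 3 genes in these comparisons, and 5 and 3 with ashr shrinkage. On simulated counts for P2 against P1 (18300 genes, 200 of them changed), DESeq2's Wald test called 32 unchanged genes and edgeR 8. All simulated changes lay above the fold change limit, and the libraries were drawn independently, without the shared batches of the passaged libraries. The simulation therefore does not show how either test does on smaller changes or on these libraries. Between P1 and P3, 43 genes were called, 15 higher at P3 and 28 lower. This count depended on the setting, with 106 genes under the replicate block and 303 by DESeq2's Wald test, but 0 without P1 replicate 2 or P3 replicate 1 and 3 without P3 replicate 2. Against P0, 2330 genes were called at P2 and 2559 at P3. The count from P0 to P1 was the largest of the 3 between consecutive passages in each setting that was run for them. It was moved most by leaving out P1 replicate 1 (805 genes), and was 854 without P0 replicate 1, 930 without P1 replicate 2 and 3387 without the fold change limit. The P0 libraries and the passaged libraries come from different batches, so the transition from P0 to P1 and the change of batch cannot be told apart by the test. Of the 1120 genes higher at P1, 378 were annotated as protein coding and 509 as pseudogenes. The comparisons among P1, P2 and P3 lie within batches. No test involves P4, which has 1 library.
The marker lists were also compared between passages. Over 14 macrophage genes the median log2 fold change was -1.64 from P1 to P2 and -1.62 from P2 to P3, with 14 of 14 genes lower in each comparison. None of these genes was among those called by edgeR over all genes, while 9 and 6 were lower adjusted over the list alone. As a set the list was lower in both by limma's camera (adjusted p = 2.6e-15 and 2.11e-15 over the 15 lists tested), but not by fry (0.128 and 0.25) or with an estimated correlation (0.213 and 0.21). From P1 to P3 the median was -3.47, and 5 of the 28 genes called lower were of this list (Adgre1, C1qa, C1qb, C1qc and Lyz2), with 12 lower adjusted over the list alone. With the replicate block 8 genes of the list were called lower there. There the adjusted p was 5.84e-18 by camera, 0.00342 by fry and 0.146 with an estimated correlation. Of the other 14 lists, the cycling list alone had an adjusted p under 0.05 by camera in any of the 3 comparisons, higher at P2 than at P1 (median 1.33, 14 of 15 genes, adjusted p = 0.00334) and at P3 than at P1 (1.45, 15 of 15 genes, adjusted p = 0.0143). Neither was past the limit by fry (0.862 and 0.808) or with an estimated correlation (0.776 and 0.898). The replicate block, run for these set tests after seeing the data, moved no list across the limit of 0.05 in the 3 comparisons by any of the 3 tests.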

Analysis of Emcn^−^ BMECs transcriptomic profile during passages in vitro (Fig. 7e) shows that the transition from P0 to P1 was the one marked by most significant changes whereas the transitions from P1 to P4 exhibited a uniform gene expression profile. Major changes in the transition between P0 and P1 include a significant increase in the senescence marker p16 (*Cdkn2a*; Fig. 7g) and the downregulation of the Notch pathway (Fig. 7g and Supplementary Fig. 6d). 

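The senescence marker and the Notch pathway genes lie in the annotation as follows, Cdkn2a (ENSMUSG00000044303) on chromosome 4 from 89274471 to 89294653, Notch1 (ENSMUSG00000026923) on chromosome 2 from 26457903 to 26516663 and Notch3 (ENSMUSG00000038146) on chromosome 17 from 32120820 to 32166852. Further along the same annotation are Hes1 (ENSMUSG00000022528) on chromosome 16 from 30064384 to 30067796, Hey1 (ENSMUSG00000040289) on chromosome 3 from 8663359 to 8667256 and Heyl (ENSMUSG00000032744) on chromosome 4 from 123233556 to 123249875.
Cdkn2a, which encodes p16, had 34.9 ± 6.82 CPM at P0, 61.7 ± 2.22 CPM at P1, 92.4 ± 13.4 CPM at P2, 135 ± 22.3 CPM at P3 and 131 CPM in the P4 library. From P0 to P1 both P1 libraries lay above both P0 libraries, with a log2 fold change of 0.97 (standard error 0.386, adjusted p = 0.105), so the increase was not significant after adjustment. DESeq2's Wald test gave 0.99 (adjusted p = 0.0523), and the replicate block gave 1.00 with an adjusted p of 0.0263, under the fold change limit. From P0 to P3 the log2 fold change was 2.15 (standard error 0.397, adjusted p = 0.00434) and the gene was called.
Notch1 fell from 110.2 ± 12.4 CPM at P0 to 48.2 ± 3.72 CPM at P1 and stayed at 46.8 ± 4.41 CPM at P2 and 51.4 ± 2.67 CPM at P3. The change from P0 to P1 was -1.04 (standard error 0.196, adjusted p = 0.00703), past the adjusted p but not the fold change limit. Hes1 fell from 76.5 ± 55 CPM to 1.6 ± 0.579 CPM, a change of -5.44 (standard error 0.637, adjusted p = 0.000451), and had 8.39 ± 2.91 CPM at P3. Notch3 fell from 111 ± 50.1 CPM to 27.8 ± 1.26 CPM, a change of -1.84 (standard error 0.304, adjusted p = 0.00356), and -1.29 without P0 replicate 1. Hey1 had 5.59 ± 4.2 CPM at P0 and 0.227 ± 0.0161 CPM at P1, a change of -4.47 (standard error 1.09, adjusted p = 0.0217). That call was lost without P0 replicate 1 (log2 fold change -3.35, adjusted p = 0.125), P1 replicate 1 (-4.57, adjusted p = 0.131) or P1 replicate 2 (-4.38, adjusted p = 0.117). Heyl had 7.97 ± 5.28 CPM at P0 and 507 counts in all, against 1 count in the P1 libraries together, a ratio of 628 (95% counting interval 112 to 24900). The ratio was 261 (44.3 to 10500) without P0 replicate 1 and 343 (61.4 to 13600) without P1 replicate 2, and without P1 replicate 1, where the remaining P1 library had 0 counts, P1 was at least 94.9-fold lower. Its adjusted p was 0.015, and 0.057, 0.0964 and 0.0942 without P0 replicate 1, P1 replicate 1 or P1 replicate 2. Notch4 (-2.65, adjusted p = 0.0857) was not called, though it passed both limits by DESeq2's Wald test (-2.60, adjusted p = 0.0476) and without the filter on low counts (-2.68, adjusted p = 0.0421), and was -1.46 without P0 replicate 1. Jag1 (-0.94, adjusted p = 0.0485) stayed under the fold change limit. Of a list of 14 Notch ligands, receptors and targets, 5 were called lower at P1 (Dll4, Hes1, Hey1, Heyl and Notch3) and none higher, and 8 were lower adjusted over the list alone. With the replicate block 4 were called lower, as Dll4 was lost. The count over all genes fell to 1 without P0 replicate 1 and to 2 without either P1 library, and was 7 without P0 replicate 2 and 8 by DESeq2's Wald test. As a set the list moved down by a median of -1.73 (limma's camera, adjusted p = 0.00184 over the 15 lists tested). The adjusted p was 0.0303 by fry, 0.085 by fry with the replicate block and 0.606 with an estimated correlation, and the list was no longer called in the last 2. The P0 and P1 libraries share no batch, so for Cdkn2a and the Notch genes passage and batch cannot be told apart. Over 75 genes high in P0 Emcn+ and low in P0 replicate 2, P0 replicate 1 held 2.51% (median) of the P0 Emcn+ level. Whether carry-over of P0 Emcn+ cells raised the Notch transcripts of P0 replicate 1 was not tested.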

Principal Component Analysis (PCA) of the expression matrix for all samples (including lung and BM MSC) was used to visualize relationships between populations. 

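Principal components were computed on vst-transformed counts of 19401 genes in 15 libraries. PC1 carried 49.8% of the variance, PC2 18.5% and PC3 13.1%. With the 500 most variable genes the share of PC1 was 64.7%, and without the filter on low counts 48.45%. P0 Emcn+ BMECs lay at PC1 scores of 165 and 153.6 and PC2 scores of 50.33 and 42.86. P0 Emcn− BMECs lay at 52.28 and 24.41 on PC1 and -49.92 and -68.72 on PC2, and lung Emcn− ECs at 36.01 and 37.14 on PC1 and -71.11 and -62.08 on PC2, between the P0 Emcn− libraries on PC1. BM MSC lay at -39.15 and -26.93 on PC1 and 71.39 and 69.05 on PC2. The 7 libraries of P1 to P4 spanned -60.02 to -53.04 on PC1 and -4.53 to 11.49 on PC2. In the space of all genes, P1 lay at a distance of 141 ± 9.01 from P0 Emcn− BMECs (SD over 4 pairs of libraries), 139.7 ± 1.82 from BM MSC and 227 ± 6.49 from P0 Emcn+ BMECs. Among passages the distances were 58.3 ± 9.45 from P1 to P2, 54.7 ± 11.5 from P2 to P3 and 74.6 ± 7.83 from P1 to P3. The replicates of one passage, which come from different batches, lay between 54.26 and 59.22 apart. Across the same batches, P1 and P2 libraries lay 61.32 and 70.16 apart and P2 and P3 libraries 60.71 and 67.73, each farther than any pair of replicates. Within a batch the distances were 52.95 and 48.84 from P1 to P2, 46.76 and 43.48 from P2 to P3 and 74.5 and 64.91 from P1 to P3, with no replicates of a passage in the same batch to set beside them. The P0 and lung libraries and the passaged and BM MSC libraries belong to separate batches, so the separation of P0 from later passages coincides with that of the batches.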

The plot of the first two principal components revealed that the transcriptomes of P0 Emcn^+^ BMECs, P0 Emcn^−^ BMECs, and BM MSCs, clustered in distinct areas; P0 Emcn^−^ BMECs and Lung Emcn^−^ ECs clustered together; P1-P4 Emcn^−^ BMECs transcriptomes clustered together and far from both P0 Emcn^−^ and P0 Emcn^+^ BMECs (Fig. 7f).

### BMEC heterogeneity and identity are preserved in culture

An important question is whether BMECs in culture depart from their native, in vivo characteristics. To address this point, we compared the transcriptomes of fresh and cultured BMEC by single-cell RNA-seq (scRNA-seq) (scheme in Fig. 8a). First, we obtained single-cell transcriptomic data of 854 and 671 cells from two replicates, for a total of 1525 tdT^+^ cells, BMEC, freshly isolated from BM. The endothelial identity of cells marked by Tie2CreERT2 was substantiated by integrating our data with publicly available data on populations marked by perivascular cell-specific LepR-Cre and osteoblast specific Col2.3-Cre^35^ (Supplementary Fig. 7a, b). By clustering cells using PCA and a nearest neighbor approach (as in Seurat), we identified five clusters (clusters 0 to 4) (Fig. 8b). It is noteworthy that expression of *Emcn* clearly defined two populations within the fresh Tie2tdT^+^ cells: Emcn^+^ (clusters 1 and 3; *n* = 323 and 249) and Emcn^−^ (cluster 0; *n* = 615) (Fig. 8b). Expression of *Tek* (Tie2) was evident in clusters 0, 1, and 3 but was below detection in cluster 2, which showed expression of the perivascular marker *Lepr* (*n* = 284 cells), and in cluster 4, which exhibited expression of the hematopoietic marker *Ptprc* (CD45) (*n* = 54 cells; Fig. 8c).

**Fig. 8:**
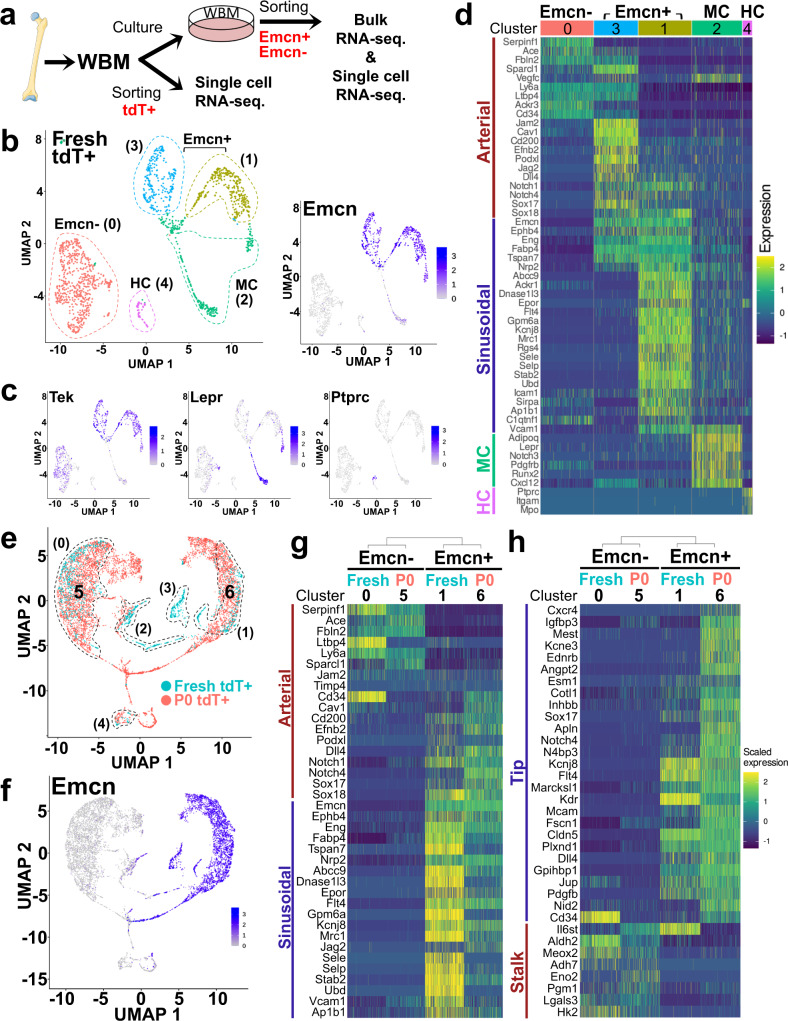
Native BMEC identity is preserved in ex vivo culture. **a** Scheme of experimental design for freshly isolated BM tdT^+^ and P0 WBM cultured cells. Parts of the figure (the femur) were drawn by using pictures from Servier Medical Art by Servier, licensed under a Creative Commons Attribution 3.0 Unported License. **b**, **c** UMAP plot of single-cell gene expression profile from fresh cells. Clusters ranging from 0 to 4 identified by PCA and nearest neighbors are displayed in **b** using different colors. **c** Level of expression, reported as z-scaled log2 counts per million (CPM), of *Emcn*, *Tek*, *Lepr*, and *Ptprc* are shown in blue for each cluster in the UMAP visualization. **d** Gene expression profile for the sinusoidal/arterial gene signature. The levels of expression are reported as z-scaled log2 counts per million (CPM). **e** Integrated UMAP plot of the single-cell gene expression profile of fresh sorted P0tdT^+^ (Emcn^+^ and Emcn^−^) (cyan) and cultured BMEC cells sorted at P0 (red). Numbers indicate clusters. **f** Level of *Emcn* expression, reported as z-scaled log2 counts per million (CPM), visualized in Integrated UMAP plot as in **e**. **g**, **h** Heatmaps of gene expression profiles in fresh and cultured BMECs using the arterial/sinusoidal signature (**g**) and the tip/stalk signature (**h**). Dendrograms above heatmaps show hierarchical clusters and the distance between the subpopulation’s transcriptomes. Results show differences between Emcn^−^ and Emcn^+^ and the linkage between freshly isolated and cultured cells of the respective groups. The levels of expression are reported as z-scaled log2 counts per million (CPM).

To define the cell types represented by each cluster, we visualized expression of gene signatures associated with arterial, sinusoidal, perivascular, and hematopoietic cells in a heatmap (Fig. 8d). Cluster 0 (Emcn^−^) highly expressed ~30% of the arterial markers represented in our compiled arterial/sinusoidal gene signature (Supplementary Table 5), such as *Serpinf1, Ace, Fbln2, Sparcl1, Ltbp4, Ly6a*, and *CD34* and did not express any of the sinusoidal associated genes (Fig. 8d). Thus, we are referring to cluster 0 as arterial-like. Cluster 1 (Emcn^+^) showed a 100% expression of the sinusoidal/venous markers presented in our signature, such as *Ephb4, Flt4, Stab2, Sele*, and others (Fig. 8d); we are referring to cluster 1 as a sinusoidal-like. Intriguingly, cluster 3 (also Emcn^+^) expressed ~30% of the sinusoidal markers and >80% of the arterial associated markers – exhibiting a mixed but predominant arterial-like signature (Fig. 8d); we are referring to cluster 3 as a “mixed” cluster. Distribution of representative arterial (*Ly6a, Cd34, Sparcl1, Ltbp4, Podxl*) and sinusoidal (*Flt4, Stab2, Sele, Dnase1l3, Ephb4*) markers among clusters is shown in Supplementary Fig. 7c, d. Cluster 2 and 4 were tdT^−^ cells, likely contaminating populations from the sorting procedure and exhibited signatures for perivascular cells and hematopoietic genes, respectively (Fig. 8d).

Next, we performed scRNA-seq of cultured tdT^+^ BMEC from P0 WBM culture (scheme in Fig. 8a). Following two weeks of WBM culture (P0), Emcn^+^ and Emcn^−^ were sorted and admixed together at 1:1 proportion, in duplicate. The mixed populations were subjected to scRNA-seq, from which we recovered 6476 cells in total (2883 and 3593 cells from each replicate). The cultured P0^tdT+^ population (Emcn^+^ plus Emcn^−^) was visualized in an integrated UMAP analysis together with fresh BM tdT^+^ cells, now defining 7 clusters (Fig. 8e). Data showed clustering of cultured P0^tdT+^ cells with fresh BM tdT^+^ (cluster 5 and 0; cluster 6 and 1). UMAP visualization of Emcn expression (Fig. 8f), indicated that fresh and cultured Emcn^−^ BMECs clustered together and fresh and cultured Emcn^+^ BMECs clustered together. Examination of arterial/sinusoidal signature gene expression from fresh and cultured tdT^+^ BMEC cells showed remarkably similar profiles (Fig. 8g). We also determined the expression of genes defining the tip/stalk signature (Fig. 8h). This approach further -discriminated the Emcn^+^ from Emcn^−^ BMECs. To correct for possible bias in the choice of gene subset, we identified the top 5 percentile of the most variable genes (Supplementary Fig. 8a). The dendrogram structure above heatmaps (Fig. 8g, h, and Supplementary Fig. 8a) shows the linkage between fresh and cultivated cells of the respective groups (Emcn^−^ and Emcn^+^) and the separation between Emcn^+^ and Emcn^−^. Interestingly, we noted that a few genes flipped expression during the in vivo to in vitro transition (such as *CD34*, *Ltbp4*, and *Il6st*), and that Emcn^+^ BMEC acquired a stronger “tip” signature and expression of some “arterial” genes, likely due to the pro-angiogenic conditions of the in vitro culture (Fig. 8g, h). Surprisingly, there was no cultured BMEC cluster overlapping with fresh cluster 3, Emcn^+^ “mixed” (Fig. 8e), suggesting that this population is lost in culture.

Gene Set Enrichment Analysis (GSEA) in Emcn^+^ and Emcn^−^ BMEC revealed enrichment of pathways aligned with their distinct cell functions. Emcn^+^ BMEC are enriched in gene ontology (GO) pathways associated with cell migration, wound healing, sprouting and Rho proteins signals (Supplementary Fig. 8b). Such pathways well describe their “tip” behavior and the associated genes include “tip” markers such as *Cxcr4*, *Angp2*, *Apln*, *Flt4*, *Delta* ligands and *Notch* receptors (see Supplementary Table 5), *E2F* genes and *Cdc42, Rac, Rap*, and *Rho* family members. Emcn^−^ BMECs are enriched in pathways associated with external incapsulating structure organization, extracellular matrix dissembling, cell adhesion and growth factors (Supplementary Fig. 8b) that concord with their ability to form cords in Matrigel and their “stalk” behavior. Such pathways include most members of the Adam family of disintegrins and of the Mmp family of matrix metallopeptidase; hyaluronan synthases and collagens; Tgfβ pathway, and Fgf family members, and arterial identity signature genes *Efnb2, Sparcl, Caveolin*, and *il6st* (see Supplementary Table 6).

## Discussion

Lack of robust methods to define ECs’ functions both in vivo and in vitro has limited the rigorous deployment of mouse models for mechanistic studies. Efforts to isolate and culture adult primary ECs from various organs by using immortalization strategies and genetic reprogramming^17,18^ have been constrained by the challenge of expanding ECs without losing their heterogeneity and their native, primary, characteristics. Here, we used a *Tie2-CreERT2;Rosa26-tdTomato* reporter mouse to isolate, profile, and cultivate primary ECs from different organs using an ex vivo cell culture strategy that preserves some key cell-to-cell interactions and conditions of their microenvironment in vivo and can harbor ECs with characteristics similar to primary cells in vivo.

In this study, we used BM as a paradigm. EC-specific Tie2 promoter-driven tdTomato expression was employed to track BMECs in a whole BM (WBM) cell culture system. This strategy allowed to demonstrate that primary BMECs can be cultured ex vivo without losing their heterogeneity and native molecular signatures. Notably, this approach enabled to culture sinusoidal and arterial BMECs and to map their functional properties, unveiling previously unrecognized features of these two populations (Summary in Fig. 9). WBM culture supports viability, proliferation, phenotype, and molecular profile of two BMEC populations that can be distinguished just by their distinct migratory behavior: one population forms 2D-networks and another forms cobblestone-like colonies. Expression of *Endomucin* (Emcn), a single transmembrane sialomucin expressed by capillaries and by venous but not arterial endothelium^22,23^ is detected only on BMECs forming 2D-networks. Immunophenotypic and transcriptomic analysis indicated that Emcn^+^ BMECs exhibit a sinusoidal-like profile whereas Emcn^−^ BMECs exhibit an arterial-like profile.

**Fig. 9:**
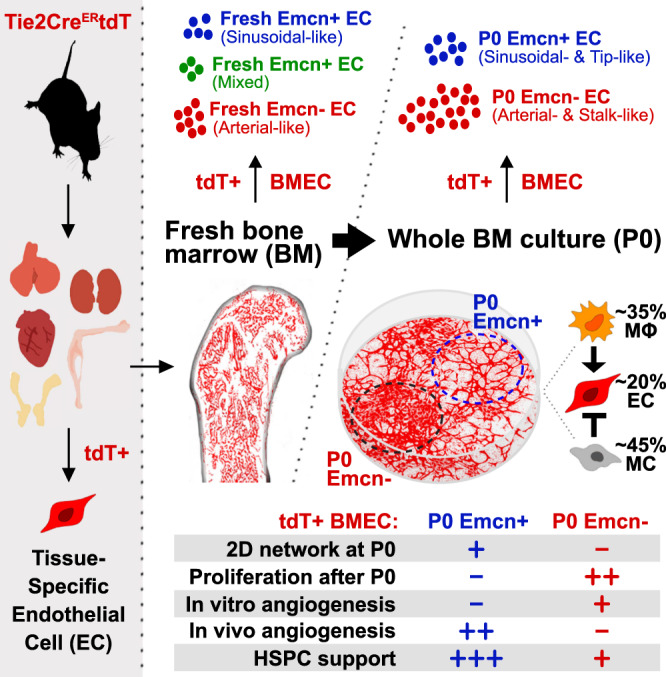
Summary of WBM ex vivo culture workflow and BMEC distinct characteristics. ECs can be isolated from all organs via their Tie2Cre-driven tdTomato expression. In vivo, three major BMEC populations can be identified in the BM by scRNA-seq transcriptomic profile: Emcn^+^ sinusoidal-like, Emcn^-^ arterial-like and Emcn^+^ with mixed sinusoidal/arterial-like signature, which are no longer observed in ex vivo culture. BMECs require interactions with WBM to maintain their heterogeneity and their native molecular signatures ex vivo. Macrophages (MΦ) promote maintenance of Emcn^+^ sinusoidal-like BMEC and expansion of all BMECs, whereas mesenchymal cells (MC) have an inhibitory effect. Endomucin expression distinguishes BMEC in Emcn^+^ and Emcn^−^ populations exhibiting distinct behaviors, as summarized in the table shown at the bottom of the figure.

We observed that Emcn^+^ BMECs show limited life span and proliferation activity, whereas Emcn^−^ BMECs exhibit high proliferative potential and expand beyond four passages in culture. It is intriguing that Emcn^+^ cells, which exhibit a high capacity for cell migration and organization in 2D, cannot engage in in vitro angiogenesis, whereas Emcn^−^ cells, which do not form networks in 2D, have instead a great ability to form cord-networks. Emcn overexpression has been shown to promote migration, proliferation, and cords formation in human retinal ECs^36^. Our discordant observations suggest that expression levels, tissue- and species-specificity are likely to influence the outcome of the studies. Interestingly, we observed that only Emcn^+^, but not Emcn^−^ BMECs, participate in neo-angiogenesis in vivo, by joining endogenous EC to form blood vessels. Collectively, this ex vivo culture system highlights some mutually exclusive properties of sinusoidal-like Emcn^+^ and arterial-like Emcn^−^ cells and indicates that the ability of BMECs to form 2D-networks and to engage in in vitro or in vivo angiogenesis are processes regulated by independent mechanisms.

A key feature of this culture system, associated with its ability to sustain BMECs diversity ex vivo, is the presence of BM macrophages. Collectively, our experiments demonstrate a critical impact of macrophages on BMECs expansion and on the preservation of Emcn^+^ BMECs. This positive impact of BM macrophages is not surprising, given their known role in vascular repair and regeneration^37^. Interestingly, it was unexpected that BM mesenchymal cells inhibited BMEC growth, given their positive role on HUVEC cultures^38^. Thus, our work shows the importance of macrophages in supporting BMEC longevity, most likely by secreted factors, and unveil a cell–cell mediated inhibitory effect of mesenchymal cells, providing a platform to address specific molecular mechanisms in the future.

In the BM, EC are a critical component of the hematopoietic stem cell (HSC) niche^6,33,39,40^. Attempts to recapitulate the interactions between BMECs and HSCs in vitro, particularly in mouse, have been challenged by the difficulty to isolate and maintain BMECs in vitro. This challenge has been partially circumvented by genetic manipulation approaches or by using EC from other organs^18,19^. To date, primary BM-derived arteriolar and sinusoidal BMECs have never been directly compared for ability to support hematopoiesis. Here, we compared side-by-side the ability of sinusoidal-like Emcn^+^ and arterial-like Emcn^−^ BMECs to support HSPCs by using coculture experiments. We found that Emcn^+^ ECs proved to be superior in supporting maintenance of immunophenotypic HSPC in vitro. Not surprising, this property was associated with higher expression of Notch ligands, known to promote HSC maintenance^41,42^.

A critical question in our studies was whether BMECs cultured ex vivo drift from their fresh counterpart losing their native identity. scRNA-seq analysis identified 3 major clusters in BMECs in vivo: (1) Emcn^−^ arterial-like ECs, (2) Emcn^+^ sinusoidal-like ECs, and (3) Emcn^+^ “mixed” ECs, which expressed both arterial and sinusoidal genes. Hierarchical clustering analysis shows the linkage between fresh and cultivated cells of the respective groups (Emcn^+^ and Emcn^−^), indicating a significant similarity in their in vivo and ex vivo transcriptome. Sinusoidal and arterial signatures are remarkably well conserved in Emcn^+^ and Emcn^−^ during ex vivo culture. Application of a “tip/stalk” signature, which characterizes the function of sprouting during vascular morphogenesis^43^, further defines Emcn^+^ cells as “tip-like” cells and Emcn^−^ cells as “stalk-like” cells, in both fresh and cultured cells. The observation of a “tip-stalk” signature in fresh cells from homeostatic vessel beds, which have no or little sprouting behavior, is intriguing. One speculation is that adult vessels at homeostasis maintain a baseline expression of a restricted group of “tip/stalk” genes – perhaps memory of a sprouting occurred – that can be poised to be induced to higher expression when a situation necessitating regeneration occurs. Despite their global transcriptomic similarity, in vivo and ex vivo BMEC are not identical. We observed that during ex vivo culture, the expression of sinusoidal and arterial markers became attenuated whereas the expression of “tip” and “stalk” markers became accentuated in Emcn^+^ and Emcn^−^ cells, respectively. This data suggests that a “tip” and “stalk” polarization of Emcn^+^ and Emcn^−^ BMEC occurs in culture, likely due to the angiogenic conditions of our ex vivo culture system that may artificially mimic a regenerative call.

Despite the lower representation of arterial-like Emcn^−^ ECs in fresh BM compared to sinusoidal-like Emcn^+^ ECs, and their limited proliferation in vivo, Emcn^−^ cells exhibit high proliferative potential in vitro, similarly to endothelial cell colony-forming units (ECFCs)^20,21,44,45^. It is possible that these cells, relative quiescent at steady state, can be activated during process of vessel regeneration in response to disease or injury and that the presence of angiogenic factors in culture triggers a similar proliferative/regenerative response in vitro. Interestingly, Emcn^−^ BMECs share similarity with the transcriptomic profile of an ECs population harvested from the melanoma tumor microenvironment, recently described by Khosrotehrani’s group^46,47^ and named as Endothelial Vascular Progenitors (EVP). This elegant study^46^ showed that these EVP can give rise to more differentiated endothelial cells and contribute to neo-angiogenesis in vivo. However, in our study, we did not find evidence of Emcn^−^ generating Emcn^+^ ECs or contributing to in vivo angiogenesis. How the in vitro attributes uncovered here for Emcn^−^ BMECs relate to their in vivo properties remains elusive. We anticipate that our platform will help to elucidate the nature of these cells in future studies.

Here, we have observed that expression of Endomucin discriminates distinctively, and more accurately than Sca-1 expression, BMEC with sinusoidal- or arterial-associated genes. However, our approach has also unveiled another type of Emcn^+^ population, which expresses both arterial and sinusoidal genes. This rare population is observed only in vivo but it is no longer observed in ex vivo culture. This Emcn^+^ “mixed” population, identified by scRNA-seq, exhibits a dual arterial/sinusoidal transcriptomic signature and may represent a transitional state from a common precursor or a potential ancestor of Emcn^+^ and Emcn^−^ population(s). Studies assessing the potential and functional characteristics of this subset, are warranted.

In conclusion, we have developed a robust ex vivo method allowing to culture and compare two major EC subtypes in the BM: arterial-like and sinusoidal-like endothelial cells. Prospectively, this approach provides a valuable and amenable platform to perform mechanistic studies of processes like sprouting, angiogenesis, cell plasticity, and cellular crosstalk, which can be paired with drug screening and in vivo studies. Ultimately, this model represents a simple and effective tool enabling the use of primary ECs to study tumor angiogenesis and vascular regeneration in different pathologies and conditions.

## Methods

### Animals

Animal experiments were performed in compliance with the ethical regulations of the City of Hope Institutional Animal Care and Use Committee (IACUC).

Experiments were conducted in 4-6 months-old Tie2‐CreERT2;Rosa26-tdTomato and Osx-Cre;Rosa26-tdTomato mice under the City of Hope IACUC 20023 approved protocol. We did not observe sex-associated differences in the isolation and characteristics of BM-derived EC. Thus, animals were used regardless of their sex.

### Mouse generation

This specific *Tie2-CreERT2* mouse strain was developed by Dr. Yi Zheng’s laboratory. It has been generated by using the DNA fragment containing intron sequence of *β-globulin* gene, Cre recombinase, mutated ligand binding domain of the estrogen receptor and SV40 polyA (klenow enzyme filled Stu I site- Xba I DNA fragment) excised from plasmid pCreER^T2^ and inserted into the EcoRV-Xba I site of plasmid pBSTie2-2. The resulting plasmid was called pTie2P-CreER^T2^. The Sal I fragment containing *Tie2* promoter and CreERT2 was excised from pTie2P-CreER^T2^ and cloned upstream into the SV40 polyA signal and the first intron sequence of pBSpolyATie2-10 to generate the transgenic construct. The final *Tie2-CreER*^*T2*^ transgene, comprising the *Tie2* promoter, *β-globulin* intron sequence, *CreER*^*T2*^ fusion gene, 2 polyadenylation signal (pA) fragments, and *Tie2* enhancer sequence was excised from the vector and used for C57BL/6 pronuclear micro-injection to generate the transgenic mouse line.

*Tie2‐CreERT2;Rosa26-tdTomato* mice were generated by crossbreeding *Tie2‐CreERT2* mice with *Rosa26‐tdTomato* mice (B6;129S6‐*Gt(ROSA)26Sor*^*tm9(CAG‐tdTomato)Hze*^/J; *Ai9* or *Ai9* (*RCL-tdT*); Jackson Laboratory stock number: 007905). 25 μg/g of Tamoxifen (Sigma, T5648) were injected into 2–7-week-old *Tie2‐CreERT2;Rosa26-tdTomato* mice once a day for 5 days.

*Osx-Cre;Rosa26-tdTomato* mice were used to obtain bona-fide *Osx-Cre*-mediated tdT^+^ MSC for bulk RNA-seq. *Osx-Cre* mice^48^ were obtained from Dr. Ernestina Schipani. *Osx‐Cre;Rosa26-tdTomato* mice were generated by crossbreeding *Osx‐Cre* mice with *Rosa26‐tdTomato* mice (as above, Jackson Laboratory stock number: 007905).

### Primary EC isolation and culture from tissues

Lungs, kidneys, hearts, spleens, livers, or SAT (subcutaneous adipose tissues) were harvested and washed with a copious amount of sterile ice-cold 1X PBS to remove the maximum amount of blood cells from the tissues. The washed tissues were minced using a scalpel blade or micro-dissection scissors in 60 mm sterile Petri plates under a sterile hood, incubated with a digestion buffer containing DMEM supplemented with 20 mM HEPES, 3 mg/mL collagenase I, BSA 1 mg/mL, and 0.1 mg/mL DNase I for 30 min at 37 °C with gentle agitation (0,24 g). The digested tissues were filtered via a 70 μm cell strainer. The supernatant was collected and centrifuged at 135 g for 5 min. Cell pellets were dissolved in Endothelial Cell Growth Medium-2 (EGM-2) BulletKit (Lonza, CC-3156 & CC-4176) including EBM-2 Basal medium, FBS 10 mL, Hydrocortisone 0.2 mL, hFGF-B 2 mL, VEGF 0.5 mL, R3-IGF-1 0.5 mL, Ascorbic Acid 0.5 mL, hEGF 0.5 mL, GA-1000 0.5 mL, Heparin 0.5 mL, and 1% Penicillin/Streptomycin. Cell suspensions were plated on collagen type I-coated (Corning) or 0.1% gelatin (Millipore)-coated culture dishes and cultured at 37 °C with 5% CO2 in an incubator (Panasonic). One mouse usually generates one 10 cm dish for lung, kidney, and heart, and one 6 cm dish for SAT. After 2 days, half (v/v) medium was added. On the day 4–5, half of cell suspension (v/v) was removed from the culture and replenished by fresh EGM-2 medium. Half (v/v) medium changes were performed every 2–3 days for approximately 2 weeks until confluent.

### Primary BMEC culture

Protocol to harvest fresh *tdTomato*^*+*^ ECs from mouse BM: Femurs and tibias isolated from *Tie2-CreERT2;Rosa26-tdTomato* mice were collected into sterile cold PBS with 2% FBS and gently crushed using a mortar and pestle. To avoid damaging the ECs, especially those ones localized just beneath the bones, crushing was performed briefly and very gently after reducing each bone into 2-3 pieces. Note that different strengths in crushing can lead to different results. Cell suspensions were then filtered into a 50 mL tube on ice using a 70 μm cell strainer and resuspended in 5 mL of EGM-2. The remaining crushed bone pieces were collected into a 15 mL tube and digested for 10 min in 1–2 mL/mouse bone digestion buffer (containing DMEM supplemented with 20 mM HEPES, 3 mg/mL collagenase I, BSA 1 mg/mL, and 0.1 mg/mL DNase I) at 37 °C and with gentle agitation (0,24 g). The rack in the shaking incubator was adjusted in a such way that the 15 mL tubes containing the crushed bones were positioned at a 45 degrees angle. After 10 min, the bone digested mixture was brought to a 10 mL volume in PBS containing 2% FBS, filtered with a 70 μm cell strainer and added to the cell suspension previously prepared into the 50 mL tube. A second digestion was repeated on the bone pieces in 1–2 mL of digestion media for 30 min at 37 °C with stronger agitation (0,42 g) and at a 45 degrees angle. The cells suspension derived from the bone digestion was washed again in PBS with 2% FBS and added to the previous 50 mL tube after filtration through the same 70 μm cell strainer on ice. The digested bone pieces were collected back into the mortar and further crushed in PBS with 2% FBS. This crushing was performed more vigorously to harvest all the hematopoietic cells from the bones. The supernatant was passed through the same 70 μm cell strainer and pooled into the same 50 mL tube, on ice. PBS with 2% FBS was added through the same cell strainer to fill the 50 mL tube up to 50 mL. The whole cell suspension was centrifuged at 135 g for 5 min and the cell pellet was resuspended in EGM-2 medium for counting.

On average, the number of BMECs (CD45^−^Ter119^−^tdT^+^ cells) was 1 × 10^4^ cells/mouse (range 8 × 10^3^−11 × 10^3^; Supplementary Table 1 and 2). On average, the number of BMEC sorted per mouse was 5598 (Supplementary Table 3).

WBM Culture: All cells obtained and pooled from crashed and digested bones (WBM cells), as described above, were resuspended in EGM-2 media, plated on collagen type I-coated (Corning), or 0.1% gelatin, (Millipore)-coated culture dishes at the density of 6–8 × 10^7^/10 cm dish, and cultured at 37 °C with 5% CO_2_ in an incubator (Panasonic). Usually one mouse (2 femurs and tibias) was necessary for one 10 cm dish. After 2 days, half (v/v) medium was added. On the day 4–5, half of cell suspension (v/v) was removed from the culture and replenished by fresh EGM-2 medium. Half (v/v) medium changes were performed every 2-3 days for approximately 2 weeks until confluent. At that point, the culture, consisting entirely of adherent cells, was gently trypsinized using 0.05% Trypsin/0.53 mM EDTA (Corning) and replated at a density of 1 × 10^6^/10 cm dish. Cultures were passaged every 1–2 weeks at confluency. All passages and sorted cells from P0 were cultured for 1–2 weeks until confluent with half medium changes every 2–3 days. Note that results may vary if a different endothelium medium is used.

Cultures of sorted BM tdTomato+ BMECs: tdTomato^+^ BMECs (T0^tdT+^) sorted from fresh BM were directly seeded at the density of ~5000 cells/well in 24-well-plates and cultured in EGM-2 medium at 37 °C with 5% CO_2_ in an incubator (Panasonic) by changing half (v/v) medium every 2–3 days for around 2 weeks until confluent.

Addition of supplementary HC/MΦ or MC into P0 WBM culture: CD11b^+^ cells were isolated from fresh BM using EasySep™ Mouse FITC Positive Selection Kit II (STEMCELL). In each well of 12-well-plates ~2 × 10^6^ or ~1 × 10^6^ WBM cells were supplemented with 4 × 10^6^ CD11b^+^ cells (equivalent to a final density 1/2 and 1/4, respectively). DAPI^−^CD45^−^tdTomato^−^ cells (MC) were sorted from a P0 culture at day 14 and ~1.5 × 10^5^ were added to ~2 × 10^6^ or ~1 × 10^6^ WBM cells (equivalent to density 1/2 and 1/4, respectively). Cells in suspension were removed at day 2 and 4 of culture, in such a way that only adherent CD11b^+^ cells were selected. Cultured cells were detached at day 14 for cell counting and FACS analysis. Following CD11b^+^ cell supplement, the number of MΦ in the WBM at day 14 was increased ~2-fold compared to standard WBC cultures, while the number of MC was enhanced ~4-fold. Wells at low density did not reach confluency. In experiments using a transwell, the same numbers of the isolated CD11b^+^ cells or MC were added to the transwell membranes posed over 12 well/plate wells seeded with WBM (as above) and cultured until day 14.

Addition of supplementary HC/MΦ into P1 WBM culture: CD11b^+^ cells were isolated as described above and plated at a density of 1 × 10^7^/well in 6-well-plates. Cells in suspension were removed on the next day while the adherent CD11b^+^ cells were combined with 1.8 × 10^5^, 4.5 × 10^4^, or 2.25 × 10^4^ adherent cells harvested from WBM P0 at day 14 (cell density 1, 1/4, and 1/8, respectively, as indicated in Fig. 5e, f) and cultured for 2 weeks (P1).

HSPC coculture: DAPI^−^CD45^−^tdTomato^+^Emcn^+^ and DAPI^−^CD45^−^tdTomato^+^Emcn^−^ cells sorted from day 14 P0 culture were seeded at a density of 5 × 10^4^/well in 12-well-plates for approximately 3 days (until confluence). LSK cells (~6000 cells) sorted from fresh BM of adult wild-type mice (2–5 months old) were added to the culture for 7 or 14 days in the absence or presence of SCF (50 ng/ml).

### Primary BM mesenchymal cell culture

Femurs and tibias isolated from *Osx-Cre;Rosa26-tdTomato* mice were collected into sterile cold PBS with 2% FBS and gently crushed using a mortar and pestle. Cell suspensions were then filtered into a 50 mL tube on ice using a 70 μm cell strainer while the crushed bone pieces were incubated at 37 °C for 40 min with gentle agitation (0,24 g) in 1–2 mL/mouse of bone digestion buffer containing DMEM supplemented with 20 mM HEPES, 3 mg/mL collagenase I, BSA 1 mg/mL, and 0.1 mg/mL DNase I. The cells suspension derived from the bone digestion was washed again in PBS with 2% FBS and added to the previous 50 mL tube after filtration through the same 70 μm cell strainer on ice. The digested bone pieces were collected back into the mortar and further crushed in PBS with 2% FBS. The supernatant was passed through the same 70 μm cell strainer and gathered into the same 50 mL tube on ice. The whole cell suspension was centrifuged at 135 g for 5 min and the cell pellet was dissolved in Mesencult medium (MesenCult™ Expansion Kit -Mouse; Stem Cell Technologies; #05513) and plated on collagen type I-coated (Corning) or 0.1% gelatin (Millipore)-coated culture dishes at the density of 6–8 × 10^7^/10 cm dish (usually 2 legs per mouse per 10 cm dish) and started to be cultured at 37 °C with 5% CO_2_ in an incubator (Panasonic). After 2 days, half (v/v) medium was added. On the day 4–5, half of cell suspension (v/v) was removed from the culture and replenished by fresh Mesencult medium. Half (v/v) medium changes were performed every 2-3 days for ~2 weeks until confluent. At that point, the culture, consisting entirely of adherent cells, was gently trypsinized using 0.05% Trypsin/0.53 mM EDTA (Corning) and DAPI^−^CD45^−^tdTomato^+^ cells were sorted by FACSAria Fusion (BD Biosciences).

### Flow cytometry and cell sorting

Fresh BMEC cells were harvested as described above. At day 14, P0 cultured cells were detached by Trypsin-EDTA (0.05% trypsin, 0.02% EDTA) for 5 min and further detached by pipetting. Cells were then suspended in PBS containing 2% FBS at 1 × 10^7^ cells/mL and stained for 30 min on ice with the following antibodies: APC-anti‐CD45 plus APC-anti-Ter119 (to eliminate hematopoietic and erythroid cells), and Alexa-488-anti-Emcn. DAPI^−^CD45^−^Ter119^−^tdTomato^+^ cells from fresh BM and the following populations from P0 cultured cells: DAPI^−^CD45^−^tdTomato^+^Emcn^+^, DAPI^−^CD45^−^tdTomato^+^Emcn^−^, DAPI^−^CD45^−^tdTomato^−^, and DAPI^−^CD45^+^tdTomato^−^ were sorted by FACSAria Fusion (BD Biosciences). Cell number yields of sorted fresh or cultured BMEC populations are summarized in Supplementary Tables 7 and 8. Complete characterization of BMECs was performed by using the following antibodies: CD45, Ter119, CD31, CD144, CD140a, CD105, Sca-1, Emcn, Flk-1, CD14, F4/80, and CD11b. Cells were acquired by LSRII (BD Biosciences) and analyzed with FlowJo. For LSK sorting, DAPI^−^Lin^−^Sca-1^+^cKit^+^ cells from lineage-depleted fresh BM cells using EasySep™ Mouse Hematopoietic Progenitor Cell Isolation Kit (STEMCELL) were sorted by FACSAria Fusion (BD Biosciences). 1 μL of each antibody was used per 1 × 10^7^ cells. Detailed information of antibodies is shown in Supplementary Table 9. Gating strategies are shown in Supplementary Fig. 9.

### Immunofluorescence staining

*Frozen sections*. Bones were isolated and immediately fixed overnight in cold 4% paraformaldehyde/PBS at 4 °C. The following day, bones were washed 3 times for 5 min with cold PBS and decalcified in cold 0.5 M EDTA (pH 7.4–7.6) at 4 °C for 24-48 h with gentle agitation. Subsequently, the decalcified bones were washed three times with cold PBS and cryoprotected in PBS containing 20% sucrose and 2% PVP at 4 °C for 24-48 h. Bones were then embedded in PBS containing 8% gelatin, 20% sucrose, and 2% PVP, incubated at RT for 30 min, and transferred to −80 °C for storage. Frozen bones were cut into sections with a thickness of 70–100 μm using a Leica CM3050-S cryostat and high profile cryotome blades. Frozen sections were dried at RT for 30 min, rehydrated with PBS at RT for 5 min, permeabilized by PBS containing 0.3% (v/v) Triton X-100 at RT for 20 min, incubated in the blocking solution made of PBS containing 10% goat or donkey serum, 5% BSA and 0.01% Triton X-100, at RT for 1 h. The slides were incubated with primary antibodies at 4 °C overnight, washed with PBS, and incubated with secondary antibodies at RT for 75 min. DAPI staining was performed at RT for 30 min after PBS washing. VECTASHIELD Antifade Mounting Medium (Vector Laboratories) was used for mounting. Images were captured by a confocal microscope LSM880 (Zeiss) and analyzed by a ZEN (Zeiss) software. For immunostaining, all primary antibodies for Emcn, CD31, Sma, VE-Cadherin, and Laminin were used at 1:100 dilution, and all secondary antibodies at 1:400 dilution. Detailed information of antibodies is shown in Supplementary Table 9.

### Time lapse microscopy and image analysis

A 3.5 cm culture dish for monitoring cell growth of P0 WBM culture was placed in the chamber of an inverted Axio Observer 7 microscope (Carl Zeiss) at 37 °C and 5% CO_2_. Tiled images with *z*-slices were acquired as 20 per tile every 45 min for 8 days (day 5–13 of P0 WBM culture). The acquired images were stitched and processes with orthogonal projections for maximum intensity using ZEN (Zeiss) software and included as Supplementary Movie 1–3.

### In vitro Matrigel tube (cord) formation assay and analysis

Each well of μ-Slide Angiogenesis (Ibidi) was coated with 10 μL of Growth factor-reduced Matrigel (Corning) on ice and placed in the humidified chamber at 37 °C for 1 h to be polymerized. Cells were counted, suspended in the EGM-2 medium at a concentration of 3 × 10^5^/mL, and carefully applied 50 μL into the Matrigel-coated well. The Lid-covered μ-Slide Angiogenesis was incubated at 37 °C and 5% CO_2_ for 24–48 h. Tiled images with z-slices were acquired as 20 per tile every 45 min, stitched, and processed with orthogonal projections for maximum intensity using ZEN (Zeiss) software and made as Supplementary Movie 3.

Original images obtained by time lapse microscopy for all observation times underwent contrast-limited adaptive histogram equalization, cropping of the growth boundary, and gaussian blurring. Next, images were converted to binary and skeletonized^49^ through a process of repeated erosion operations until prior to disconnection. This allowed kinematic analysis of endothelial cell cords/tube formation by quantification of changes in cellular connectivity. The network metric analyzed for quantification is the distribution of areas enclosed by fully connected network cycles (i.e., areas contained in loops of connectivity). Alterations in connectivity, due to either less formation of complete enclosures in the matrix, or thickening in the matrix connections), result in a smaller measure of enclosed area and expressed as arbitrary units. This metric is accessible using the pre-packaged contour detection functionality of the open-source software OpenCV.

### In vivo Matrigel plug assay

2 × 10^5^ BM ECs were mixed with 400–500 μL of Standard Matrigel (Corning) on ice. The EC-containing Matrigel was slowly injected subcutaneously into the right-shaved flank of the mouse, which was anesthetized with 5% of inhalant isoflurane and kept under 3% isoflurane anesthesia during all procedure. The left side flank of the same mouse was used for Matrigel injection without any cell as internal control. After 2 months, the Matrigel plugs were collected, trimmed by removing connective and adipose tissues surrounding the plugs, briefly washed by PBS, subjected to imaging, embedded into OCT compound, and stored at −80 °C for the preparation of frozen section.

### RNA extraction and qRT-PCR

Total RNAs were extracted using Trizol (Invitrogen) according to the manufacturer’s instructions. The RNAs were converted into cDNA using the iScript cDNA Synthesis Kit (Bio Rad). qRT-PCR was performed with FastStart Essential DNA Green Master (Roche) using Light Cycler 96 (Roche). Primer information is shown in Supplementary Table 10.

### Bulk RNA-seq and scRNA-seq

RNA-seq and scRNA-seq libraries were prepared as previously described^50^. For RNA-seq, total RNAs were extracted using the Trizol reagent. RNA integrity and quantity were determined by using the RNA screentape on a 4200 TapeStation system (Agilent). Samples with RNA integrity number above 7 were used for library construction. The RNA-seq libraries were generated with the KAPA RNA HyperPrep Kit (Roche, no. KK8581). Libraries were sequenced on an Illumina HiSeq X10 (for the 1^st^ batch of biological replica) and Illumina Hiseq2500 with Rapid mode (for the 2^nd^ and 3^th^ batch of biological replica). For scRNA-seq, DAPI^−^CD45^−^Ter119^−^tdTomato^+^ sorted cells from the fresh (without culture) bone marrows of two 4-month-old *Tie2-CreERT2;Rosa26-tdTomato* mice were loaded on the Chromium controller (10XGenomics) based on the number provided by the sorting equipment. Libraries were prepared using the Chromium Single Cell 3′ Reagent Kits (v3): Single Cell 3′ GEM, Library & Gel Bead Kit v3 (PN-1000075), Chromium Chip B Single Cell Kit (PN-1000073) and i7 Multiplex Kit (PN-120262) (10x Genomics) and following the Chromium Single Cell 3′ Reagent Kits (v3) User Guide (manual part no. CG000183 Rev A). Libraries were run on an Illumina HiSeq 2500 as 150-bp paired-end reads, at 20,000 read pairs per cell.

Bulk RNAseq analysis: To assess the quality of the sequencing libraries, the default parameters of the nf-core RNASeq pipeline, v1.4.2^51^were used. Briefly, trimmed reads were mapped to the GRCm38 reference using *STAR*^52^ and abundance of transcripts from the Ensembl annotation (v81) was estimated using Salmon^53^. Each library was subjected to extensive quality control, including estimation of library complexity, sequence quality, read length and depth, among other metrics detailed in the pipeline repository (https://nf-co.re/rnaseq). Pseudocounts were merged into a matrix of counts per million per gene for each sample using the tximport R package^54^. Heatmaps were drawn using the ComplexHeatmap package^55^ after transforming counts with the vst function from DESeq2^56^; the same transformation was used to visualize samples in PCA space. Differential expression was assessed using the default parameters of DESeq2. We called differentially expressed genes using merged counts with a Benjamini-Hochberg false discovery rate cutoff of 0.05 and absolute shrunken log2-fold change (LFC)  >  1.5 between P0 Emcn^−^ and each of the remaining samples. Shrunken LFC was obtained using the ashr adaptive shrinkage estimator implemented in DESeq2^57^.

Single-cell RNAseq analysis: Processing of the scRNAseq reads was performed using the 10XGenomics Cell Ranger pipeline (v5.0.0) and visualized in R with the Seurat package (v4.0.5)^58^. Briefly, FASTQ files were generated using cellranger mkfastq with default parameters and cellranger count was run using the reference genome and annotation supplied (mm10-2.1.0) for each sample, counting UMIs for each gene. The output for each sample was integrated using cellranger aggr with default options and imported into R using Seurat for further analysis. Data for perivascular (*Lepr*-expressing) and osteoblast (*Col1a1*-expressing) cells were downloaded from the Gene Expression Omnibus (GSE108891) and imported to R. We kept cells where mitochondrial transcripts were <20%, > 200 genes expressed, <5% ribosomal transcripts, and genes expressed > 3 cells. To control for batch effects across experiments and between laboratories, the top 2000 variable genes shared by all samples under consideration were identified using the SelectIntegrationFeatures function. Integration anchors were identified based on these genes using the FindIntegrationAnchors function, employing the log normalization method. Samples were then integrated using the IntegrateData function. Principal component analysis (PCA) and uniform manifold approximation and projection (UMAP) dimension reduction with the top 20 principal components were performed. A nearest-neighbor graph using the 20 dimensions of the PCA reduction was calculated using FindNeighbors, followed by clustering using FindClusters. Where fewer dimensions of the PCA were informative, as indicated by an “elbow” in a plot of standard deviation vs principal components, we adjusted the FindNeighbours function accordingly. We used the doHeatmap and FeaturePlot functions to visualize the results of the clustering procedure and z-scaled expression per cell. Marker genes for each cluster were identified by the FindAllMarkers function using the Wilcoxon rank sum test. Overrepresented KEGG pathways and GO biological process categories for the 100 markers with the greatest log2FC (FDR < 0.05) in each cluster were identified by enrichKEGG and enrichGO functions in the clusterProfiler package (v4.2)^59^. Cell cycles were classified with the cyclone function from the scran R package^60^ using the default parameters and the mouse gene pairs included in the package.

### Statistical analysis

Statistical analyses were performed using the Student’s *t* test, non-parametric Wilcoxon test and Peason *r* correlation using GraphPad software. Data is shown as mean ± SD. Symbols represent: *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Reporting Summary

## Data Availability

The raw data and processed scRNA-seq and bulk data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under the accession number GSE206977, which can be assessed with no restriction. The source data underlying Figs. 2b, 3d-f, 4a-c, 4e-f, 5c-g, 6c, 6e-f, 7d, 7g, and Supplementary Figs. 1a, 2e, 3a-b, 3d-f, 3h, 4a-c, 6a-d are in the Source Data file provided with this paper. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Integration of single-cell transcriptomes and biological function reveals distinct behavioral patterns in bone marrow endothelium
**Source:** Nat Commun. 2022 Nov 24;13:7235. doi: 10.1038/s41467-022-34425-z
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Fig. 1

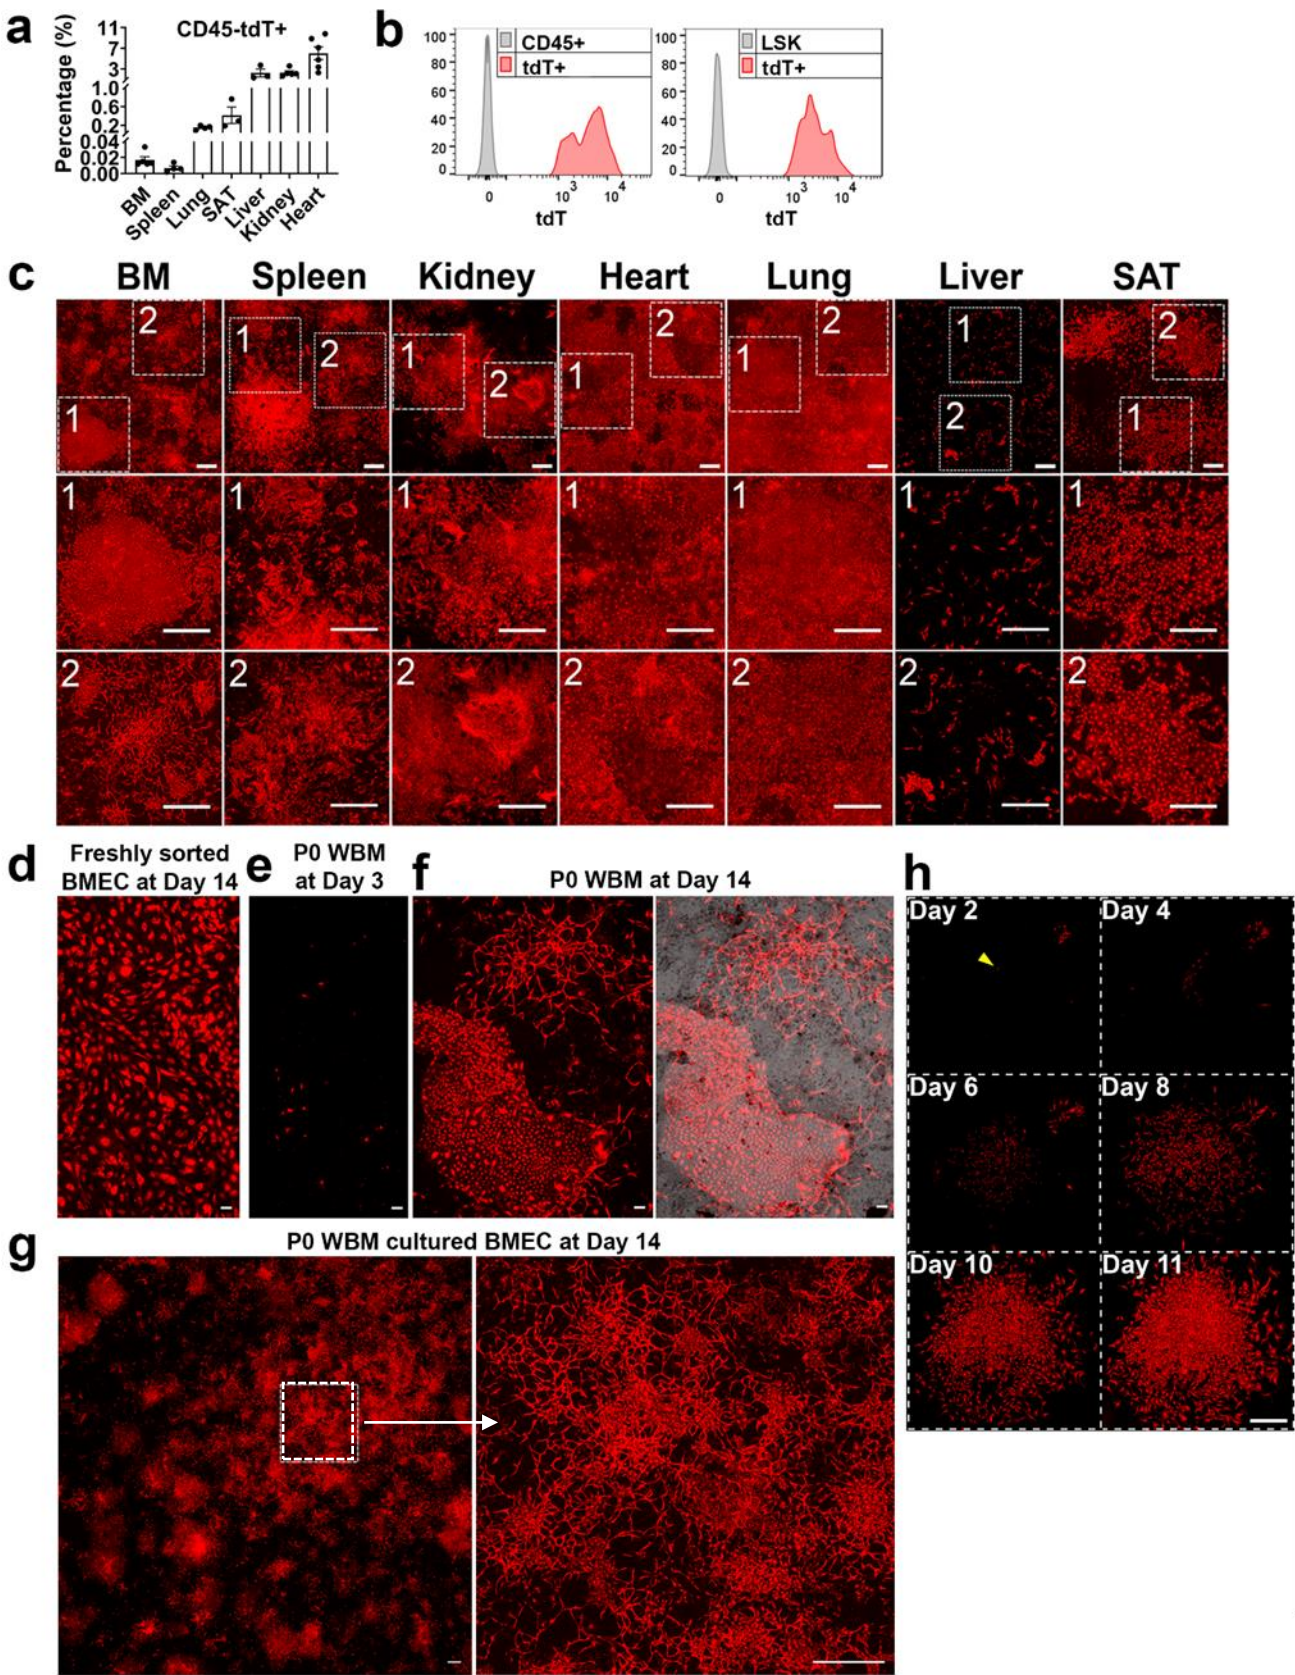

**Supplementary Fig. 1. Endothelial cell-specific tdT reporter expression in *Tie2-CreERT2;Rosa26-tdTomato* mice in fresh and cultured tissues.**

Analysis of 4-6-month-old *Tie2-CreERT2;Rosa26-tdTomato* mice induced with tamoxifen.

(a) Percentages of CD45<sup>+</sup>tdT<sup>+</sup> cells in fresh tissues (T0). Heart n=6; BM n=5; Kidney n=5; Spleen n=4; Lung n=4; SAT n=3, and Liver n=3. Data are presented as the mean  $\pm$  SEM. Source data are provided as a Source Data file.

(b) Since the transgenic *Tie2*-promoter could be activated in hematopoietic stem cells (HSC, CD45<sup>+</sup>) labeling its progenies, tdTomato<sup>+</sup> expression was determined in BM blood cells. BM CD45<sup>+</sup> cells were gated and their tdT reporter expression was compared to gated CD45<sup>+</sup>tdT<sup>+</sup> cells by flow cytometry (left histogram). BM LSK cells were gated and their tdT reporter expression was compared to gated CD45<sup>+</sup>tdT<sup>+</sup> cells by flow cytometry (right histogram). Gating strategy is summarized in Suppl. Fig. 9a. Representative of n=4 independent experiments. Note that, tdTomato expression is not detected in the CD45<sup>+</sup> population, and CD45<sup>+</sup> primitive progenitors LSK (Lin<sup>-</sup>Sca-1<sup>+</sup>c-Kit<sup>+</sup>) do not show presence of tdTomato<sup>+</sup> cells BM CD45<sup>+</sup> cells.

(c-h) Confocal microscopy. (c) Snapshot images of a large area (top) and two zoom-in images (white dashed square marked as 1 and 2) at day 12-14 of P0 culture of the indicated tissues. Scale bar, 1,000  $\mu$ m. Representative of n=2-3 independent experiments.

(d-f) Snapshot images show tdT fluorescence of: (d) freshly sorted CD45<sup>+</sup>Ter119<sup>+</sup>tdT<sup>+</sup> BMEC at day 14 of culture; (e) tdT<sup>+</sup> BMECs in P0 WBM culture at day 3; (f) tdT<sup>+</sup> BMECs in P0 WBM culture at day 14 (left panel). In the right panel, the same snapshot image merged the tdT fluorescence with bright field to show tdT<sup>+</sup> adherent cells filling empty areas surrounding tdT<sup>+</sup> BMECs. Scale bar, 100  $\mu$ m. Representative of n=5 independent experiments.

(g) Snapshot image of a large area (left) and zoom-in image (white dashed square projected in the right panel) at the day 14 of P0 WBM culture. Scale bar, 1,000  $\mu$ m. Representative of n=7 independent experiments.

(h) Snapshot images from time-lapse imaging of P0 WBM culture at low cell density focused on single cell and its evolution at day 2, 4, 6, 8, 10, and 11. Note that a single tdT<sup>+</sup> cell shows a clonal expansion. Scale bar, 1,000  $\mu$ m. Representative of n=3 independent experiments.

Supplementary Fig. 2

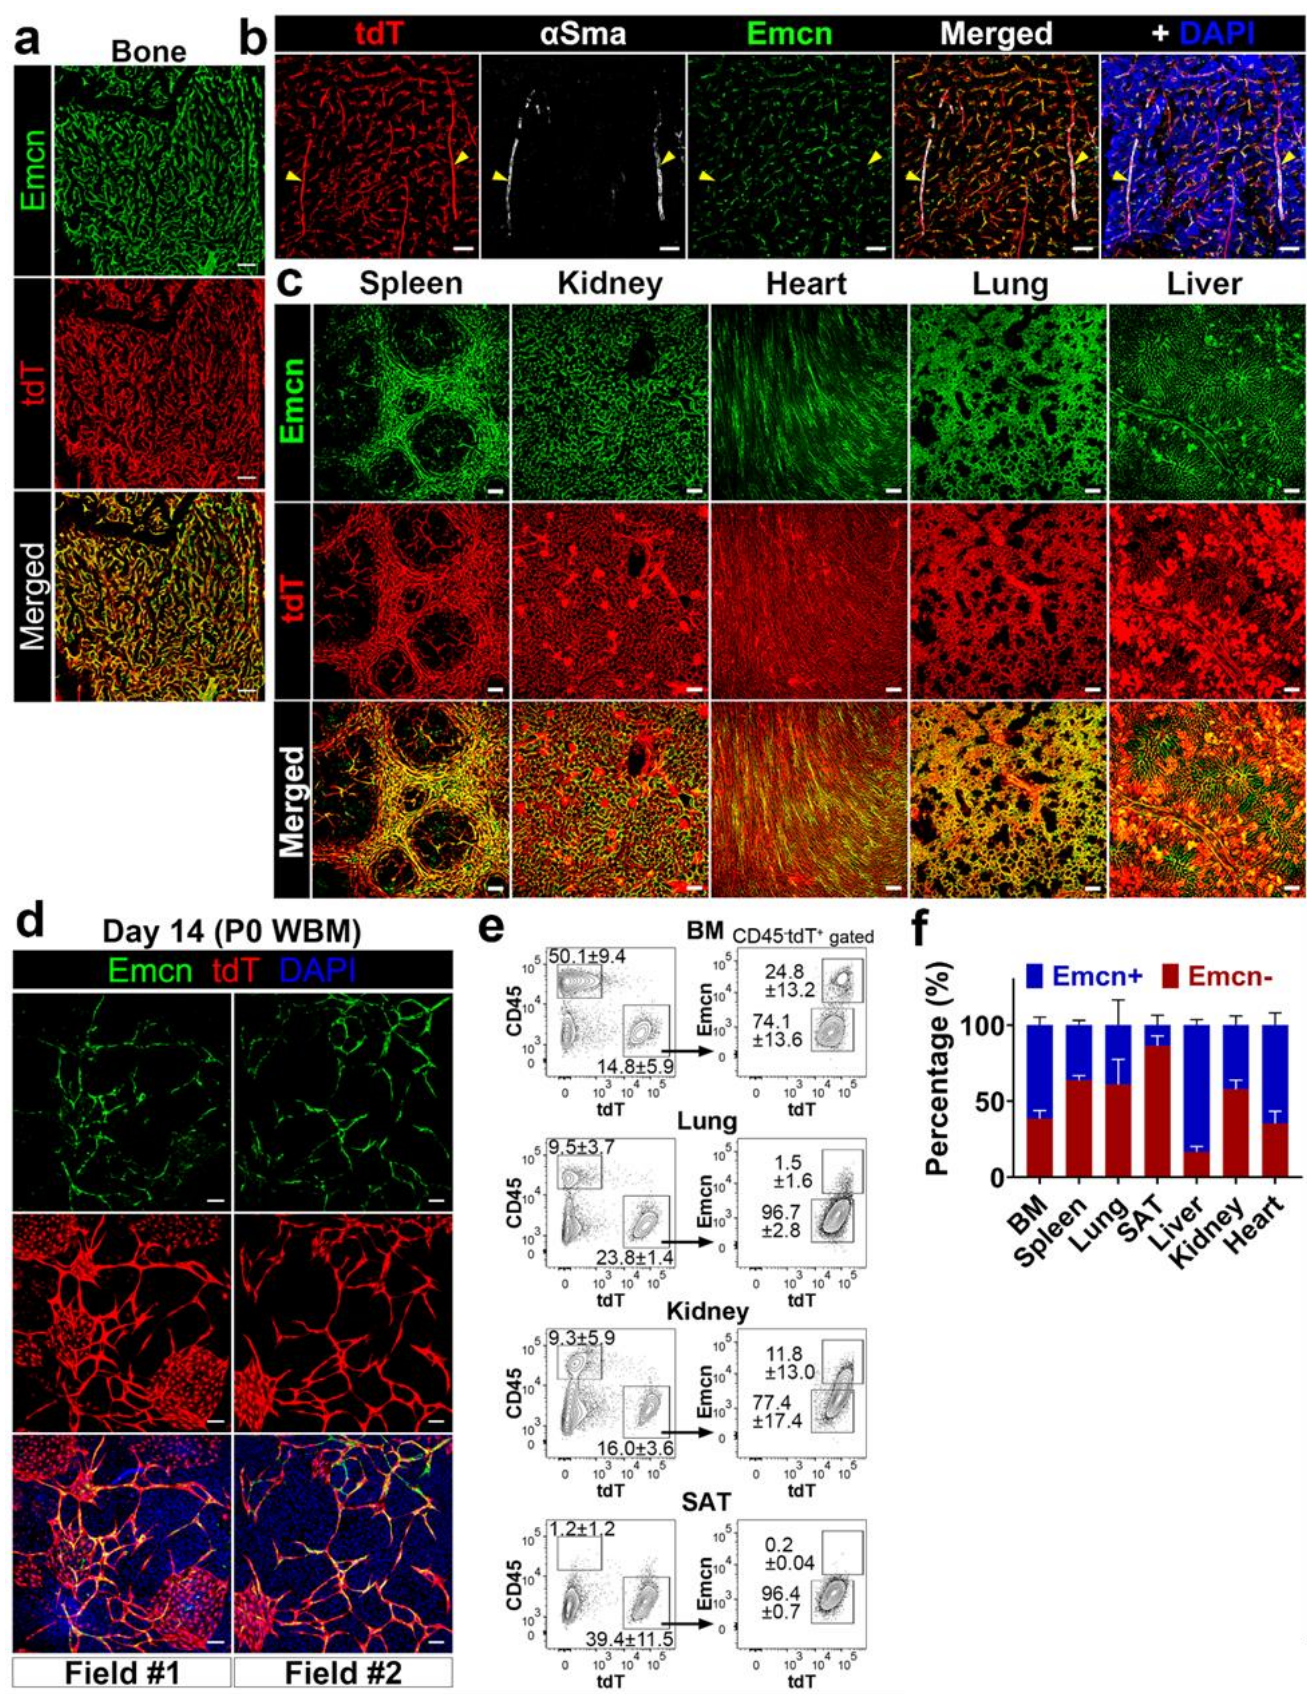

**Supplementary Fig. 2. Differential expression of *Emcn* in vitro and in vivo.**

(a-c) Confocal images detecting *Emcn* (in green) and  $\alpha$ Sma (in white) staining, and tdT reporter expression (in red): (a-b) in bone (scale bar, 200  $\mu$ m (a); 100  $\mu$ m (b)); (c) in the indicated tissues (scale bar, 100  $\mu$ m) from 5-month-old *Tie2-CreERT2;Rosa26-tdTomato* mice. Representative of n=2 independent experiments.

(d) Network-forming BMECs express *Emcn*. Immunostaining for *Emcn* (in green) on tdT<sup>+</sup> BMECs in P0 WBM cultures at day 14. Confocal images show two fields in two independent cultures. Scale bar, 100  $\mu$ m. Representative of n=5 experiments.

(e) Dot plots (left column) show distribution of tdT<sup>+</sup>, *Emcn*<sup>+</sup> and *Emcn*<sup>-</sup> populations at the day 12-14 of P0 culture of the indicated tissue. *Emcn* expression on the gated tdT<sup>+</sup> ECs at day 12-14 of two independent P0 culture of the indicated tissue (n=2-3). Source data are provided as a Source Data file. Note the positive association between frequency of macrophages (which at day 14 represent the entirety of the CD45<sup>+</sup>tdT<sup>-</sup> population) and frequency of CD45<sup>+</sup>tdT<sup>+</sup>*Emcn*<sup>+</sup> ECs in the various tissues (highest in the BM and lowest in SAT).

(f) Percentages of *Emcn*<sup>+</sup> and *Emcn*<sup>-</sup> cells in the CD45<sup>+</sup>tdT<sup>+</sup> population at day 0 of the indicated tissue. BM n=3, Spleen n=2, Liver n=2, Kidney n=2, and Heart n=2; Lung n=2 and SAT n=2. Data are presented as the mean  $\pm$  SEM.

Supplementary Fig. 3

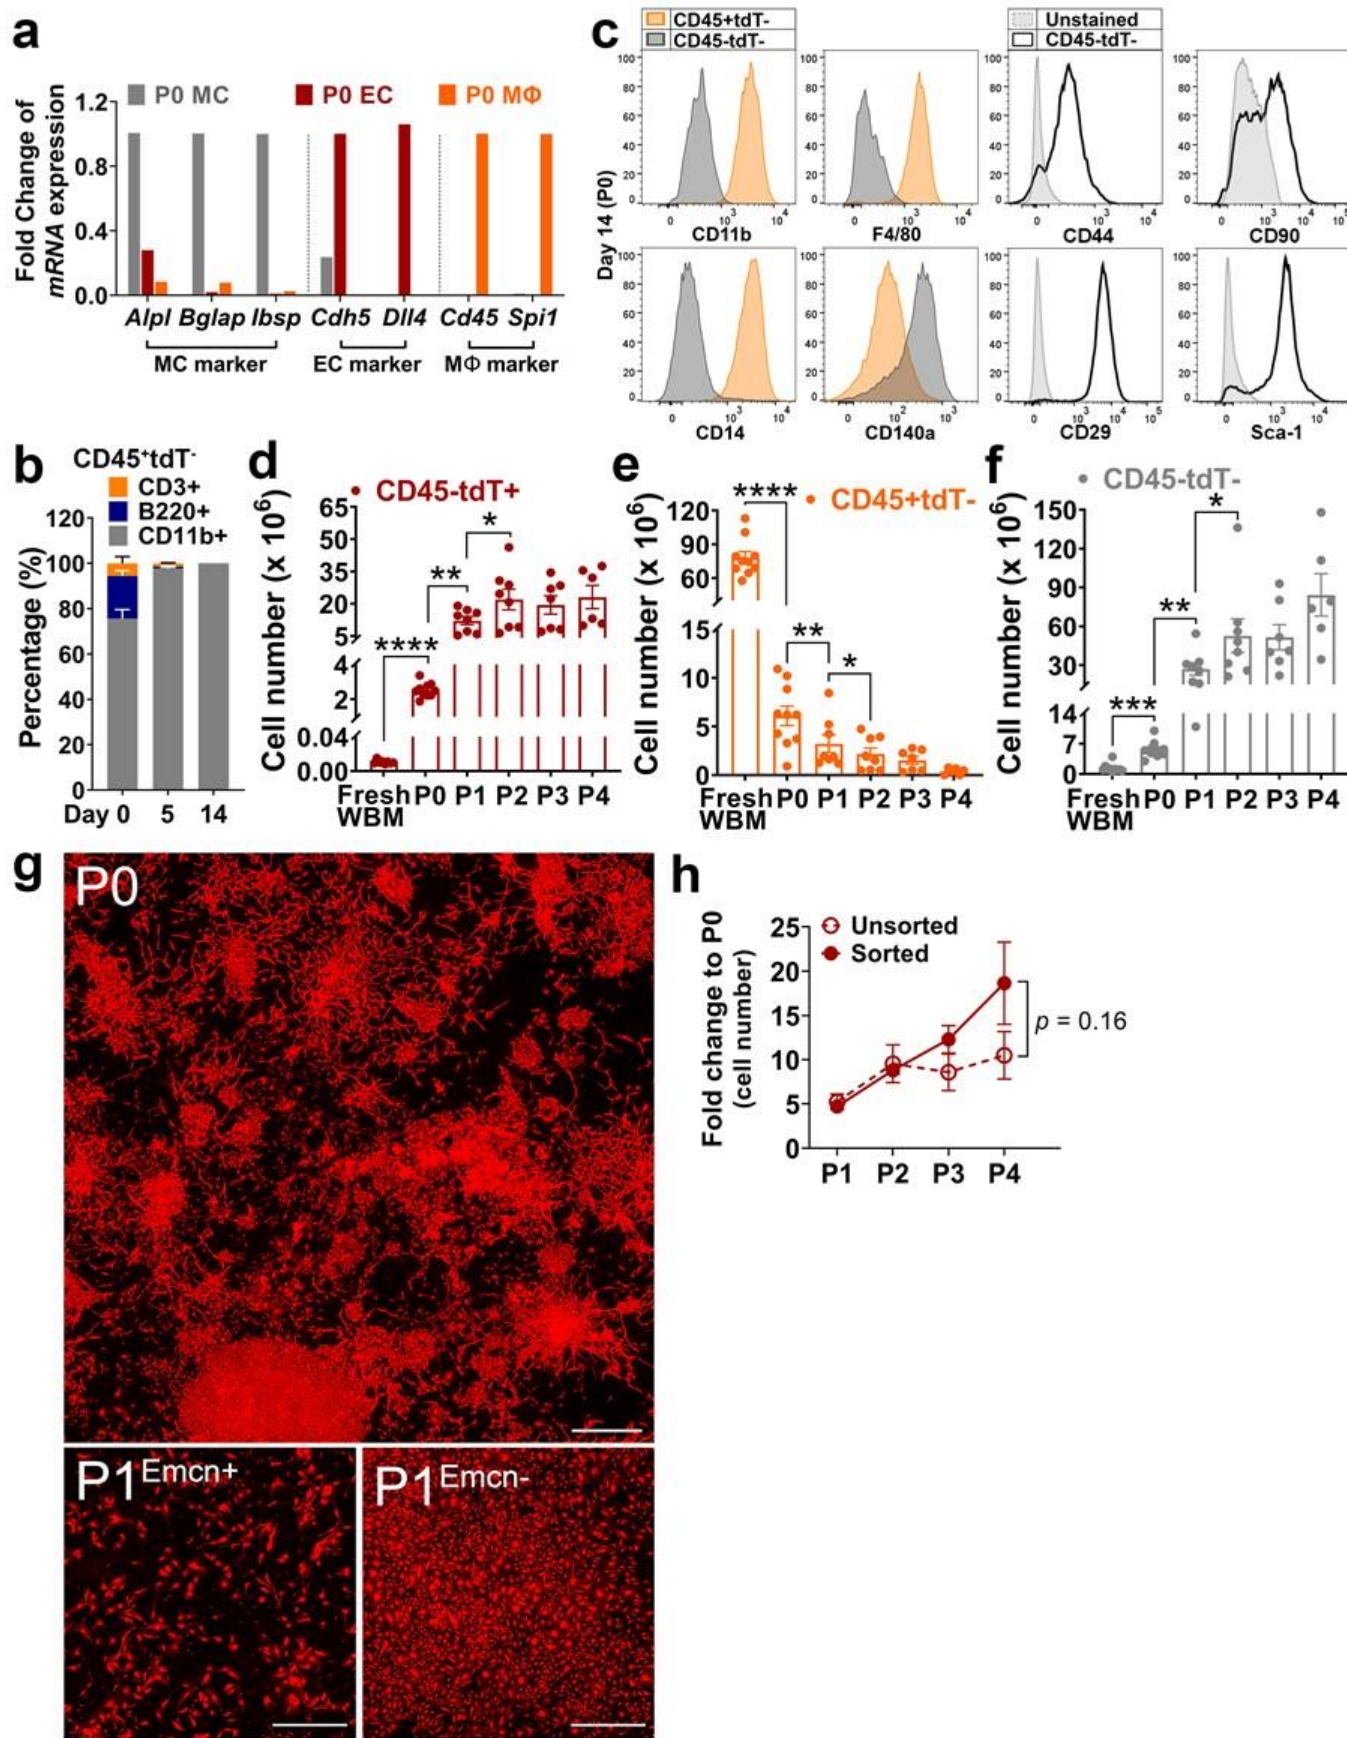

**Supplementary Fig. 3. P0 WBM BMECs grow in the presence of MΦ and MC.**

(a) P0 WBM cultures were harvested and the following populations: CD45<sup>+</sup>tdT<sup>-</sup> (MC), CD45<sup>+</sup>tdT<sup>+</sup> (EC), and CD45<sup>+</sup>tdT<sup>-</sup> hematopoietic cells (MΦ), were sorted at day 14 for analysis of the indicated cell maker gene expression by qRT-PCR; n=1 (from 5 pooled mice). Source data are provided as a Source Data file.

(b) Relative percentages of CD11b<sup>+</sup> (gray), B220<sup>+</sup> (blue), and CD3<sup>+</sup> (orange) cells evaluated by flow cytometric analyses in total CD45<sup>+</sup> cells at: day 0, day 5 in WBM floating cells, and day 14 in WBM adherent cells. Day 0 n=4; Day 14 n=4; Day 5 n=2. Data are presented as the mean ± SEM. Source data are provided as a Source Data file.

(c) Expression of myeloid markers CD11b and CD14, macrophage marker F4/80 and mesenchymal marker CD140a on gated CD45<sup>+</sup>tdT<sup>-</sup> cells (orange) and CD45<sup>+</sup>tdT<sup>+</sup> cells (gray) at day14 of P0 WBM culture (Left panels). Additional analysis (Right panels) of expression of mesenchymal markers CD44, CD90, CD29, and Sca-1 on gated CD45<sup>+</sup>tdT<sup>-</sup> cells (black solid line) compared to unstained controls (gray). Representative of n=4 independent experiments.

(d-f) P0 WBM cultures were harvested and serially passaged up to 4 times (P4). At each passage, the absolute numbers of (d) CD45<sup>+</sup>tdT<sup>+</sup> (red), (e) CD45<sup>+</sup>tdT<sup>-</sup> (orange), and (f) CD45<sup>+</sup>tdT<sup>-</sup> (gray), populations were evaluated by flow cytometry and cell counting. CD45<sup>+</sup>tdT<sup>+</sup> Fresh WBM n=8; CD45<sup>+</sup>tdT<sup>+</sup> P0 n=10; CD45<sup>+</sup>tdT<sup>+</sup> P1-2 n=8; CD45<sup>+</sup>tdT<sup>+</sup> P3 n=7. // CD45<sup>+</sup>tdT<sup>-</sup> Fresh WBM n=10; CD45<sup>+</sup>tdT<sup>-</sup> P0 n=10; CD45<sup>+</sup>tdT<sup>-</sup> P1-2 n=8; CD45<sup>+</sup>tdT<sup>-</sup> P3 n=7; CD45<sup>+</sup>tdT<sup>-</sup> P4 n=6. // CD45<sup>+</sup>tdT<sup>-</sup> Fresh WBM n=10; CD45<sup>+</sup>tdT<sup>-</sup> P0 n=10; CD45<sup>+</sup>tdT<sup>-</sup> P1-2 n=8; CD45<sup>+</sup>tdT<sup>-</sup> P3 n=7; CD45<sup>+</sup>tdT<sup>+</sup> P4 n=6. Data are presented as the mean ± SEM. Statistics for all comparisons shown were determined using paired t-test, two-sided. (d) Fresh WBM vs. P0,  $p < 0.0001$ ; P0 vs. P1,  $p = 0.0015$ ; P1 vs. P2,  $p = 0.0158$ ; (e) Fresh WBM vs. P0,  $p < 0.0001$ ; P0 vs. P1,  $p = 0.0029$ ; P1 vs. P2,  $p = 0.0471$ ; (f) Fresh WBM vs. P0,  $p = 0.0005$ ; P0 vs. P1,  $p = 0.0013$ ; P1 vs. P2,  $p = 0.0180$ . \* $p < 0.05$ ; \*\* $p < 0.01$ ; \*\*\* $p < 0.001$ . Source data are provided as a Source Data file.

(g) Snapshot image of P0 WBM culture at day 14 (top), and images of the derived P1 cultures of sorted Emcn<sup>+</sup> (bottom left) and Emcn<sup>-</sup> (bottom right) at day 7. Scale bar, 1,000 μm. Representative of n=4 experiments. Note the lack of 2D-networks in P1<sup>Emcn+</sup> culture.

(h) Line graph shows fold change of the Emcn<sup>-</sup> cell numbers at the end of each passage compared to the input cell number at P0 in two conditions: sorted cell cultures (P1<sup>Emcn-</sup> to P4<sup>Emcn-</sup>) vs. unsorted WBM cultures (P1 to P4). Unsorted P1 and P2 n=8 (each group), Sorted P1, P2, and P3 n=8 (each group); Unsorted P3 n=7; Unsorted P4 and Sorted P4 n=6 (each). Data are presented as the mean ± SEM. Source data are provided as a Source Data file.

Supplementary Fig. 4

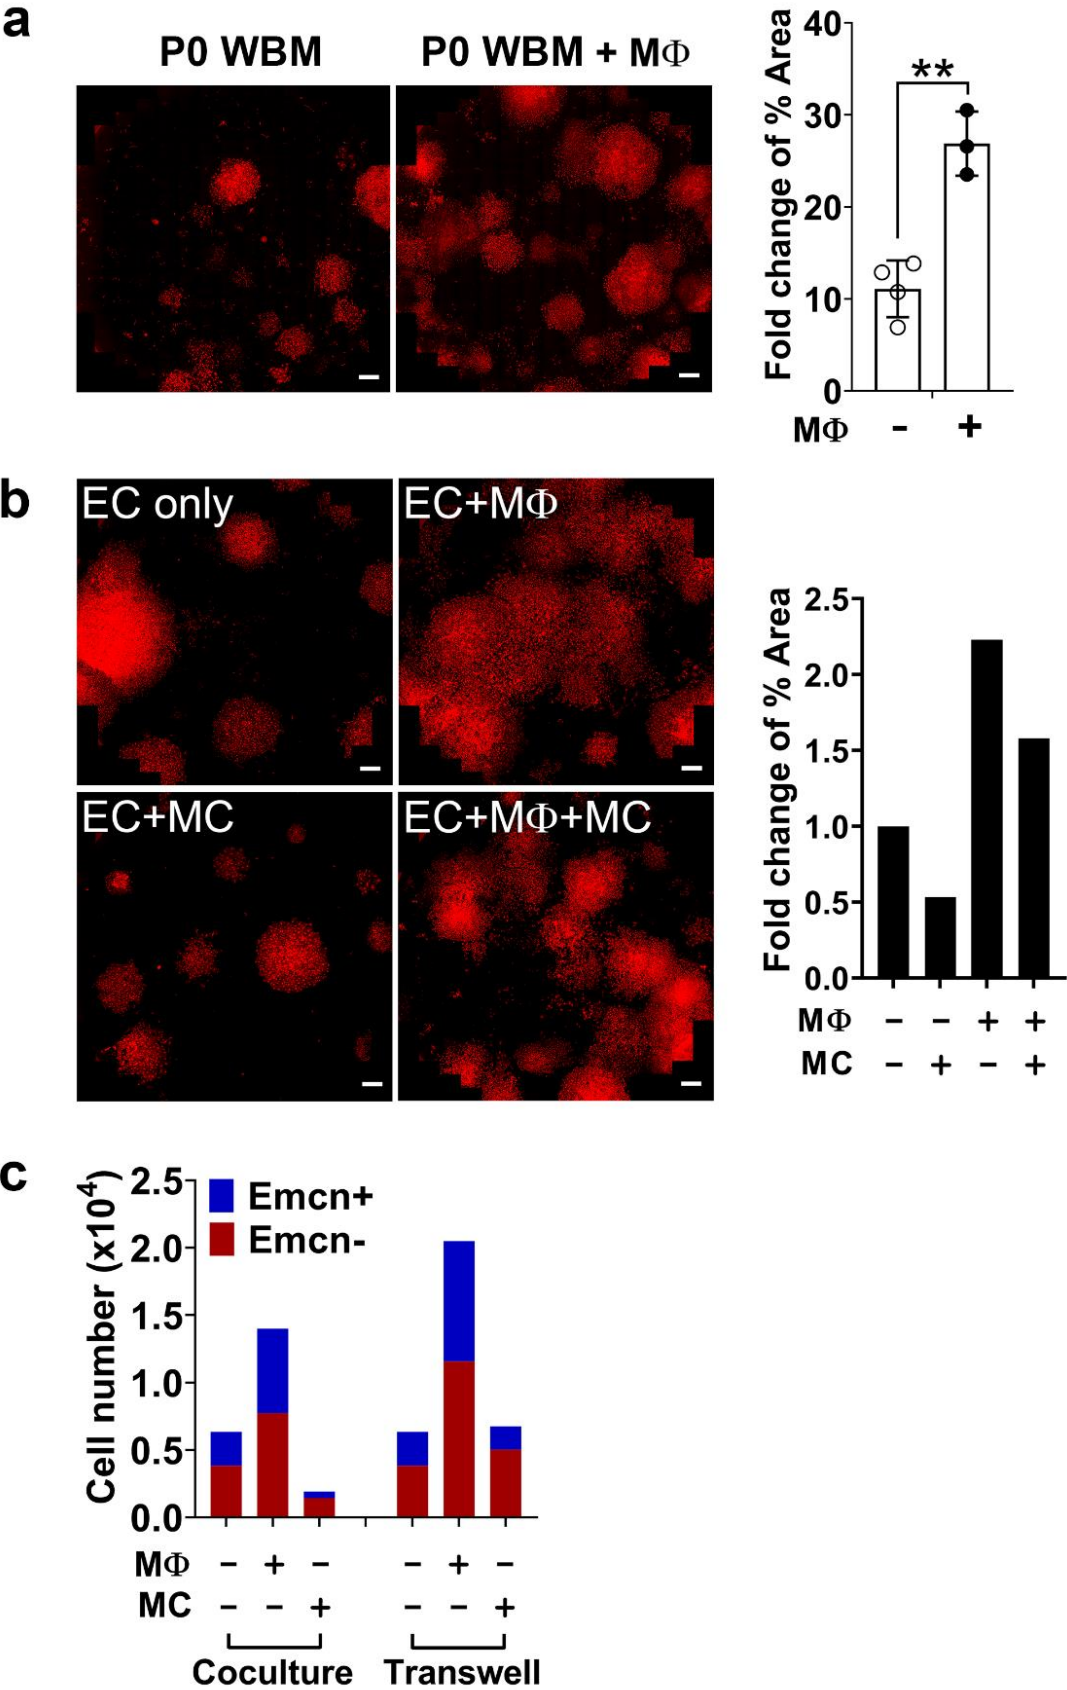

**Supplementary Fig. 4. Macrophages and mesenchymal cells affect BMEC growth in opposite ways in ex vivo culture.**

(a) Snapshot images at day 14 culture showing tdT<sup>+</sup> BMECs in P0 WBM cultures that were supplemented with MΦ compared to control. Scale bar, 2,000 μm. Representative of n=3-4 independent experiments. On the right, the bar graph shows quantification of tdTomato fluorescence (BMEC) in each condition by ImageJ. Values indicate fold change in percentage of area covered by BMEC over the entire area of the well. P0 WBM n=4; P0 WBM + MΦ n=3. Statistics were determined using two-sided paired T test.  $p = 0.0014$ . Source data are provided as a Source Data file.

(b) CD45<sup>+</sup>tdT<sup>+</sup> (BMEC), CD45<sup>+</sup>tdT<sup>-</sup> (HC/MΦ), and CD45<sup>+</sup>tdT<sup>-</sup> (MC) populations were sorted from fresh BM and mixed in different combination maintaining the same relative ratio observed in BM in vivo (BMEC):(HC/MΦ):(MC) = 1:4,000:5,300. Admixed populations were cultured in the same conditions as WBM for 17 days. On the left, snapshot images of cultures at day 17 show BMEC growth in the different combinations; top left: sorted BMEC alone (control); bottom left: BMEC+MC; top right: BMEC+HC/MΦ; bottom right: BMEC+MC+HC/MΦ. Each square is the image of an entire well. Scale bar, 2,000 μm. On the right, the bar graph shows quantification of tdTomato fluorescence (BMEC) in each condition by ImageJ. Values indicate fold change in percentage of area covered by BMEC over the entire area of the well. n=1 supporting 8 independent experiments in Fig. 5a-d. Source data are provided as a Source Data file.

(c) Total cell number of Emcn<sup>+</sup> and Emcn<sup>-</sup> cells of P0 WBM culture with or without additional HC/MΦ or MC by coculture (left) or transwell (right) system. Representative of n=3 independent experiments.

Supplementary Fig. 5

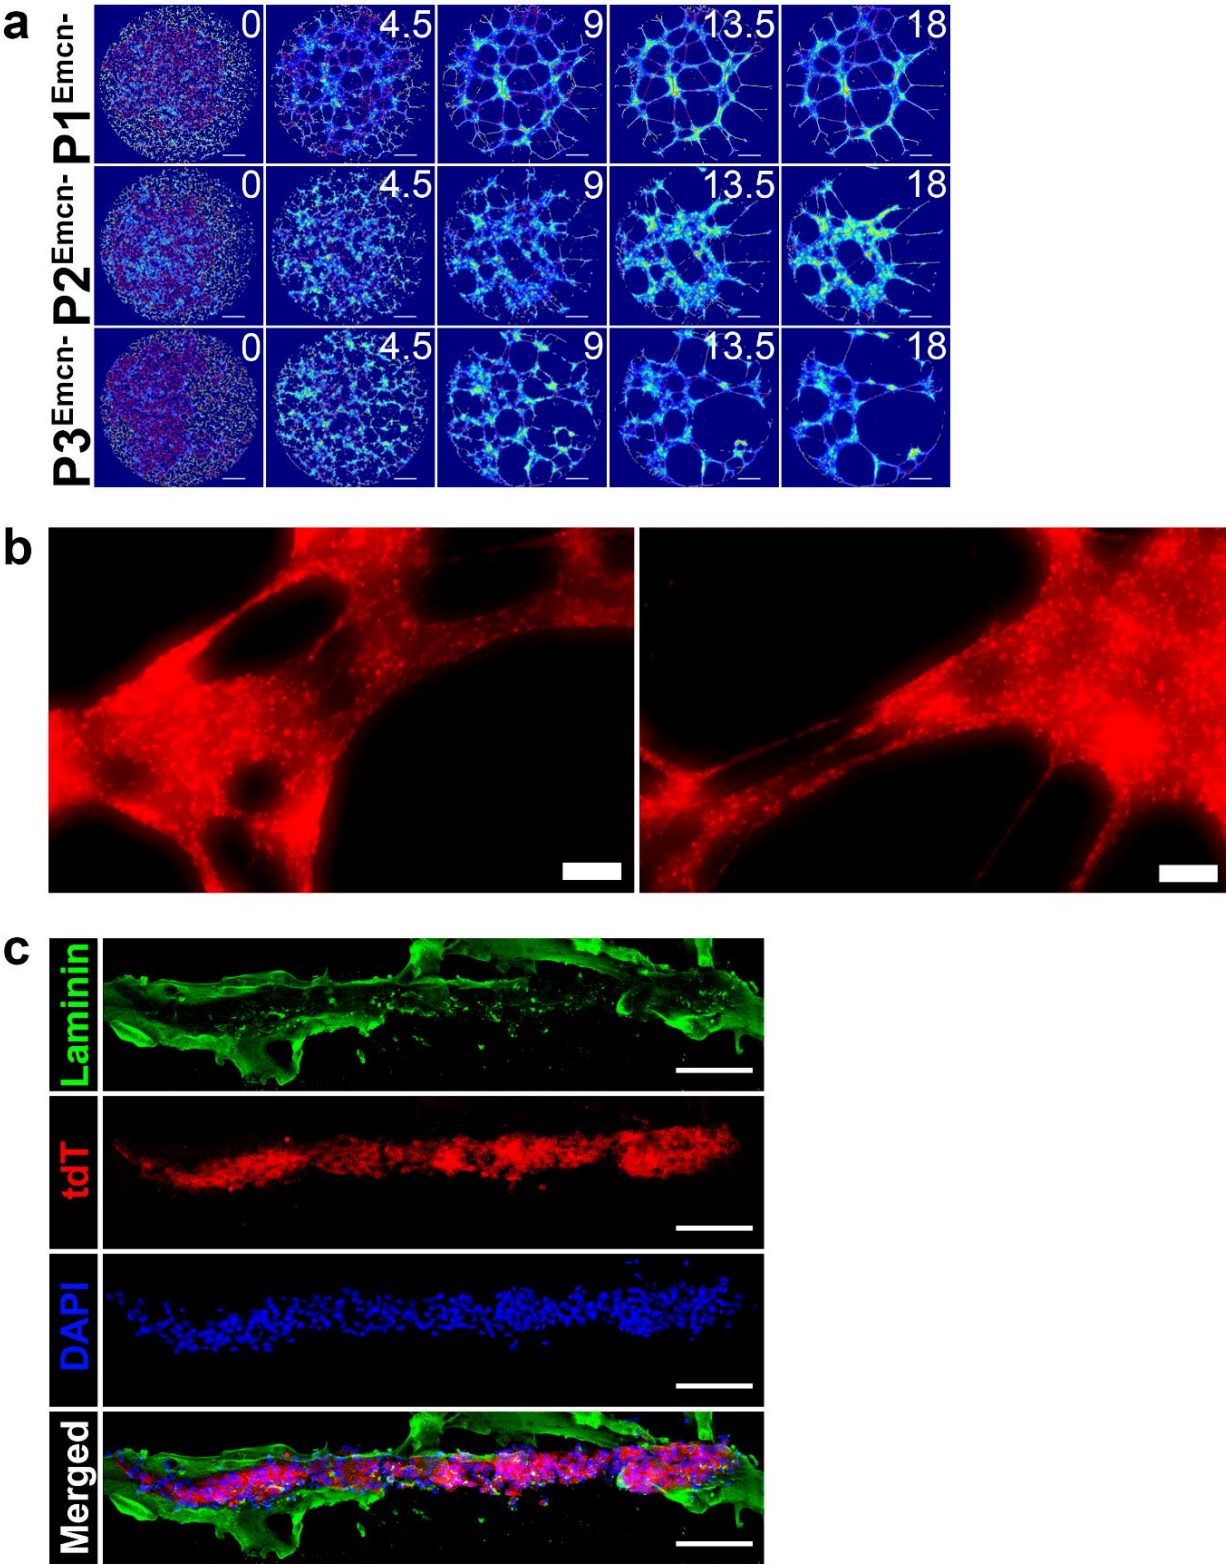

**Supplementary Fig. 5. Kinetics of cord-network formation by *Emcn*<sup>-</sup> BMECs after P0 culture.**

(a) Skeletonized images from time lapse microscopy of Matrigel tube formation by *Emcn*<sup>-</sup> cells from P1, P2, and P3 cultures (grown as sorted cells) at the indicated time-points during 18 hours from seeding. Original images for all observation times underwent contrast-limited adaptive histogram equalization, cropping of the growth boundary, and gaussian blurring. Following this, images were converted to binary and skeletonized and used for quantification. Representative of n=12 experiments.

(b) Snapshot images with high magnification of Matrigel tube formation assay using P0 *Emcn*<sup>-</sup> cells at 20 hours after plating. Scale bar, 200  $\mu$ m. Representative of n>20 independent experiments.

(c) Immunostaining of coronally sectioned structures formed on the Matrigel using P0 *Emcn*<sup>-</sup> cells with antibody for Laminin  $\beta$ -1. Scale bar, 100  $\mu$ m. Representative of n=8 independent images. Note the absence of lumen. We refer to these structures as “cords”. These types of structures are commonly referred in literature as “tubes” even in the absence of lumen in recognition of cells’ ability to engage in the morphogenesis process within the limitations of current angiogenesis assays.

Supplementary Fig. 6

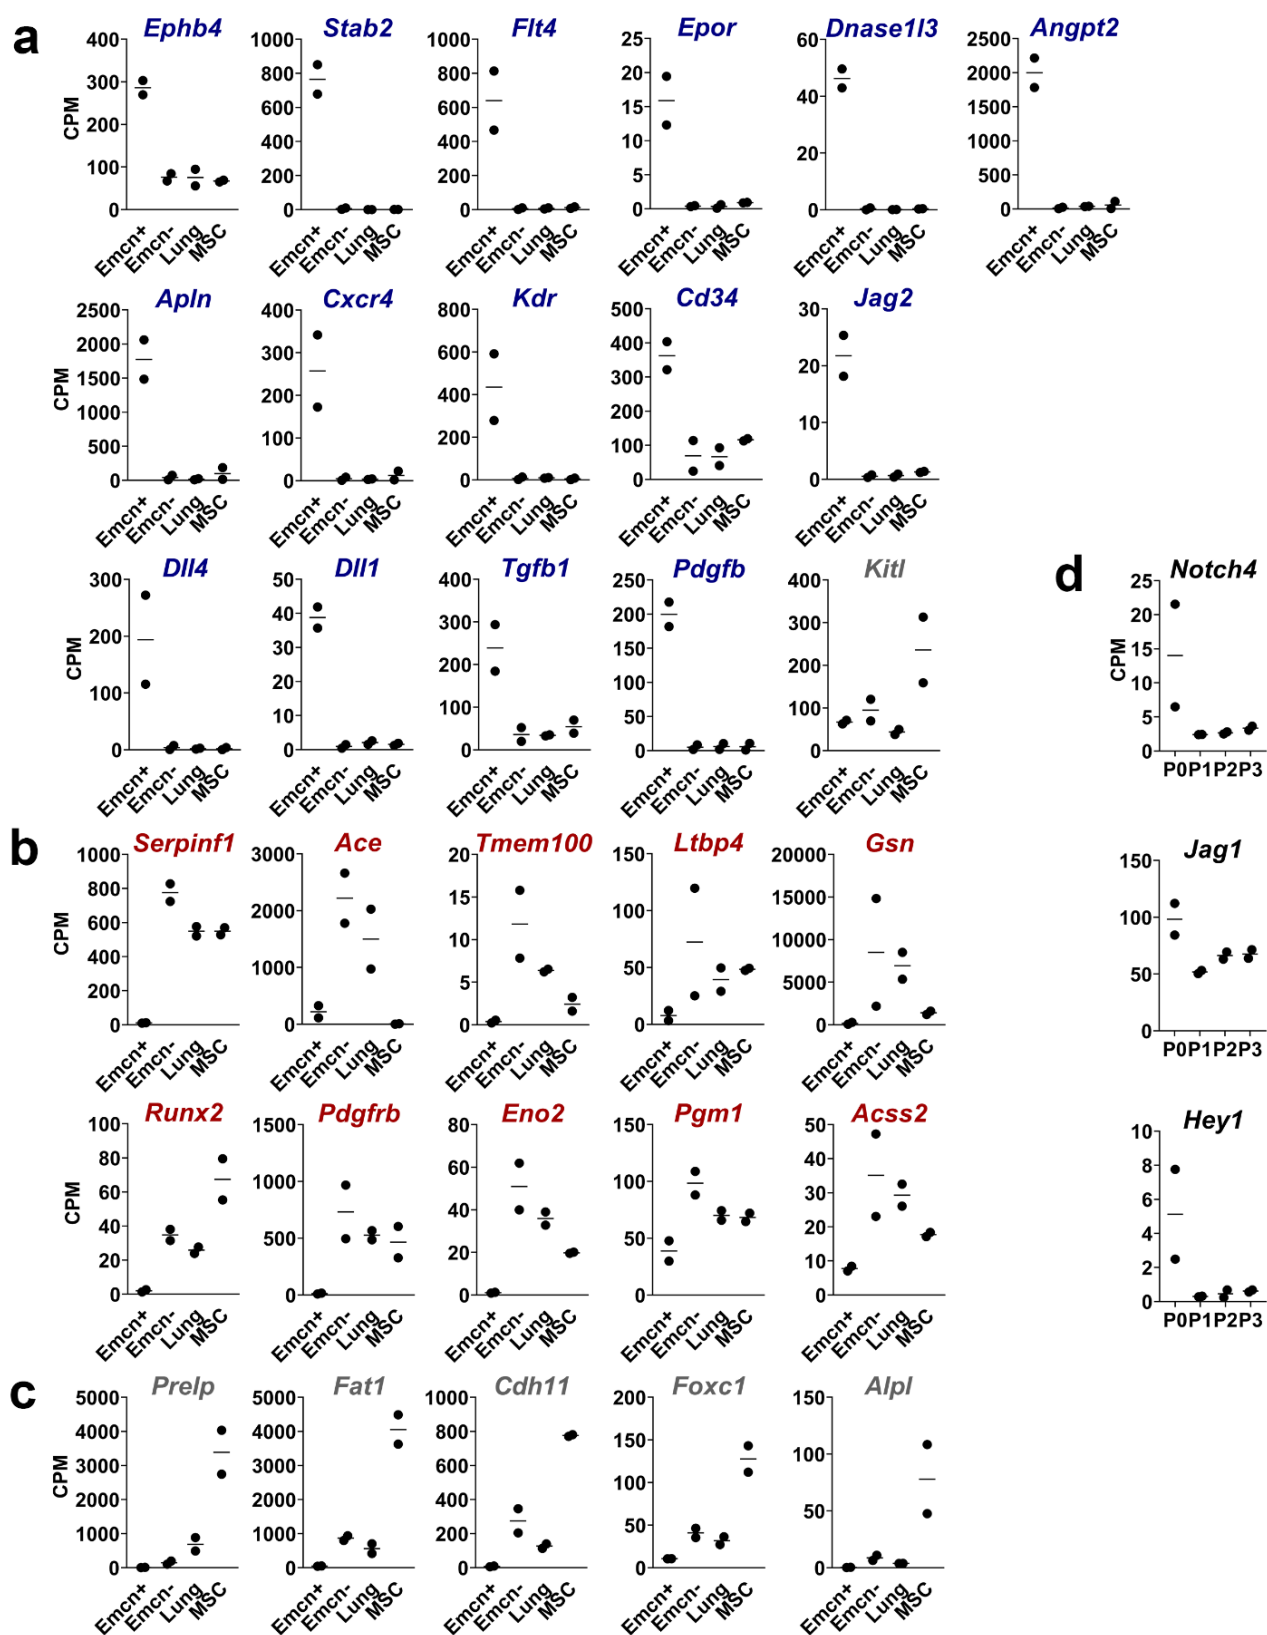

**Supplementary Fig. 6. Representative differentially expressed genes in *Emcn*<sup>+</sup> and *Emcn*<sup>-</sup> BMECs, lung ECs, and MSC at P0 culture.**

(a-c) Bulk-RNA-seq of sorted populations at day 14 of culture: *Emcn*<sup>+</sup> and *Emcn*<sup>-</sup> BMEC from P0 WBM; *Emcn*<sup>-</sup> EC from lung; MSC from BM and MSC (*Osx*-Cre-derived tdT<sup>+</sup> MSC; see methods). Cluster Graphs show expressions across these four populations of some of the genes highly expressed in: (a) sinusoidal EC; (b) arterial EC; and (c) MSC; expression is indicated in count per million (CPM). Source data are provided as a Source Data file.

(d) Cluster Graphs show expression of Notch pathways genes in *Emcn*<sup>-</sup> BMECs across passages; expression is indicated in CPM. Source data are provided as a Source Data file.

Supplementary Fig. 7

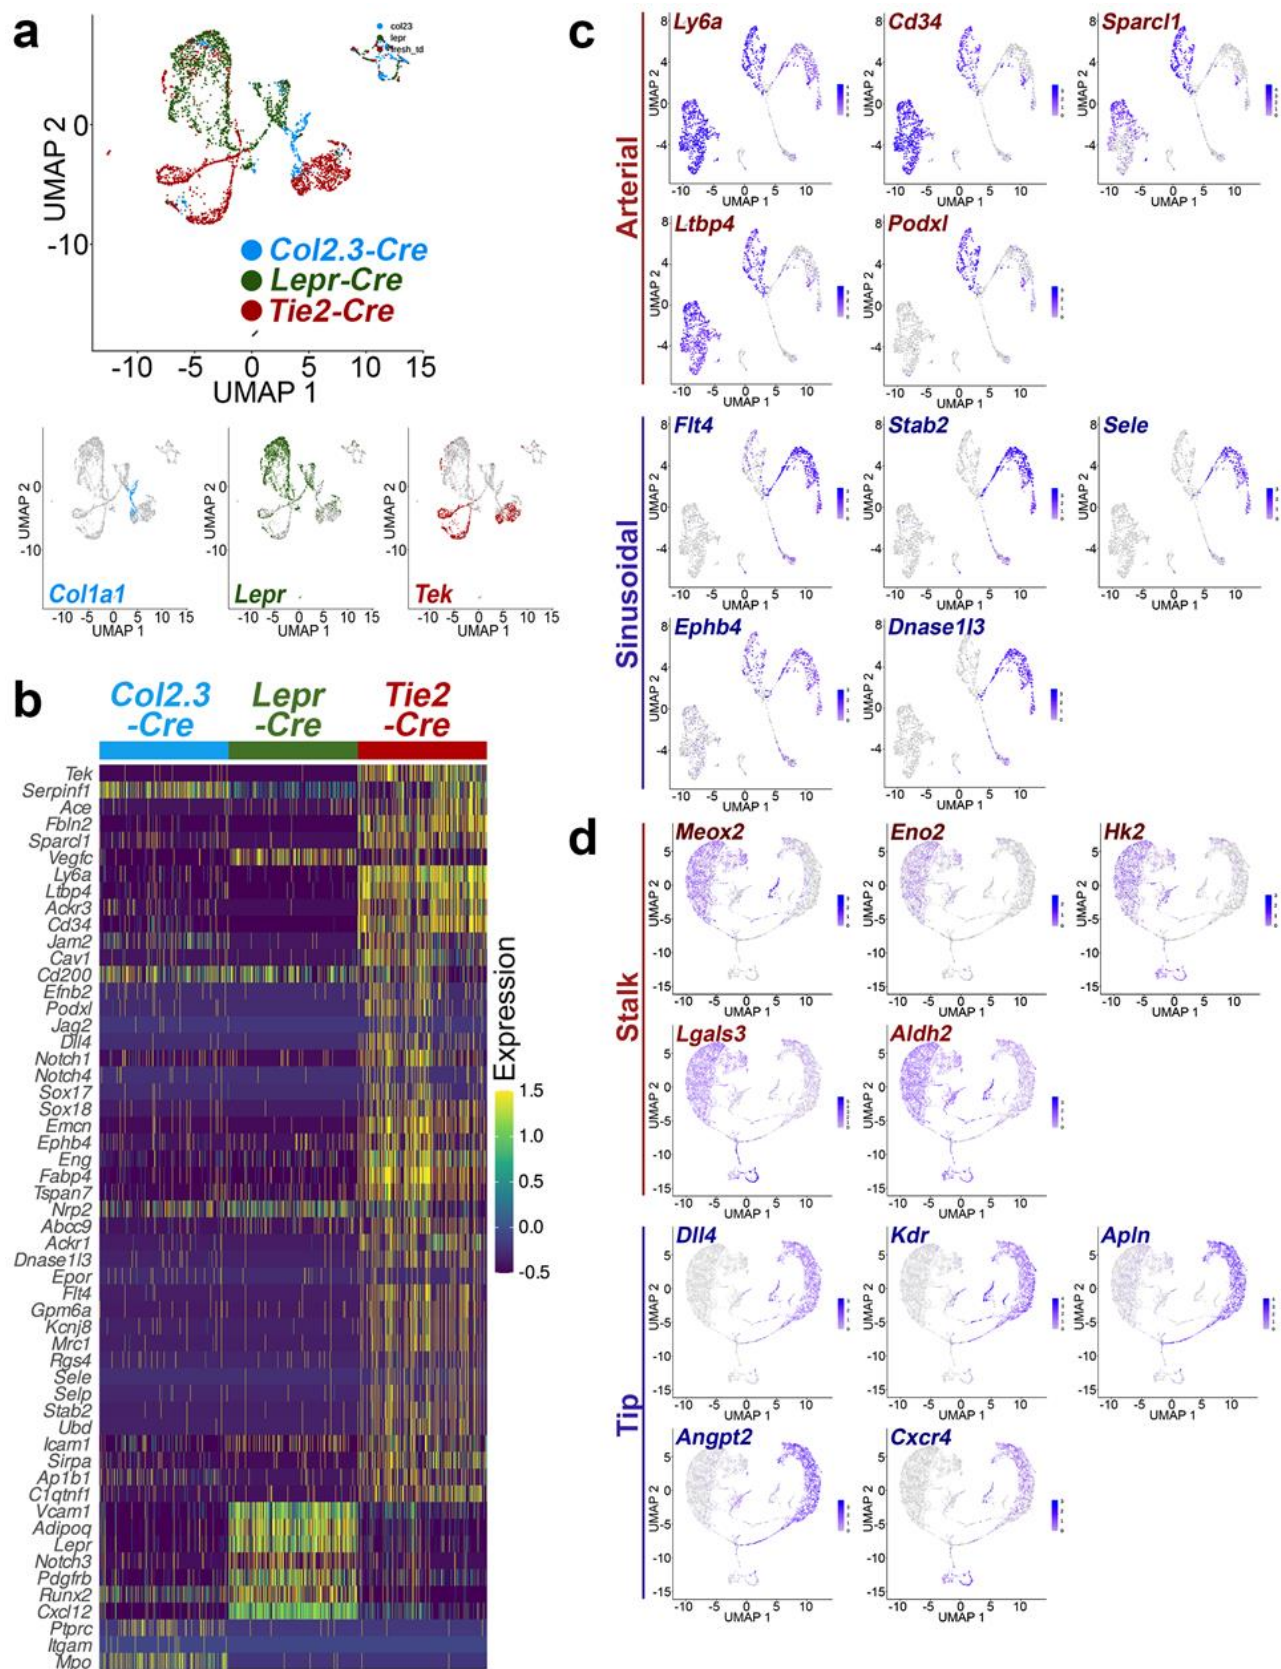

**Supplementary Fig. 7. scRNA-seq analysis in fresh and cultured BMEC.**

(a) UMAP plots of single-cell gene expression profile from fresh Tie2Cre tdT<sup>+</sup> cells sorted from BM and integrated with publicly available datasets from sorted BM LeprCre tdT<sup>+</sup> and Col2.3Cre tdT<sup>+</sup> cells, as reported by Tikhonova and coworkers. Simultaneous (top) and single (bottom) visualizations of Tie2Cre, LeprCre, and Col2.3Cre populations.

(b) Gene expression analysis of endothelial, perivascular, and hematopoietic genes in endothelial Tie2Cre tdT<sup>+</sup>, perivascular LepRCre tdT<sup>+</sup>, and osteoblastic-specific Col2.3CretdT<sup>+</sup> cells. Clustering of cells using PCA and a nearest neighbor approach showed three separate populations. Moreover, gene expression of the endothelial signature was evident in Tie2Cre cells, while the perivascular signature was expressed by Lepr-Cre cells.

(c) UMAP plots of gene expression of arterial/sinusoidal signature genes in fresh sorted BMEC (Tie2Cre tdT<sup>+</sup> cells).

(d) UMAP plots of gene expression of tip/stalk signature genes in cultured WBM BMEC (Tie2Cre tdT<sup>+</sup> cells) sorted at P0. Note that the right cluster is identified by *Endomucin* expression (Fig. 8f).

Supplementary Fig. 8

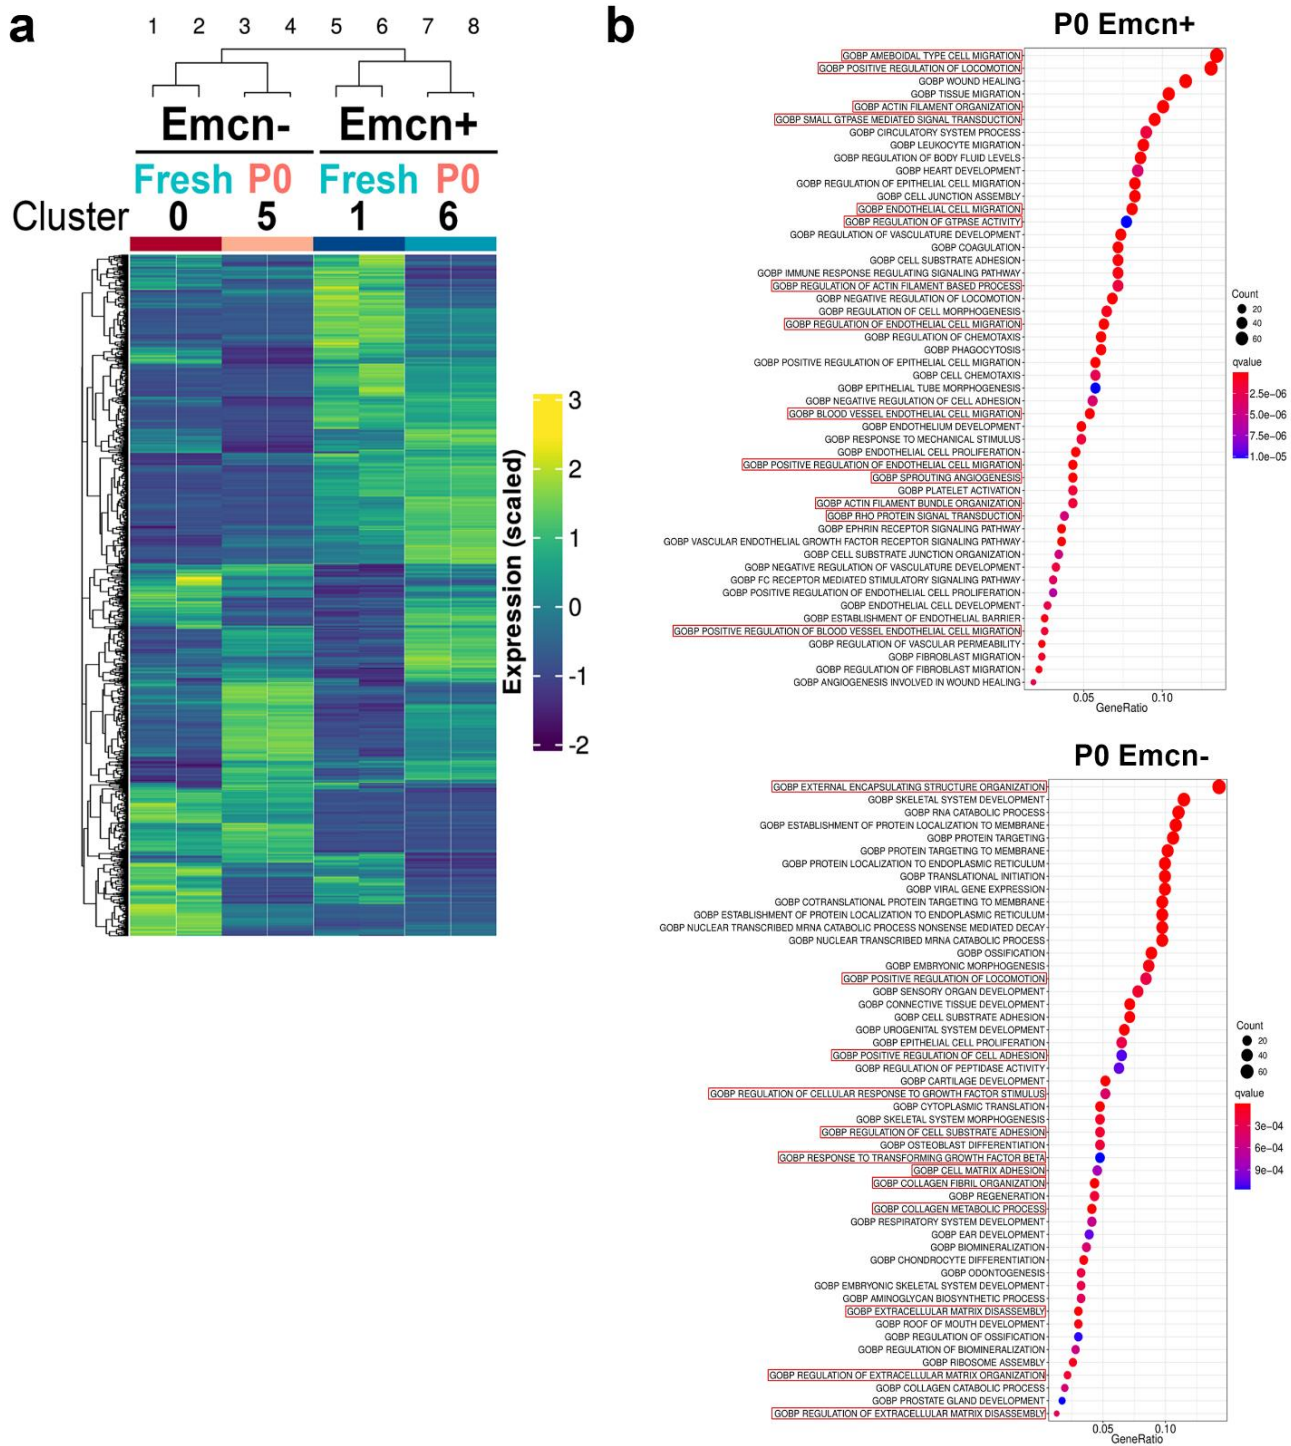

**Supplementary Fig. 8. Differentially expressed genes and pathways enrichment in  $Emcn^+$  and  $Emcn^-$  BMECs.**

(a) Heatmap of the top 5% variable genes from single cell gene expression profiles in fresh and cultured BMECs (Tie2Cre tdT<sup>+</sup> cells freshly sorted from BM, and cultured Tie2Cre tdT<sup>+</sup> cells sorted at WBM P0, respectively). The Dendrogram above heatmap shows hierarchical clusters and the distance between the subpopulation's transcriptomes. The analysis was carried out by first building a distance matrix between the subpopulation's transcriptome set using Euclidian distance and the Ward method to perform the hierarchical clusters and build the dendrogram. The results show distinct differences between  $Emcn^-$  and  $Emcn^+$  and the linkage between freshly isolated and cultured cells of the respective groups. The levels of expression are reported as z-scaled log2 counts per million (CPM).

(b) GO BP (Gene Ontology Biological Process) analysis ranked by GeneRatio from P0  $Emcn^+$  (top) and P0  $Emcn^-$  (bottom).

Supplementary Fig. 9

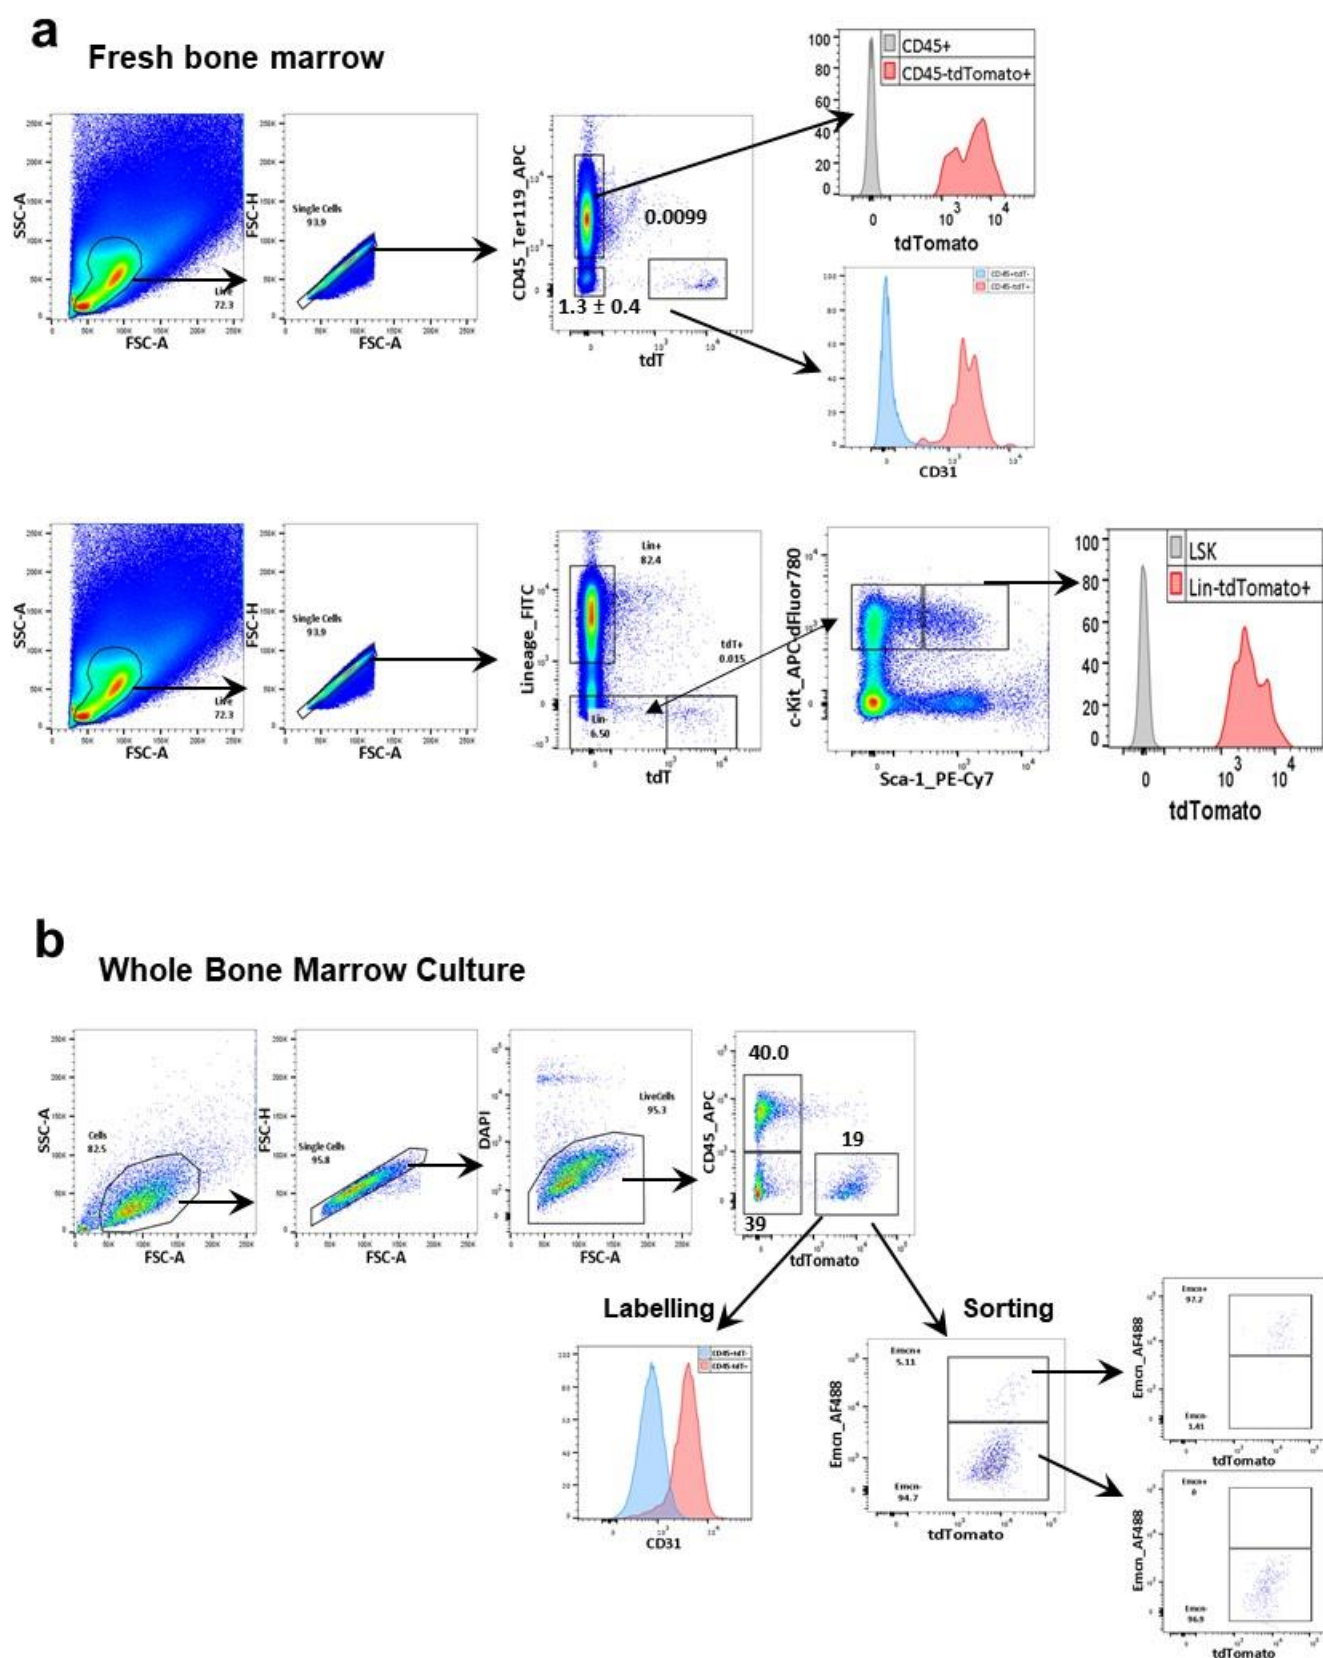

### **Supplementary Fig. 9. Gating Strategy.**

(a) Fresh Bone Marrow. Gating strategy used for identifying and characterizing dT<sup>+</sup> cells from fresh BM of 4-6-month-old *Tie2-CreERT2;Rosa26-tdTomato* mice. Upper plots: viable single cells (DAPI negative) were gated to identify CD45 and Ter119 negative cells; CD45<sup>-</sup>Ter119<sup>-</sup> were gated to identify tdT<sup>+</sup> cells. Gated CD45<sup>-</sup>Ter119<sup>-</sup> tdT<sup>+</sup> cells were analyzed for expression of various endothelial markers, i.e. CD31 in the histogram, like shown in Figs. 1b and c, or sorted for experiments shown in Figs. 2a and c and Fig. 8. Histogram shows levels of tdTomato expression on gated CD45<sup>+</sup>; CD45<sup>-</sup>tdT<sup>+</sup> cells were used as internal positive control.

Lower plots: viable single cells and DAPI negative cells were gated to identify Lineage negative cells. Lin<sup>-</sup>Sca1<sup>+</sup>c-Kit<sup>+</sup> cells (LSK) could be identified only on the Lin<sup>-</sup>tdT<sup>-</sup> fraction (and viceversa). Histogram shows levels of tdTomato expression on gated LSK; Lin<sup>-</sup>tdT<sup>+</sup> gated cells were used as internal positive control (this gating was used in Suppl. Fig. 1b)

(b) Whole bone marrow culture (day 14). Viable single cells and DAPI negative cells were gated to identify CD45 negative cells. Dot plot shows CD45<sup>+</sup> and CD45<sup>-</sup> fractions and clearly identifies the CD45<sup>-</sup>tdT<sup>+</sup> population. CD45<sup>-</sup>tdT<sup>+</sup> cells were gated to analyze the expression of various endothelial markers, i.e. CD31 in the histogram, and expression of Endomucin for sorting of Emcn<sup>+</sup> and Emcn<sup>-</sup> BMECs. This gating strategy was used in Figs. 2d, 3d, 3e, 4a and for Suppl. Figs. 2e, 3c, 4e, 4f.

**Supplementary Table 1**

| # Mouse<br>(4-6-month-old) | CD45-Ter119-<br>tdT+<br>% in BM | CD45-Ter119-<br>tdT+Emcn+<br>% in BM | CD45-Ter119-<br>tdT+Emcn-<br>% in BM |
|----------------------------|---------------------------------|--------------------------------------|--------------------------------------|
| #1                         | 0.0121                          | 0.0074                               | 0.0047                               |
| #2                         | 0.0150                          | 0.0081                               | 0.0069                               |
| #3                         | 0.0141                          | 0.0076                               | 0.0065                               |
| #4                         | 0.0141                          | 0.0078                               | 0.0063                               |
| #5                         | 0.0201                          | 0.0131                               | 0.0070                               |
| #6                         | 0.0131                          | 0.0074                               | 0.0057                               |
| #7                         | 0.0101                          | 0.0068                               | 0.0032                               |
| #8                         | 0.0192                          | 0.0142                               | 0.0049                               |
| #9                         | 0.0105                          | 0.0072                               | 0.0033                               |
| #10                        | 0.0079                          | 0.0034                               | 0.0044                               |
| #11                        | 0.0015                          | 0.0007                               | 0.0009                               |
| #12                        | 0.0050                          | 0.0023                               | 0.0027                               |
| #13                        | 0.0205                          | 0.0157                               | 0.0048                               |
| #14                        | 0.0080                          | 0.0058                               | 0.0023                               |
| #15                        | 0.0049                          | 0.0024                               | 0.0025                               |
| #16                        | 0.0056                          | 0.0024                               | 0.0032                               |
| #17                        | 0.0031                          | 0.0014                               | 0.0017                               |
| #18                        | 0.0200                          | 0.0125                               | 0.0075                               |
| #19                        | 0.0110                          | 0.0056                               | 0.0054                               |
| #20                        | 0.0140                          | 0.0069                               | 0.0071                               |
| #21                        | 0.0170                          | 0.0091                               | 0.0079                               |
| #22                        | 0.0110                          | 0.0070                               | 0.0040                               |
| #23                        | 0.0097                          | 0.0062                               | 0.0035                               |
| #24                        | 0.0097                          | 0.0062                               | 0.0035                               |
| <b>Mean±SD</b>             | <b>0.0116 ± 0.0054</b>          | <b>0.0070 ± 0.0039</b>               | <b>0.0046 ± 0.0020</b>               |

**Supplementary Table 1. Summary of BMECs frequencies in fresh BM.**

Percentages of CD45-Ter119<sup>+</sup>tdT<sup>+</sup> (left column, in black), CD45-Ter119<sup>+</sup>tdT<sup>+</sup>Emcn<sup>+</sup> (middle column, in blue), and CD45-Ter119<sup>+</sup>tdT<sup>+</sup>Emcn<sup>-</sup> (right column, in red) BMECs in total BM. BMEC were freshly isolated from tibia and femur of both legs of 4-6-month-old *Tie2-CreERT2; Rosa26-tdTomato* mice. Percentages were determined by flow cytometry analysis.

**Supplementary Table 2**

| # Mouse<br>(4-6-month-old) | # sorted<br>CD45-Ter119-<br>tdT+<br>from fresh BM | # sorted<br>CD45-tdT+<br>T0 <sup>tdT+</sup> culture<br>(Day 14) (x 10 <sup>4</sup> ) | fold<br>of proliferation<br>(Day14 / Day0) |
|----------------------------|---------------------------------------------------|--------------------------------------------------------------------------------------|--------------------------------------------|
| #1                         | 4,345                                             | 2.4                                                                                  | 5.5                                        |
| #2                         | 6,255                                             | 2.6                                                                                  | 4.2                                        |
| #3                         | 8,092                                             | 8.4                                                                                  | 10.4                                       |
| #4                         | 8,818                                             | 7.0                                                                                  | 7.9                                        |
| <b>Mean±SD</b>             | <b>6,877 ± 2,003</b>                              | <b>5.1 ± 3.0</b>                                                                     | <b>7.0 ± 2.7</b>                           |

**Supplementary Table 2. Summary of absolute BMEC numbers at time of sorting and after T0<sup>tdT+</sup> culture.**

BMEC proliferation capacity in T0<sup>tdT+</sup> culture. Absolute numbers of CD45-Ter119<sup>tdT+</sup> BMECs freshly sorted from tibia and femur of both legs of 4 to 6-month-old *Tie2-CreERT2;Rosa26-tdTomato* mice (left column) and after T0<sup>tdT+</sup> culture at day 14 (middle column). Fold increase in cell number after culture (right column). All numbers were calculated by flow cytometry analysis and manual cell counting (n=4).

**Supplementary Table 3**

| # Mouse<br>(4-6-month-old) | T0 Fresh<br>CD45-Ter119-<br>tdT+<br># per mouse<br>(x 10 <sup>3</sup> ) | P0 WBM day14<br>CD45-Ter119-<br>tdT+<br>% per mouse | P0 WBM day14<br>CD45-Ter119-<br>tdT+<br># per mouse<br>(x 10 <sup>6</sup> ) | fold<br>of proliferation<br>(Day14 / Day0) |
|----------------------------|-------------------------------------------------------------------------|-----------------------------------------------------|-----------------------------------------------------------------------------|--------------------------------------------|
| #1                         | 9.78                                                                    | 16.18                                               | 2.25                                                                        | 229.69                                     |
| #2                         | 11.42                                                                   | 18.32                                               | 2.50                                                                        | 219.23                                     |
| #3                         | 9.20                                                                    | 11.48                                               | 2.62                                                                        | 285.06                                     |
| #4                         | 9.90                                                                    | 15.35                                               | 2.89                                                                        | 291.78                                     |
| #5                         | 15.14                                                                   | 12.58                                               | 2.23                                                                        | 147.42                                     |
| #6                         | 9.13                                                                    | 33.32                                               | 3.39                                                                        | 371.51                                     |
| #7                         | 8.13                                                                    | 20.66                                               | 2.29                                                                        | 281.85                                     |
| #8                         | 11.27                                                                   | 22.80                                               | 2.79                                                                        | 247.40                                     |
| <b>Mean±SD</b>             | <b>10.49 ± 2.17</b>                                                     | <b>18.84 ± 6.99</b>                                 | <b>2.62 ± 0.40</b>                                                          | <b>259.24 ± 65.42</b>                      |

**Supplementary Table 3. Summary of absolute BMEC numbers after P0 WBM culture.**

BMEC proliferation capacity in P0 WBM culture. Absolute numbers of CD45-Ter119+ BMECs within WBM at seeding (T0; first column). Percentages and absolute numbers of CD45+ BMECs after culture in P0 WBM day 14 (second and third column). Fold increase in cell number after culture (fourth column). All numbers were calculated by determining percentages by flow cytometry analysis and manual cell counting of total WBM cells; (n=8).

**Supplementary Table 4**

| # Mouse<br>(4-6-month-old) | T0 Fresh<br>CD45-Ter119-<br>tdT+Emcn+<br># per mouse<br>(x 10 <sup>3</sup> ) | P0 WBM day14<br>CD45-Ter119-<br>tdT+ Emcn+<br>% per mouse | P0 WBM day14<br>CD45-Ter119-<br>tdT+ Emcn+<br># per mouse<br>(x 10 <sup>6</sup> ) | fold<br>of proliferation<br>(Day14 / Day0) |
|----------------------------|------------------------------------------------------------------------------|-----------------------------------------------------------|-----------------------------------------------------------------------------------|--------------------------------------------|
| #1                         | 5.94                                                                         | 1.63                                                      | 0.22                                                                              | 37.84                                      |
| #2                         | 6.10                                                                         | 0.65                                                      | 0.09                                                                              | 14.45                                      |
| #3                         | 4.97                                                                         | 1.59                                                      | 0.36                                                                              | 72.85                                      |
| #4                         | 5.46                                                                         | 1.24                                                      | 0.23                                                                              | 42.66                                      |
| #5                         | 9.90                                                                         | 0.77                                                      | 0.14                                                                              | 13.71                                      |
| #6                         | 5.13                                                                         | 4.93                                                      | 0.50                                                                              | 97.17                                      |
| #7                         | 5.54                                                                         | 3.53                                                      | 0.39                                                                              | 70.36                                      |
| #8                         | 8.18                                                                         | 2.56                                                      | 0.31                                                                              | 38.17                                      |
| Mean±SD                    | 6.40 ± 1.73                                                                  | 2.11 ± 1.48                                               | 0.28 ± 0.14                                                                       | 48.40 ± 29.43                              |
| # Mouse<br>(4-6-month-old) | T0 Fresh<br>CD45-Ter119-<br>tdT+Emcn-<br># per mouse<br>(x 10 <sup>3</sup> ) | P0 WBM day14<br>CD45-Ter119-<br>tdT+ Emcn-<br>% per mouse | P0 WBM day14<br>CD45-Ter119-<br>tdT+Emcn-<br># per mouse<br>(x 10 <sup>6</sup> )  | fold<br>of proliferation<br>(Day14 / Day0) |
| #1                         | 3.77                                                                         | 14.56                                                     | 2.01                                                                              | 533.96                                     |
| #2                         | 5.15                                                                         | 17.68                                                     | 2.41                                                                              | 467.62                                     |
| #3                         | 4.23                                                                         | 9.89                                                      | 2.25                                                                              | 532.32                                     |
| #4                         | 4.43                                                                         | 14.11                                                     | 2.65                                                                              | 597.23                                     |
| #5                         | 5.24                                                                         | 11.81                                                     | 2.09                                                                              | 399.66                                     |
| #6                         | 3.92                                                                         | 28.40                                                     | 2.87                                                                              | 731.79                                     |
| #7                         | 2.59                                                                         | 17.13                                                     | 1.89                                                                              | 728.91                                     |
| #8                         | 2.84                                                                         | 20.24                                                     | 2.47                                                                              | 868.86                                     |
| Mean±SD                    | 4.02 ± 0.96                                                                  | 16.73 ± 5.76                                              | 2.33 ± 0.33                                                                       | 607.54 ± 156.95                            |

**Supplementary Table 4. Summary of absolute BMEC Emcn<sup>+</sup> and Emcn<sup>-</sup> numbers after P0 WBM culture.**

BMEC Emcn<sup>+</sup> and Emcn<sup>-</sup> proliferation capacity in P0 WBM culture. Absolute numbers of CD45<sup>+</sup>Ter119<sup>+</sup>tdT<sup>+</sup> BMECs Emcn<sup>+</sup> (blue) and Emcn<sup>-</sup> (red) at seeding (T0; first column). Percentages and absolute numbers of BMECs Emcn<sup>+</sup> and Emcn<sup>-</sup> after culture in P0 WBM day 14 (second and third column). Fold increase in cell number after culture (fourth column). All numbers were calculated by determining percentages by flow cytometry analysis and manual cell counting of total WBM cells; (n=8).

**Supplementary Table 5**

**Supplementary Table 5. BMEC Emcn<sup>+</sup> / Emcn<sup>-</sup> Differential expressions of selected 51 genes.**

Differential expressions of selected 51 genes related to EC identity markers from bulk RNA-seq analysis of P0 Emcn<sup>+</sup> and P0 Emcn<sup>-</sup> ECs (n=2).

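The table lists 51 genes with a value for each of the P0 Emcn+ and P0 Emcn− libraries, a shrunken log2 fold change and an adjusted p-value. The 204 library values match CPM computed from the deposited counts in 51 of 51 genes within a tolerance of 0.001. The column label names them as log2 CPM, which they cannot be, since 117 of them exceed 32 and the largest is 16076.6625. In 2 entries the gene label is another gene's: the values of the first entry labelled Pdgfrb are those of Pdgfb, and those labelled Prep are those of Prelp. The paper marks 48 of the genes as significant. By edgeR's quasi-likelihood test 48 of these 48 were called and 0 of the other 3 (Jag1, Lgals3 and Pgm1), with the same direction in 51 of 51. DESeq2 with ashr shrinkage on all genes, a setting chosen after seeing the table's p-values, gave log2 fold changes within 4.83e-05 of the table's and called 48 of the 48.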

**Supplementary Table 6.**

| <b>Arterial EC markers</b>                        |             |                                                                                   |
|---------------------------------------------------|-------------|-----------------------------------------------------------------------------------|
|                                                   | <b>Gene</b> | <b>Reference</b>                                                                  |
| 1                                                 | Ace         | Mouse (Xu et al. 2018)                                                            |
| 2                                                 | Cav1        | Mouse (Xu et al. 2018)                                                            |
| 3                                                 | Cd200       | Mouse (Xu et al. 2018)                                                            |
| 4                                                 | Cd34        | Mouse (Xu et al. 2018)                                                            |
| 5                                                 | Dll4        | Mouse (Shutter et al. 2000)                                                       |
| 6                                                 | Efnb2       | Mouse (Adams et al. 1999; Wang et al. 1998; Xu et al. 2018)                       |
| 7                                                 | Fbln2       | Mouse (Zhao et al. 2018)                                                          |
| 8                                                 | Jam2        | Mouse (Xu et al. 2018)                                                            |
| 9                                                 | Ltbp4       | Mouse (Xu et al. 2018)                                                            |
| 10                                                | Ly6a        | Mouse (Xu et al. 2018)                                                            |
| 11                                                | Notch1      | Mouse (Villa et al. 2001)                                                         |
| 12                                                | Notch4      | Mouse (Villa et al. 2001)                                                         |
| 13                                                | Podxl       | Mouse (Xu et al. 2018)                                                            |
| 14                                                | Serpinf1    | Mouse (Xu et al. 2018)                                                            |
| 15                                                | Sox17       | Mouse (Zhao et al. 2018)                                                          |
| 16                                                | Sox18       | Zebrafish (Cermenati et al., 2008; Herpers et al., 2008; Pendeville et al., 2008) |
| 17                                                | Sparcl1     | Mouse (Xu et al. 2018)                                                            |
| 18                                                | Timp4       | Mouse (Xu et al. 2018)                                                            |
| <b>Sinusoidal (capillary) / Venous EC markers</b> |             |                                                                                   |
|                                                   | <b>Gene</b> | <b>Reference</b>                                                                  |
| 1                                                 | Abcc9       | Mouse (Xu et al. 2018)                                                            |
| 2                                                 | Ap1b1       | Mouse (Xu et al. 2018)                                                            |
| 3                                                 | Dnase1l3    | Mouse (Xu et al. 2018)                                                            |
| 4                                                 | Emcn        | Mouse (Morgan et al. 1999)                                                        |
| 5                                                 | Eng         | Mouse (Singh et al. 2020)                                                         |
| 6                                                 | Ephb4       | Mouse (Adams et al. 1999; Wang et al. 1998)                                       |
| 7                                                 | Epor        | Mouse (Xu et al. 2018)                                                            |
| 8                                                 | Fabp4       | Mouse (Fuseya et al. 2017)                                                        |
| 9                                                 | Flt4        | Mouse (Kaipainen et al. 1995; Xu et al. 2018)                                     |
| 10                                                | Gpm6a       | Mouse (Xu et al. 2018)                                                            |
| 11                                                | Jag2        | Mouse (Sacma et al. 2019)                                                         |
| 12                                                | Kcnj8       | Mouse (Xu et al. 2018)                                                            |
| 13                                                | Mrc1        | Mouse (Xu et al. 2018)                                                            |
| 14                                                | Nrp2        | Mouse (Yuan et al. 2002)                                                          |
| 15                                                | Sele        | Mouse (Xu et al. 2018)                                                            |
| 16                                                | Selp        | Mouse (Xu et al. 2018)                                                            |
| 17                                                | Stab2       | Mouse (Xu et al. 2018)                                                            |
| 18                                                | Tspan7      | Mouse (Xu et al. 2018)                                                            |
| 19                                                | Ubd         | Mouse (Xu et al. 2018)                                                            |
| 20                                                | Vcam1       | Mouse (Zhao et al. 2018; Xu et al. 2018)                                          |
| <b>Tip EC markers</b>                             |             |                                                                                   |
|                                                   | <b>Gene</b> | <b>Reference</b>                                                                  |
| 1                                                 | Angpt2      | Human (Siemerink et al. 2012); Mouse (Lee et al. 2014)                            |

|    | <b>Tip EC markers (continued)</b> |                                                                          |
|----|-----------------------------------|--------------------------------------------------------------------------|
| 2  | Apln                              | Human (Siemerink et al. 2012), Mouse (Lee et al. 2014)                   |
| 3  | Cd34                              | Human (Siemerink et al. 2012; Yetkin-Arik et al. 2019)                   |
| 4  | Cldn5                             | Mouse (Zhao et al. 2018)                                                 |
| 5  | Cotl1                             | Mouse (Zhao et al. 2018)                                                 |
| 6  | Cxcr4                             | Human (Siemerink et al. 2012)                                            |
| 7  | Dll4                              | Mouse (Zhao et al. 2018; Lee et al. 2014), Human (Siemerink et al. 2012) |
| 8  | Ednrb                             | Mouse (Zhao et al. 2018)                                                 |
| 9  | Esm1                              | Mouse (Lee et al. 2014)                                                  |
| 10 | Flt4                              | Mouse (Tammela et al. 2008), Human (Siemerink et al. 2012)               |
| 11 | Fscn1                             | Mouse (Zhao et al. 2018)                                                 |
| 12 | Gpihbp1                           | Mouse (Zhao et al. 2018)                                                 |
| 13 | Igfbp3                            | Mouse (Zhao et al. 2018)                                                 |
| 14 | Inhbb                             | Mouse (Zhao et al. 2018)                                                 |
| 15 | Jup                               | Mouse (Zhao et al. 2018)                                                 |
| 16 | Kcne3                             | Mouse (Zhao et al. 2018)                                                 |
| 17 | Kcnj8                             | Mouse (Zhao et al. 2018)                                                 |
| 18 | Kdr                               | Mouse (Tammela et al. 2008), Human (Siemerink et al. 2012)               |
| 19 | Marcksl1                          | Mouse (Zhao et al. 2018)                                                 |
| 20 | Mcam                              | Mouse (Zhao et al. 2018)                                                 |
| 21 | Mest                              | Mouse (Zhao et al. 2018)                                                 |
| 22 | N4bp3                             | Mouse (Zhao et al. 2018)                                                 |
| 23 | Nid2                              | Mouse (Zhao et al. 2018)                                                 |
| 24 | Notch4                            | Mouse (Zhao et al. 2018)                                                 |
| 25 | Pdgfb                             | Human (Siemerink et al. 2012), Mouse (Lee et al. 2014)                   |
| 26 | Plxnd1                            | Mouse (Zhao et al. 2018), Human (Siemerink et al. 2012)                  |
| 27 | Sox17                             | Mouse (Lee et al. 2014)                                                  |
|    | <b>Stalk EC markers</b>           |                                                                          |
|    | <b>Gene</b>                       | <b>Reference</b>                                                         |
| 1  | Adh7                              | Human (Yetkin-Arik et al. 2019)                                          |
| 2  | Aldh2                             | Human (Yetkin-Arik et al. 2019)                                          |
| 3  | Eno2                              | Human (Yetkin-Arik et al. 2019)                                          |
| 4  | Hk2                               | Human (Yetkin-Arik et al. 2019)                                          |
| 5  | Il6st                             | Mouse (Zhao et al. 2018)                                                 |
| 6  | Lgals3                            | Mouse (Zhao et al. 2018)                                                 |
| 7  | Meox2                             | Mouse (Zhao et al. 2018)                                                 |
| 8  | Pgm1                              | Human (Yetkin-Arik et al. 2019)                                          |

### Supplementary Table 6. EC markers list

List of marker genes for arterial, sinusoidal, tip, and stalk EC and their references.

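The lists collect genes that earlier publications used as markers of arterial, sinusoidal, tip and stalk ECs, compiled from the literature by the paper. The sinusoidal list holds Emcn, the gene by whose product the populations were sorted. The highest CPM of an arterial list gene was that of Notch4 (926.3) in P0 Emcn+ replicate 1 and that of Cav1 (833.4) in replicate 2, and that of Fbln2 (3230) in P0 Emcn− replicate 1 and that of Ace (2886) in replicate 2. Between lung and P0 Emcn− BMECs, 2 of 18 arterial genes (Cav1 and Cd200) and 4 of 20 sinusoidal genes (Eng, Gpm6a, Selp and Vcam1) were called higher in lung. The sinusoidal genes Mrc1, Nrp2 and Stab2 and the stalk genes Lgals3 and Meox2 were called lower. Adjusted over the list alone, the sinusoidal list had 6 genes higher and 4 lower, and the other counts were equal. With the replicate block and adjustment over all genes, 3 sinusoidal genes were called higher in lung and the tip gene Gpihbp1 was called lower. The median log2 fold change over the 27 tip genes was -0.48. Over the 8 stalk genes it was -0.46, with 7 lower in lung. As a set the stalk list was lower in lung by limma's fry (p adjusted over the 4 lists of 6.72e-05), but not by camera (0.123) or with an estimated correlation (0.243). From P0 to P1 of Emcn− BMECs, 1 arterial gene (Dll4), 5 tip genes (Dll4, Gpihbp1, Inhbb, Mcam and N4bp3) and 1 stalk gene (Hk2) were called lower, and none of the 4 lists had a gene called higher. The P0 and P1 libraries share no batch, so batch and passage cannot be told apart for these genes. Adjusted over the list alone, 4 arterial and 12 tip genes were lower. The calls over all genes depended on the design. With the replicate block the arterial gene called lower was Cd200, and Ednrb took the place of Dll4 among the tip genes. Hk2 was then not called, and 1 sinusoidal gene was called higher.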

**Supplementary Table 7.**

| # Mouse<br>(4-6-month-old) | CD45-Ter119-tdT+<br># from fresh BM |
|----------------------------|-------------------------------------|
| #1                         | 8,174                               |
| #2                         | 3,644                               |
| #3                         | 3,313                               |
| #4                         | 3,137                               |
| #5                         | 4,002                               |
| #6                         | 6,255                               |
| #7                         | 4,345                               |
| #8                         | 4,653                               |
| #9                         | 8,818                               |
| #10                        | 8,092                               |
| #11                        | 7,141                               |
| Mean±SD                    | 5,598 ± 2,148                       |

**Supplementary Table 7. Summary of absolute cell numbers of freshly sorted BMEC.**

Absolute cell numbers of CD45-Ter119-tdT<sup>+</sup> BMECs freshly sorted from two legs of 4-6-month-old *Tie2-CreERT2;Rosa26-tdTomato* mice. All numbers were derived from the cell count on the sorter at the end of sorting (n=11).

**Supplementary Table 8**

| # Mouse<br>(4-6-month-old) | CD45-tdT+Emcn+<br># from P0 WBM culture (Day 14) | CD45-tdT+Emcn-<br># from P0 WBM culture (Day 14) |
|----------------------------|--------------------------------------------------|--------------------------------------------------|
| #1                         | 37,264                                           | 164,488                                          |
| #2                         | 36,934                                           | 240,172                                          |
| #3                         | 49,591                                           | 663,227                                          |
| #4                         | 114,860                                          | 1,236,180                                        |
| #5                         | 91,122                                           | 832,667                                          |
| #6                         | 128,359                                          | 715,586                                          |
| #7                         | 54,170                                           | 1,242,098                                        |
| #8                         | 102,201                                          | 995,390                                          |
| #9                         | 47,964                                           | 1,182,864                                        |
| #10                        | 38,042                                           | 1,021,794                                        |
| #11                        | 75,920                                           | 541,498                                          |
| <b>Mean±SD</b>             | <b>70,584 ± 33,573</b>                           | <b>803,269 ± 378,225</b>                         |

**Supplementary Table 8. Summary of absolute cell numbers of BMEC sorted from P0 WBM culture.**

Absolute numbers of CD45<sup>tdT</sup>Emcn<sup>+</sup> (left column, in blue) and CD45<sup>tdT</sup>Emcn<sup>-</sup> (right column, in red) BMECs sorted from P0 WBM culture at day 14. Cells for culture were harvested from 4-6 months old *Tie2-CreERT2;Rosa26-tdTomato* mice. All numbers were derived from the cell count on the sorter at the end of sorting sorting (n=11).

**Supplementary Table 9. Antibodies**

| REAGENT or RESOURCE                                                                                                                                                                                                                                                                                                                   | SOURCE        | IDENTIFIER         |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------|--------------------|
| <b>Antibodies</b>                                                                                                                                                                                                                                                                                                                     |               |                    |
| eFluor 450 anti-mouse CD45, Clone 30-F11                                                                                                                                                                                                                                                                                              |               |                    |
| <a href="https://www.thermofisher.com/antibody/product/CD45-Antibody-clone-30-F11-Monoclonal/48-0451-80">https://www.thermofisher.com/antibody/product/CD45-Antibody-clone-30-F11-Monoclonal/48-0451-80</a>                                                                                                                           | eBioscience   | Cat#48-0451-82     |
| Endomucin, Clone V.7C7                                                                                                                                                                                                                                                                                                                |               |                    |
| <a href="https://www.scbt.com/p/endomucin-antibody-v-7c7?requestFrom=search">https://www.scbt.com/p/endomucin-antibody-v-7c7?requestFrom=search</a>                                                                                                                                                                                   | Santa Cruz    | Cat#sc-65495       |
| Endomucin Alexa Fluor 488, Clone V.7C7                                                                                                                                                                                                                                                                                                |               |                    |
| <a href="https://www.scbt.com/p/endomucin-antibody-v-7c7?requestFrom=search">https://www.scbt.com/p/endomucin-antibody-v-7c7?requestFrom=search</a>                                                                                                                                                                                   | Santa Cruz    | Cat#sc-65495 AF488 |
| Alexa Fluor 488 anti-mouse CD31                                                                                                                                                                                                                                                                                                       |               |                    |
| <a href="https://www.rndsystems.com/products/mouse-rat-cd31-pecam-1-alex-fluor-488-conjugated-antibody_fab3628g">https://www.rndsystems.com/products/mouse-rat-cd31-pecam-1-alex-fluor-488-conjugated-antibody_fab3628g</a>                                                                                                           | R&D Systems   | Cat#FAB3628G       |
| FITC anti-mouse CD31, Clone MEC13.3                                                                                                                                                                                                                                                                                                   |               |                    |
| <a href="https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/fits-rat-anti-mouse-cd31.553372">https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/fits-rat-anti-mouse-cd31.553372</a> | BD Bioscience | Cat#553372         |

Continued

PE-Cy7 anti-mouse CD31, Clone MEC13.3

<https://www.biolegend.com/en-us/products/pe-cyanine7-anti-mouse-cd31-antibody-12996>

Biolegend

Cat#102524

PerCP-Cy5.5 anti-mouse Sca-1, Clone D7

<https://www.biolegend.com/en-us/products/percp-cyanine5-5-anti-mouse-ly-6a-e-sca-1-antibody-4285>

Biolegend

Cat#108124

PerCP-Cy5.5 anti-mouse Flk-1, Clone AVAS 12 $\alpha$ 1

<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/percp-cy-5-5-rat-anti-mouse-flk-1.560681>

BD Bioscience

Cat#560681

PE-Cy7 anti-mouse CD105, Clone MJ7/18

<https://www.biolegend.com/en-us/products/pe-cyanine7-anti-mouse-cd105-antibody-4573>

Biolegend

Cat#120410

PE-Cy7 anti-mouse CD140a, Clone APA5

<https://www.thermofisher.com/antibody/product/CD140a-PDGFRA-Antibody-clone-APA5-Monoclonal/25-1401-82>

eBioscience

Cat#25-1401-82

APC anti-mouse CD31, Clone MEC13.3

<https://www.biolegend.com/en-us/products/apc-anti-mouse-cd31-antibody-375>

Biolegend

Cat#102510

Continued

APC anti-mouse CD45, Clone 30-F11

<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/apc-rat-anti-mouse-cd45.559864>

BD Bioscience

Cat#559864

Alexa Fluor 488 anti-mouse CD144, Clone BV13

<https://www.thermofisher.com/antibody/product/CD144-VE-cadherin-Antibody-clone-eBioBV13-BV13-Monoclonal/53-1441-82>

eBioscience

Cat#53-1441-82

APC anti-mouse CD144, Clone BV13

<https://www.biolegend.com/en-us/products/apc-anti-mouse-cd144-ve-cadherin-antibody-6989>

Biolegend

Cat#138011

APC anti-mouse F4/80, Clone BM8

<https://www.thermofisher.com/antibody/product/F4-80-Antibody-clone-BM8-Monoclonal/MF48005>

Invitrogen

Cat#MF48005

APC-eFluor 780 anti-mouse c-Kit, Clone 2B8

<https://www.thermofisher.com/antibody/product/CD117-c-Kit-Antibody-clone-2B8-Monoclonal/47-1171-82>

eBioscience

Cat#47-1171-82

APC-Cy7 anti-mouse CD11b, Clone M1/70

<https://www.biolegend.com/en-us/products/apc-cyanine7-anti-mouse-human-cd11b-antibody-3930>

Biolegend

Cat#101226

FITC anti-mouse CD3 $\epsilon$ , Clone 145-2C11

<https://www.biolegend.com/en-us/products/fitc-anti-mouse-cd3epsilon-antibody-23>

Biolegend

Cat#100306

FITC anti-mouse CD4, Clone RM4-5

<https://www.biolegend.com/en-us/products/fitc-anti-mouse-cd4-antibody-480>

Biolegend

Cat#100510

Continued

FITC anti-mouse CD8a, Clone 53-6.7  
<https://www.biolegend.com/en-us/products/fitc-anti-mouse-cd8a-antibody-153> Biolegend Cat#100706

FITC anti-mouse CD11b, Clone M1/70  
<https://www.biolegend.com/en-us/products/fitc-anti-mouse-human-cd11b-antibody-347> Biolegend Cat#101206

FITC anti-mouse B220, Clone RA3-6B2  
<https://www.biolegend.com/en-us/products/fitc-anti-mouse-human-cd45r-b220-antibody-445> Biolegend Cat#103206

FITC anti-mouse Gr-1, Clone RB6-8C5  
<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/fitc-rat-anti-mouse-ly-6g-and-ly-6c.553127> BD Bioscience Cat#553127

FITC anti-mouse Ter119, Clone TER-119  
<https://www.biolegend.com/en-us/products/fitc-anti-mouse-ter-119-erythroid-cells-antibody-1865> Biolegend Cat#116206

PerCP-Cy5.5 anti-mouse B220, Clone RA3-6B2  
<https://www.biolegend.com/en-us/products/percp-cyanine5-5-anti-mouse-human-cd45r-b220-antibody-4267> Biolegend Cat#103236

PE-Cy7 anti-mouse CD3ε, Clone 145-2C11  
<https://www.biolegend.com/en-us/products/pe-cyanine7-anti-mouse-cd3epsilon-antibody-1899> Biolegend Cat#100320

Goat anti-Rat IgG (H+L) Secondary Antibody, Alexa Fluor 488  
<https://www.thermofisher.com/antibody/product/Goat-anti-Rat-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-11006> Invitrogen Cat#A11006

Donkey anti-Rat IgG (H+L) Secondary Antibody, Alexa Fluor 488  
<https://www.thermofisher.com/antibody/product/Donkey-anti-Rat-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21208> Invitrogen Cat#A21208

**Chemicals and Recombinant Proteins**

|                                         |                   |                 |
|-----------------------------------------|-------------------|-----------------|
| Tamoxifen                               | Sigma-Aldrich     | Cat#T5648-1G    |
| Sunflower seed oil                      | Sigma-Aldrich     | Cat#S5007-250ML |
| Collagenase Type I                      | Worthington       | Cat#LS004196    |
| BSA                                     | Fisher Scientific | Cat#BP1600-100  |
| DNase I, grade II, from bovine pancreas | Roche             | Cat#10104159001 |
| DAPI                                    | Invitrogen        | Cat#D3571       |

Continued

|                                                            |                       |                             |
|------------------------------------------------------------|-----------------------|-----------------------------|
| EDTA                                                       | Fisher Scientific     | Cat#BP2482-500              |
| VECTASHIELD Antifade Mounting Medium                       | Vector Laboratories   | Cat#H-1000-10               |
| Recombinant Murine SCF                                     | Peprotech             | Cat#250-03                  |
| iScript™ cDNA Synthesis Kit                                | BioRad                | Cat#170-8891                |
| Corning™ Matrigel™ GFR Membrane Matrix                     | Corning               | Cat#356231                  |
| Corning™ Matrigel™ Basement Membrane Matrix                | Corning               | Cat#356237                  |
| EasySep™ Mouse FITC Positive Selection Kit II              | STEMCELL Technologies | Cat#17668                   |
| EasySep™ Mouse Hematopoietic Progenitor Cell Isolation Kit | STEMCELL Technologies | Cat#19856                   |
| TRIzol Reagent                                             | Invitrogen            | Cat#15596026                |
| MesenCult Expansion Kit (Mouse)                            | STEMCELL Technologies | Cat#05514, 05515, and 05500 |
| EGM-2 Endothelial Cell Growth Medium-2 BulletKit           | Lonza                 | Cat#CC-3156 & CC-4176       |
| <b>Software</b>                                            |                       |                             |
| Photoshop                                                  | Adobe                 | 2021                        |
| Graphpad Prism                                             | GraphPad              | 9                           |
| Microsoft Excel                                            | Microsoft             | 2103                        |
| FACS Diva                                                  | BD                    | 8.02                        |
| FlowJo                                                     | BD                    | 10.7.2                      |
| ImageJ                                                     | NIH                   | 1.53e                       |
| ZEN                                                        | Zeiss                 | 3.1                         |

**Supplementary Table 10. Primers**

| Gene                | Forward                  | Reverse                |
|---------------------|--------------------------|------------------------|
| <i>18s</i>          | cgattggatggttagtgagg     | agttcgaccgtccttctcagc  |
| <i>Ace</i>          | cgaccctttactggtgtctt     | gcttccttcccctctgttt    |
| <i>Acss2</i>        | tgctctactgctttgttacct    | gagatggttgatgacagatgg  |
| <i>Alpl</i>         | ctgatgtggaatacgaactgg    | catagtgggaatgcttgtgtc  |
| <i>Angpt2</i>       | cccgtaaagtttgctactgttatg | aggctgtgtgaaaggagatg   |
| <i>Apln</i>         | tattcaggagggcattctttt    | gcatagcagagtcttttgtga  |
| <i>Bglap</i>        | ggaccatctttctgctcactct   | taccttattgccctcctgctt  |
| <i>Cd34</i>         | cccctactttatggaaaccaa    | tcaggaacaggtgaacaaga   |
| <i>Cdh5</i>         | tgaagaaagaagaggcagaca    | ccagtcgttgaggaaagtca   |
| <i>Cxcr4</i>        | ttgtccacgccaccaacagtca   | tgaaacaccaccatccacaggc |
| <i>Dll1</i>         | cttctttcgcgtatgcctcaa    | catcaggcaggctgaagga    |
| <i>Dll4</i>         | tgctgaacagaggtccaag      | cattgaagcagggtccggag   |
| <i>Efnb2</i>        | gtgtatgagtgggtgtgtggt    | gaggttagggtgatggaaaga  |
| <i>Emcn</i>         | cagtatcattttgcctgtggt    | catttccgttttctggagtg   |
| <i>Eno2</i>         | gcttggttgaggcttagtgt     | ttacaggagatggctgactga  |
| <i>Ephb4</i>        | ggattgttggcagaaggac      | accgaaagcagaatagtgagg  |
| <i>Epor</i>         | gacctggaccctctcatctt     | agaccctcaaactcgtctc    |
| <i>Esm1</i>         | aggcgataaaacaagaccaga    | aaccagagatgagaagtgatgg |
| <i>Fbln2</i>        | ctaagtggctttttgctgtga    | gtggatgaaggaatggaatgt  |
| <i>Flt4</i>         | aaagcaggcatagaccagaag    | acctccccatactcgttggt   |
| <i>Gapdh</i>        | aagcccatcaccatcttcca     | tagactccacgacatactca   |
| <i>Hk2</i>          | acaccaatgtcctgttctctg    | gaccccgatcttgtttatt    |
| <i>Ibsp</i>         | aaaatggagacggcgatagtt    | acccgagagtgtggaaagtg   |
| <i>Il6st</i>        | gcagtttcaccttttactctca   | actttaccatctccctcac    |
| <i>Kdr</i>          | cccattgagtccaactacaca    | cattcacaaccagagagacca  |
| <i>Ltbp4</i>        | ctccttccgctgtatctgtc     | cctctgtgtctgtccatcct   |
| <i>Ly6a</i>         | ctccaccctgtccttttatc     | agcacctacctaccagca     |
| <i>Meox2</i>        | cattctcaggaaagcaccatt    | acatccatctccctctctgtc  |
| <i>Mrc1</i>         | cctggcaagattagagaaaca    | agggttgacatgagacctacc  |
| <i>Pdgfb</i>        | agactggaggaactctgatgg    | cgtaggggaagtggaaaga    |
| <i>Pecam1</i>       | gacagaccctccaccaag       | gatgaccactccaatgacaac  |
| <i>Ptprc (Cd45)</i> | gcctacactctccgaactttt    | gcttgtgatacttcatcccttc |
| <i>Selp</i>         | cactttcccacctctccac      | gtaacaacaagccacagacca  |
| <i>Serpinf1</i>     | gattttcatttggacgaggac    | agttctgggtcacggctcag   |
| <i>Sox17</i>        | agaaaccctaacaacaaacagc   | tggaagaaaagacaaacagga  |
| <i>Sparcl1</i>      | ccccaacaaggataagcac      | taaagcaggtgaggtggatg   |
| <i>Spi1</i>         | agaagctgatggcttgagac     | gcgaatcttttctgtgctgcc  |
| <i>Stab2</i>        | atgtccttcccctcactcac     | cttatttttcggtagccact   |

# Supplementary material for: Integration of single-cell transcriptomes and biological function reveals distinct behavioral patterns in bone marrow endothelium
**Source:** Nat Commun. 2022 Nov 24;13:7235. doi: 10.1038/s41467-022-34425-z
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Movie 1

Description: **Time-lapse live imaging of P0 WBM culture from day 5 to day 13: distinct self-organization of two BMEC populations.** Images were taken every 45 minutes and all connected after all.

File Name: Supplementary Movie 2

Description: **Serial snapshot images of P0 WBM culture from day 2 to day 11: from single cell to colony.**

Video focuses on a colony formation starting from one single cell. Images were taken every and all connected after all.

File Name: Supplementary Movie 3

Description: **Time-lapse live imaging of cords-networks formation in Matrigel by BMEC Emcn- at different passages.** Images were taken every 45 minutes and all connected at the end.

# Supplementary material for: Integration of single-cell transcriptomes and biological function reveals distinct behavioral patterns in bone marrow endothelium
**Source:** Nat Commun. 2022 Nov 24;13:7235. doi: 10.1038/s41467-022-34425-z
**Supplement:** Supplementary file 7 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection ZEN (Zeiss), FACS Diva (BD)

Data analysis ZEN (Zeiss), FlowJo (BD), ImageJ (NIH), Excel (Microsoft), Prism (GraphPad), Photoshop (Adobe); Cell Ranger v5.0.0, 10X Genomics; nf-core RNASeq pipeline, v1.4.2; STAR, v2.7.10a; Salmon, v1.5.2; Base R, v4.1.3; tximeta R package, v1.8.0; DESeq2 R package, v1.28.0; Seurat R package, v4.0.5; clusterProfiler R package, v4.2.0; scran R package, v1.22.1

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The scRNA-seq and bulk raw data generated in this study have been deposited in the Gene Expression Omnibus database under the accession number GSE206977

[<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE206977>].

The source data underlying Fig. 2b, 3d-f, 4a-c, 4e-f, 5c-g, 6c, 6e-f, 7d, 7g, and Supplementary Fig. 1a, 2e, 3a-b, 3d-f, 3h, 4a-c, 6a-d are provided as a Source Data file.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

For estimating sample size used (2-6), we performed power analysis with effect size, "Cohen's d" (Ref. 1), which was predicted with previous experience/data. For some experiments, small number of sample size (n=2) was used (as an example, data from Figure 6f). This is because we already knew that the effect size is large (d = 5.03; PPT Slide#2) enough to provide high statistical power (91.8%; PPT Slide#2) when two independent means were compared with one-side significance level ( $\leq 0.05$ ).

For estimating effect size and power analysis for sample size, we used R packages, "effectsize" (Ref. 2) and "pwr" (Ref. 3), respectively.

References

1. Cohen, J. (1988) Statistical power analysis for the behavioral sciences (2nd ed.). Hillsdale, NJ: Lawrence Erlbaum.
2. Ben-Shachar M, Lüdtke D, Makowski D (2020). effectsize: Estimation of Effect Size Indices and Standardized Parameters. Journal of Open Source Software, 5(56), 2815. doi: 10.21105/joss.02815
3. R package, pwr, Champely, Stéphane. 2020. Pwr: Basic Functions for Power Analysis. <https://CRAN.R-project.org/package=pwr>.

Data exclusions

No data were excluded from the analysis.

Replication

The majority of experiments were replicated on average 5 independent times (range 3-12). We have conducted 2 independent experiments only in 3 out of the 132 experiments conducted. These experiments were supported by complementary approaches, and provided concordant results. The precise number is stated in each figure legend.

For primary cell cultures, independent experiments refer to fully independent cultures starting from different animal. Bulk and single-cell RNA-seq experiments were replicated using at least 2 independent biological samples per condition.

Randomization

Based on their genotype, randomized cohorts including both male and female animals were distributed in an unblinded manner into the experimental time points for analysis.

Blinding

This study focused on establishing a protocol for BM-EC culture and characterization: experiments aimed at validate the robustness of the method were repeated by three different lab members independently, and lead to the same results.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

## Methods

## Antibodies

## Antibodies used

eFluor 450 anti-mouse CD45, Clone 30-F11 (eBioscience, Cat#48-0451-82); Endomucin, Clone V.7C7 (Santa Cruz, Cat#sc-65495); Endomucin Alexa Fluor 488, Clone V.7C7 (Santa Cruz, Cat#sc-65495 AF488); Alexa Fluor 488 anti-mouse CD31 (R&D Systems, Cat#FAB3628G); FITC anti-mouse CD31, Clone MEC13.3 (BD Bioscience, Cat#553372); PE-Cy7 anti-mouse CD31, Clone MEC13.3 (Biolegend, Cat#102524); PerCP-Cy5.5 anti-mouse Sca-1, Clone D7 (Biolegend, Cat#108124); PerCP-Cy5.5 anti-mouse Flk-1, Clone AVAS 12a1 (BD Bioscience, Cat#560681); PE-Cy7 anti-mouse CD105, Clone MJ7/18 (Biolegend, Cat#120410); PE-Cy7 anti-mouse CD140a, Clone APA5 (eBioscience, Cat#25-1401-82); APC anti-mouse CD31, Clone MEC13.3 (Biolegend, Cat#102510); APC anti-mouse CD45, Clone 30-F11 (BD Bioscience, Cat#559864); Alexa Fluor 488 anti-mouse CD144, Clone BV13 (eBioscience, Cat#53-1441-82); APC anti-mouse CD144, Clone BV13 (Biolegend, Cat#138011); APC anti-mouse F4/80, Clone BM8 (Invitrogen, Cat#MF48005); APC-eFluor 780 anti-mouse c-Kit, Clone 2B8 (eBioscience, Cat#47-1171-82); APC-Cy7 anti-mouse CD11b, Clone M1/70 (Biolegend, Cat#101226); FITC anti-mouse CD3e, Clone 145-2C11 (Biolegend, Cat#100306); FITC anti-mouse CD4, Clone RM4-5 (Biolegend, Cat#100510); FITC anti-mouse CD8a, Clone 53-6.7 (Biolegend, Cat#100706); FITC anti-mouse CD11b, Clone M1/70 (Biolegend, Cat#101206); FITC anti-mouse B220, Clone RA3-6B2 (Biolegend, Cat#103206); FITC anti-mouse Gr-1, Clone RB6-8C5 (BD Bioscience, Cat#553127); FITC anti-mouse Ter119, Clone TER-119 (Biolegend, Cat#116206); PerCP-Cy5.5 anti-mouse B220, Clone RA3-6B2 (Biolegend, Cat#103236); PE-Cy7 anti-mouse CD3e, Clone 145-2C11 (Biolegend, Cat#100320); Goat anti-Rat IgG (H+L) Secondary Antibody, Alexa Fluor 488 (Invitrogen, Cat#A11006); Donkey anti-Rat IgG (H+L) Secondary Antibody, Alexa Fluor 488 (Invitrogen, Cat#A21208).

For flow cytometry, all antibodies were used with 1  $\mu$ L /  $1 \times 10^6$  cells. For immunostaining, all primary antibodies for Emcn, CD31, Sma, VE-Cadherin, and Laminin were used at 1:100 dilution, and all secondary antibodies at 1:400 dilution.

## Validation

<https://www.thermofisher.com/antibody/product/CD45-Antibody-clone-30-F11-Monoclonal/48-0451-80;>  
<https://www.scbt.com/p/endomucin-antibody-v-7c7 requestFrom=search;>  
[https://www.rndsystems.com/products/mouse-rat-cd31-pecam-1-alexa-fluor-488-conjugated-antibody\\_fab3628g;](https://www.rndsystems.com/products/mouse-rat-cd31-pecam-1-alexa-fluor-488-conjugated-antibody_fab3628g;)  
<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/fic-rat-anti-mouse-cd31.553372;>  
<https://www.biolegend.com/en-us/products/pe-cyanine7-anti-mouse-cd31-antibody-12996;>  
<https://www.biolegend.com/en-us/products/percp-cyanine5-5-anti-mouse-ly-6a-e-sca-1-antibody-4285;>  
<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/percp-cy-5-5-rat-anti-mouse-flk-1.560681;>  
<https://www.biolegend.com/en-us/products/pe-cyanine7-anti-mouse-cd105-antibody-4573;>  
<https://www.thermofisher.com/antibody/product/CD140a-PDGFR-Alpha-Antibody-clone-APA5-Monoclonal/25-1401-82;>  
<https://www.biolegend.com/en-us/products/apc-anti-mouse-cd31-antibody-375;>  
<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/apc-rat-anti-mouse-cd45.559864;>  
<https://www.thermofisher.com/antibody/product/CD144-VE-cadherin-Antibody-clone-eBioBV13-BV13-Monoclonal/53-1441-82;>  
<https://www.biolegend.com/en-us/products/apc-anti-mouse-cd144-ve-cadherin-antibody-6989;>  
<https://www.thermofisher.com/antibody/product/F4-80-Antibody-clone-BM8-Monoclonal/MF48005;>  
<https://www.thermofisher.com/antibody/product/CD117-c-Kit-Antibody-clone-2B8-Monoclonal/47-1171-82;>  
<https://www.biolegend.com/en-us/products/apc-cyanine7-anti-mouse-human-cd11b-antibody-3930;>  
<https://www.biolegend.com/en-us/products/fic-anti-mouse-cd3epsilon-antibody-23;>  
<https://www.biolegend.com/en-us/products/fic-anti-mouse-cd4-antibody-480;>  
<https://www.biolegend.com/en-us/products/fic-anti-mouse-cd8a-antibody-153;>  
<https://www.biolegend.com/en-us/products/fic-anti-mouse-human-cd11b-antibody-347;>  
<https://www.biolegend.com/en-us/products/fic-anti-mouse-human-cd45r-b220-antibody-445;>  
<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/fic-rat-anti-mouse-ly-6g-and-ly-6c.553127;>  
<https://www.biolegend.com/en-us/products/fic-anti-mouse-ter-119-erythroid-cells-antibody-1865;>  
<https://www.biolegend.com/en-us/products/percp-cyanine5-5-anti-mouse-human-cd45r-b220-antibody-4267;>  
<https://www.biolegend.com/en-us/products/pe-cyanine7-anti-mouse-cd3epsilon-antibody-1899;>  
<https://www.thermofisher.com/antibody/product/Goat-anti-Rat-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-11006;>  
[https://www.thermofisher.com/antibody/product/Donkey-anti-Rat-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21208.](https://www.thermofisher.com/antibody/product/Donkey-anti-Rat-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21208;)

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

Tie2-CreERT2;Rosa26-tdTomato and Osx-Cre;Rosa26-tdTomato mice were used in the study.

We did not find differences in obtaining EC from adult mice ranging from 2-months to 7-months of age. Majority (>80%) of the experiments were performed with mice 4-6 months old.

We did not observe sex-associated differences in the isolation and characteristics of BM-derived EC. Thus, animals were used regardless of their sex.

Tie2-CreERT2;Rosa26-tdTomato mice:

How the deposited data were processed for this re-analysis (not part of the article)

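Bulk RNA-seq was analysed for 15 libraries in 8 conditions: P0 Emcn+ BMECs, P0 Emcn− BMECs, Emcn− ECs from lung cultures, BM MSC and Emcn− BMECs of passages P1, P2 and P3 with 2 libraries each, and passage P4 with 1. Conditions, replicate numbers and the 4 batches were taken from the sample labels, and that the lung ECs were Emcn− from the paper. The scRNA-seq and the RT-PCR of the paper were not analysed here. The authors trimmed and mapped the reads to GRCm38 with STAR in the nf-core RNASeq pipeline, estimated transcript abundance with Salmon on an Ensembl annotation, by the methods merged these pseudocounts into a CPM table per gene with tximport, and deposited a table of whole-number counts for 44674 genes without normalization. By the methods these counts derive from the Salmon estimates, while the rounding to whole numbers is not described in the paper's text. The table gives gene identifiers and symbols. A blank symbol occurs for 8 genes, and 21 symbols are duplicates. Coordinates come from the GENCODE M21 annotation of GRCm38, which holds 44118 of the identifiers.

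Library totals ran from 9914620 to 39718807 counts, so 3 counts, taken as the limit that a count of 0 allows, correspond to 0.076 to 0.3 CPM in a library. Where all libraries of a group had 0 counts, a fold is given as a lower bound against 3 counts over the group. With 1 to 3 counts in a group, the ratio is given with its exact 95% counting interval. These limits and intervals cover counting error only. Replicates were compared before averaging, and in each of the 7 replicated conditions they differed by more than counting noise (chi-square per degree of freedom of 42.48 to 140.5).

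Differential expression was tested in R 4.3.3 with edgeR 4.0.16, using TMM factors, filterByExpr (minimum count 10, minimum total 15) and the quasi-likelihood test on all 15 libraries with 1 coefficient per condition. This left 19401 genes, 7 residual degrees of freedom and 3.07 prior degrees of freedom. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 1.5. Gene lists were tested with camera (preset correlation 0.01) and fry of limma 3.58.1. Distances, principal components and variances were computed on vst values of DESeq2 1.42.0 without a test. The arterial, sinusoidal, tip and stalk lists are those of the paper. Lists of endothelial, fibroblast, mural, macrophage, osteolineage, sex-linked, limb, lung field, Notch, cycling and senescence genes were written, and the tests, designs and alternatives chosen, before the data were examined, apart from those said to have been chosen later. The genes named are those the paper names for its bulk RNA-seq, the genes of these lists, and in 4 comparisons against P0 Emcn− BMECs the 3 called genes with the largest log2 fold change in each direction that had at least 10 CPM in every library of the higher group and no overlap between the groups. Of these, 1 gene is not reported here.

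Alternatives were DESeq2's Wald test, DESeq2 with shrinkage by ashr 2.2.63, RLE factors, no filter, a filter of at least 50 counts in 2 libraries, batch terms (replicate block), a fit of only the compared groups, no fold change limit, and each library left out in turn. The replicate block adds 2 centred terms, 1 between the batches of the P0 and lung libraries and 1 between those of the passaged and BM MSC libraries. Both BM MSC libraries are of 1 batch, so the second term sets their level by the batch difference of the passaged libraries and pairs no BM MSC library. Leaving out 1 library leaves a lone library in its group, which is then assumed to vary like the other groups. For the principal components and distances they were log2 CPM, the 500 most variable genes and, for the components, no filter. DESeq2 with ashr on unfiltered counts and thinning of every library to the smallest total were added after seeing the data, as were the set tests by fry and with an estimated correlation under the replicate block, and by camera for lists other than the 4 of the paper and the Notch list. The adjustment of the set tests over all 15 lists, used for the Notch list, between passages, for the macrophage list in lung and beside the 4 lists of the paper, was also chosen after seeing the data. The labels mark replicates with the same number as sharing a batch within P0 and lung and within P1 to P3. Deviations from the group means correlated across genes by 0.142 to 0.303 between same-numbered P0 and lung libraries and by 0.459 to 0.606 between same-numbered passaged libraries. Between same-numbered P0 or lung and passaged libraries, which share no batch, the values were 0.0116 to 0.185, so of the former only the 0.303 between P0 Emcn− and lung lies above them, and the pairing of P0 and lung libraries rests on the labels. Tested on simulated counts with 200 changed genes, edgeR called 173 of them for P0 Emcn+ against P0 Emcn− (18362 genes), 181 for P1 against P0 (18266 genes) and 177 for P2 against P1 (18300 genes), with 2, 2 and 8 other genes. DESeq2's Wald test called 187, 191 and 186 of the changed genes, with 30, 23 and 32 others. All simulated changes lay above the fold change limit and the libraries were drawn independently, so smaller changes and shared batches were not covered.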

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

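The tests on pseudogenes and on Y-linked transcripts, the test of the limb list on mixtures of the P0 populations, the batch test on macrophage transcripts, the count of genes switching between batches, and the thinning of libraries were chosen after the results were seen. The genes described next lie outside those the paper discusses for its bulk RNA-seq and had the largest changes against P0 Emcn− BMECs in their comparison, which is why each calls for a closer look. Adjusted p-values are from edgeR's quasi-likelihood test.

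Between the P0 populations, Cyp4b1 (chromosome 4, 115624725 to 115647723) had 756 ± 73.1 CPM in P0 Emcn+ and 4.52 ± 3.97 CPM in P0 Emcn− BMECs, a log2 fold change of 7.29 (adjusted p = 7.46e-05). Dgkk (chromosome X, 6779306 to 6948363) had 10.5 and 45.2 CPM in the P0 Emcn+ libraries and a log2 fold change of 7.24 (adjusted p = 0.000987). In the other direction, Crocc2 (chromosome 1, 93168725 to 93231072) had 48.2 and 120 CPM in the P0 Emcn− libraries and a log2 fold change of -9.00 (adjusted p = 9.9e-05). Dlk1 (chromosome 12, 109452823 to 109463336) had 45.4 and 896 CPM there and a log2 fold change of -8.68 (adjusted p = 0.00126), or -5.32 (adjusted p = 0.00133) without P0 Emcn− replicate 2. Prrt2 (chromosome 7, 127017531 to 127021211) had 13.7 ± 1.67 CPM in P0 Emcn− and 0 counts in P0 Emcn+, at least 263-fold lower (adjusted p = 8.5e-06). After GC and gene length trends were removed from the fold changes, 3689 genes were past the limits, with the adjusted p kept as before. This was 99.4% of the 3713 called genes with a known GC content, with 95.1% of the genes the same. For the fold change limit, the only one tested anew, this argues against those trends as the whole source of these genes. The low depth of P0 Emcn− replicate 2 is argued against likewise, because 3265 genes were called with every library thinned to its total. The sorting of P0 Emcn+ from P0 Emcn− cells stays open as a biological source of these differences, as do different mixtures of cell types, which were not tested for these genes.

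Between lung and P0 Emcn− BMECs, Ptn (chromosome 6, 36714929 to 36810220) had 131 ± 37 CPM in lung and 0.63 ± 0.535 CPM in P0 Emcn−, a log2 fold change of 8.18 (adjusted p = 0.00153). Syt1 (chromosome 10, 108497650 to 109010982) had 17.1 ± 7.29 CPM in lung and 0 counts in P0 Emcn−, at least 283-fold higher (adjusted p = 0.00152). Mab21l2 (chromosome 3, 86545581 to 86548629) had 17.4 ± 2.8 CPM in P0 Emcn− and 0 counts in lung, at least 336-fold lower (adjusted p = 0.00245). Hoxc10 (chromosome 15, 102966796 to 102971893) had 46.2 ± 2.59 CPM in P0 Emcn− and 1 count in lung, a ratio of 2740 (95% counting interval 491 to 108000). Hoxc9, on the same chromosome from 102976439 to 102985099, had 17.4 ± 5.03 CPM and 2 counts in lung, a ratio of 443 (122 to 3660). The 11 genes of the limb list, which holds Hox genes, had a median log2 fold change of -6.99 in lung (-6.987; the same with genes at 0 counts set to their bound), and 9 were called lower. Of the 5 lung field genes 3 were called higher, with a median of 3.10. Both lists went the way a memory of the position of the tissue of origin would take them, so that positional identity may account for part of this difference. The limb list was also lower in P0 Emcn+ than in P0 Emcn− BMECs of the same marrow, with 8 of 11 genes called lower and 2 higher. Hoxc10 had 0.745 CPM in P0 Emcn+, whereas Hoxd9 had 14.6 CPM there and 2.43 CPM in P0 Emcn−. A different mixture of the P0 Emcn+ and P0 Emcn− kinds of cells would leave lung between these levels. It is argued against for the list, because 6 of the 9 genes called lower than in P0 Emcn− were also called lower than in P0 Emcn+, and 9 of 11 had a lower mean in lung than in either. The exceptions were Shox2, at 1.03 CPM in lung and 0.734 CPM in P0 Emcn+, and Hoxd11. Over the list the median log2 fold change of lung over P0 Emcn+ was -5.08, or -3.58 with genes at 0 set to their bound. Cells of other kinds in the lung cultures stay open beside position. The macrophage list was lower in lung as well, with 12 of 14 genes called lower, a median log2 fold change of -3.71 and an adjusted p over the 15 lists of 1.81e-16 by limma's camera and 0.000312 by fry (0.0625 with an estimated correlation, no longer under 0.05), and list medians of 0.732 and 0.645 CPM against 6.42 and 7.77 CPM in P0 Emcn−. Fewer macrophages in the lung cultures stay open for that list, and whether they account for genes outside it was not tested. The test was made on the same libraries, and the lists cover few genes. Each batch holds both tissues, so a batch difference would not separate them.

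In BM MSC, 3 genes were high that had 0 counts in P0 Emcn− BMECs. Galnt2l (chromosome 8, 119910841 to 124345722) had 233 ± 42.4 CPM, at least 3860-fold higher. Gm10288 (chromosome 3, 146838811 to 146839347) had 121 ± 9.27 CPM, at least 2010-fold higher, and Rpl30-ps9 (chromosome X, 105278637 to 105278981) had 70.6 ± 12.4 CPM, at least 1170-fold higher. The same 3 genes led from P0 to P1, at least 4140-fold for Gm10288, 3080-fold for Galnt2l and 2230-fold for Rpl30-ps9. Going down to 0 counts were Gm14288 (chromosome 2, 175789357 to 175801093), at least 404-fold lower in BM MSC and 363-fold lower at P1, Gm15387 (chromosome 15, 74093686 to 74094333), at least 318-fold lower in BM MSC, and Gm28661 (chromosome 1, 24614885 to 24615565), at least 2770-fold lower at P1. With the replicate block, which sets both BM MSC libraries by the batch difference of the passaged libraries, Gm14288 and Gm15387 were no longer called in BM MSC (adjusted p = 1 for both). Gm10288, Rpl30-ps9, Gm15387 and Gm28661 are annotated as pseudogenes, and Galnt2l spans a long stretch that overlaps other genes, so reads shared with near-identical or overlapping genes make these values uncertain. Of the 1120 genes called higher at P1 than at P0, 509 were pseudogenes. BM MSC over lung shares no library with this comparison and runs between the batch of P1 replicate 2 and those of P0, while no BM MSC library is of the batch of P1 replicate 1. There the median log2 fold change of those 509 was 0.895 times that at P1 over P0 (0.944 with genes at 0 set to their bound), and 415 of them (81.5%) were called higher, against 35.9% of all pseudogenes tested. With P1 replicate 2 alone, where the batches match, the ratio was 0.87 over the 505 of these genes that were tested. In addition, 28 genes, 23 of them pseudogenes, had at least 10 CPM in every library of one pair of batches and under 0.1 CPM in every library of the other, and 2 genes did the reverse. A difference in library making or counting between the batches may therefore be behind the pseudogene signal. That BM MSC and passaged cells share these transcripts biologically was not tested.

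C1qb (chromosome 4, 136880129 to 136886187) had 28.3 ± 3.61 CPM in P0 Emcn− BMECs and 0 counts in BM MSC, at least 646-fold lower (adjusted p = 2.04e-05). It is a macrophage transcript by its use as a marker, and 13 of the 14 macrophage genes tested were called lower in BM MSC (median log2 fold change -5.80, or -4.56 with genes at 0 set to their bound). An excess of macrophages in the P0 Emcn− sort over P0 Emcn+ is argued against, because the list lay below the P0 Emcn+ mean in both P0 Emcn− libraries, by a median log2 ratio of -1.17 in replicate 1 and -0.964 in replicate 2. The median over the list was 33.3 and 33.5 CPM in P0 Emcn+ and 6.42 and 7.77 CPM in P0 Emcn−, and C1qb itself had 57.2 and 55 CPM in P0 Emcn+. The batch as the whole source of the difference from BM MSC is argued against, because the passaged libraries of the same batch had list medians of 5.27 CPM at P1, 0.911 CPM at P2 and 0.315 CPM at P3, above the 0.0982 and 0.107 CPM of the BM MSC libraries, with C1qb at 15.9, 2.49 and 0.518 CPM. Macrophages in the P0 cultures as a whole stay open.

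Ddx3y (chromosome Y, 1260771 to 1286629) had 36.9 ± 11.2 CPM in P0 Emcn− BMECs and 0 counts at P1, at least 756-fold lower (adjusted p = 0.000223). Across P1 to P4 the largest Ddx3y count in a library was 1, whereas each P0 and lung library had at least 287. A candidate explanation is that the P1 to P4 libraries come from other mice than the P0 libraries, with no males among them. Eif2s3y, also on chromosome Y, had at most 1 count in a library of P1 to P4, while Uty had 1.04 to 2.61 CPM and Kdm5d 0.77 to 1.49 CPM there. A counting difference between batches stays open as well, because Uty had 17.9 and 42.6 CPM in the BM MSC libraries, in which Ddx3y had 1 and 0 counts.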

How the results depend on the processing

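Among the alternatives, DESeq2 with ashr shrinkage on unfiltered counts, thinning to the smallest total and most set tests with the replicate block were chosen after seeing the data. Over 101 pairs of a named gene and a comparison and all alternatives, 1353 values kept their direction and their side of the limits, 36 fell under the limits, 21 rose past them and 4 reversed. Where no cause is given in the following, the cause was not tested.

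DESeq2's Wald test called 15 genes from P1 to P2 and 3 from P2 to P3 where edgeR called 0 (856 and 403 genes at an unadjusted p under 0.05), 303 in place of 43 from P1 to P3, and 8 in place of 5 Notch genes from P0 to P1. With ashr shrinkage the passage counts were 5, 3 and 151, and on unfiltered counts 5, 3 and 149. Without the filter, edgeR called 170 genes from P1 to P3. The replicate block gave 106 there. Among the pairs of gene and comparison counted above, it changed only the calls of Cdh11, Foxc1, Gm14288 and Gm15387 between BM MSC and P0 Emcn− BMECs. The block moves both BM MSC libraries by the batch difference of the passaged libraries and pairs neither, so these 4 changes are not those of a paired test. Outside those pairs, calls of list genes changed as well. From P0 to P1, Dll4 and Hk2 were no longer called with the block. Cd200 and Ednrb were called lower there, and 1 sinusoidal gene was called higher. Between lung and P0 Emcn− BMECs, 3 sinusoidal genes were called higher in place of 4. Of the set tests reported, the block lost the tip list between the P0 populations with an estimated correlation (adjusted p over the 4 lists of 0.091, against 0.0464), the sinusoidal list there (0.0776 over the 15 lists, against 0.0198) and the Notch list at P1 by fry (0.085, against 0.0303), and changed no other of these calls. With only the compared groups in the fit, and so fewer degrees of freedom, the counts were 145 in place of 743 for lung against P0 Emcn−, 2396 in place of 3630 for BM MSC against P0 Emcn−, 968 in place of 1715 for P1 against P0, and 153 for P3 against P1. With no fold change limit, a looser rule by construction, they were 6609 in place of 3725 for P0 Emcn+ against P0 Emcn−, 6853 for BM MSC and 3387 for P1. Thinned to the smallest total, with fewer counts, P3 against P1 gave 25 genes. RLE factors left each count of genes within 1.5 times.

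With each library left out in turn, fewer libraries entering the fit, the counts of called genes ranged from 3043 to 3583 for P0 Emcn+ against P0 Emcn−, from 406 to 675 for lung, from 2772 to 3348 for BM MSC, from 805 to 2196 for P1 against P0 and from 0 to 41 for P3 against P1. P1 against P0 gave 854 without P0 replicate 1, 805 without P1 replicate 1 and 930 without P1 replicate 2. Lung gave 455 without P0 Emcn− replicate 1 and 406 without lung replicate 1. P3 against P1 gave 3 without P3 replicate 2, and by edgeR 0 without P1 replicate 2 (1728 genes at an unadjusted p under 0.05) or P3 replicate 1 (1265 genes), settings run with no other tool. Notch genes called lower at P1 ranged from 1 to 7, with 1 without P0 replicate 1 and 2 without either P1 library, and arterial genes called higher in P0 Emcn− from 4 to 7, with 4 without P0 Emcn+ replicate 1. For P2 against P1 and P3 against P2, edgeR called 0 genes with any 1 library left out (395 to 758 and 220 to 554 genes at an unadjusted p under 0.05). The log2 fold change of Igfbp3 between the P0 populations was -0.528 without P0 Emcn+ replicate 1, -0.756 without P0 Emcn− replicate 1 and 2.437 without P0 Emcn− replicate 2. That of Cdh5 in lung over P0 Emcn− was -0.143 without P0 Emcn− replicate 2, -0.6099 without lung replicate 2 and 4.111 without P0 Emcn− replicate 1. The arterial list as a set changed direction with limma's fry in place of camera (adjusted p = 0.215 over the 4 lists, against 0.392), neither of which passes the limit.

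The share of variance on the first component was 49.79% on vst values, 49.13% on log2 CPM, 64.73% with the 500 most variable genes and 48.45% without the filter. Relative to the distance between P0 Emcn− and P0 Emcn+, P0 Emcn− lay 0.585 from lung, 0.926 from BM MSC and 0.759 from P1, and P1 lay 0.401 from P3. On log2 CPM these were 0.651, 1.03, 0.873 and 0.476, and with the 500 most variable genes 0.499, 1.11, 1.02 and 0.296. Thus lung was the nearest of the 3 to P0 Emcn− on each scale, while whether BM MSC or P0 Emcn+ was nearer depended on it.

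Depth sets the limit in P0 Emcn− replicate 2, at 9914620 counts, where 3 counts are 0.3 CPM. A gene below that level there cannot be told from one at 0.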

Differences from the paper's values

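DESeq2 with ashr shrinkage on unfiltered counts and thinning to the smallest total were chosen after the values were seen. The log2 fold changes of 51 genes (P0 Emcn+ over P0 Emcn−) were set beside the paper's in Supplementary Table 5, which are shrunken values. They differed by more than the standard error in 3. The library values of that table are labelled log2 CPM, which 117 of the 204 cannot be, as they exceed 32 and the largest is 16076.6625. They match CPM, and the gene label is another gene's in 2 entries. For each of the 3 genes, 12 alternatives set before the data were examined were run. For Pdgfb edgeR gave 5.131 and the paper 3.3158. The value lay within the error in 2 of the 12, DESeq2 with ashr shrinkage and without P0 Emcn− replicate 2. For Sele edgeR gave 6.499 and the paper 4.8173, within the error in 4, DESeq2 with ashr shrinkage, the replicate block, and without P0 Emcn+ replicate 2 or P0 Emcn− replicate 2. For Sox17 edgeR gave 5.81 and the paper 2.8199, within the error in 1, DESeq2 with ashr shrinkage. The other 8 alternatives, which lay outside the error for all 3 genes, were DESeq2's Wald test, RLE factors, no filter, the filter of at least 50 counts, only the compared groups, no fold change limit, and without P0 Emcn+ replicate 1 or P0 Emcn− replicate 1. DESeq2 with ashr shrinkage on unfiltered counts, chosen after seeing the values, came within 4.83e-05 of every log2 fold change of the table and dropped 0 of the 48 genes the paper calls.

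The paper attributes an arterial signature to P0 Emcn− BMECs. Of its 18 arterial genes, 7 were called higher in P0 Emcn− and 10 higher in P0 Emcn+. Among the 7, Fbln2 and Serpinf1 are also on the fibroblast list. The paper names Lgals3 among the stalk genes of P0 Emcn− BMECs and marks it as not significant in its table. It was not called here at a log2 fold change of -1.47, and was called with no fold change limit, without P0 Emcn+ replicate 1, without P0 Emcn− replicate 2 and, chosen after seeing the values, after thinning.

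The paper places its EC and venous or sinusoidal genes among the most variable genes of all samples. Of the 9, 6 were within the top 5%. Tek was within it over the 8 libraries of Fig. 7a, Epor without the filter on low counts, and Ephb4 in no setting. No setting counted genes at 0 in every library. The paper states a significant rise of Cdkn2a from P0 to P1. The log2 fold change was 0.97 with an adjusted p of 0.105 (0.0263 to 0.291 over the alternatives). The adjusted p was under the limit with the replicate block (0.0263) and with only the compared groups (0.0489), and the fold change limit was not reached in any setting. The paper states that BMECs and lung ECs do not express the MSC genes of Supplementary Fig. 6c. Each of the 5 was detected in each P0 and lung library, from 4.12 CPM for Alpl to 955 CPM for Fat1 as means in P0 Emcn− BMECs and lung, below BM MSC. In P0 Emcn+ BMECs each of the 5 was lower than in P0 Emcn− BMECs. The log2 fold changes ran from -2.03 for Foxc1 to -5.19 for Cdh11, so the paper's statement lies closer to the P0 Emcn+ levels. The paper describes P1 to P4 as uniform. By edgeR 0 genes were called from P1 to P2 and from P2 to P3 (15 and 3 by DESeq2's Wald test). Between P1 and P3, edgeR called 43 genes, a count that depended on the setting and on single libraries.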

Other observations

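The split of the batch test into pseudogenes and protein-coding genes, its repeat with P1 replicate 2 alone, the test on cycling transcripts and the thinning of libraries were chosen after the results were seen. The tests on carry-over were set up after the level of Cdh5 in each library had been seen, and before the shares over genes were computed.

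Lists of marker genes separated the P0 populations. Of 20 endothelial genes 18 were called higher in P0 Emcn+ than in P0 Emcn− BMECs (median log2 fold change 6.01). Called lower were 20 of 20 fibroblast genes (-5.99), 5 of 10 mural genes (-2.74), 9 of 12 osteolineage genes (-3.92), 8 of 11 limb genes (-4.72, or -3.80 with genes at 0 set to their bound; 2 were higher), 3 of 5 lung field genes (-2.56) and 2 of 7 senescence genes (-0.15). Of 14 macrophage genes 3 were called higher (1.12), of 14 Notch genes 6 higher and 3 lower (0.86). The medians over the 15 cycling and the 5 sex-linked genes were 0.04 and -0.22. The median over the fibroblast list was 1127 and 1088 CPM in the P0 Emcn− libraries, 865.5 and 840.3 CPM in lung, 642.7 and 602.4 CPM in BM MSC, and 10.96 and 18.3 CPM in P0 Emcn+. Between lung and P0 Emcn−, the median log2 fold change of the fibroblast list was -0.32.

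A hypothesis was that the P0 Emcn− profile lies closer to BM MSC than to P0 Emcn+. The mean vst distance to BM MSC was shorter in both P0 Emcn− libraries, 170.6 against 172.2 in replicate 1 and 173.8 against 199.8 in replicate 2. The smaller gap, -1.65, is far inside the SD of 16.9 over the 4 pairs of a P0 Emcn− and a P0 Emcn+ library, and BM MSC come from another batch, so the 2 orders cannot be told apart.

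Endothelial transcripts were higher in P0 Emcn− replicate 1 than in replicate 2, with list medians of 11.24 and 1.46 CPM. Over 75 genes high in P0 Emcn+ and low in P0 Emcn− replicate 2, replicate 1 held a median of 2.51% of the level of P0 Emcn+ replicate 1, and the third quartile of this share was 1.41 times the first (bootstrap interval 1.23 to 1.6). In replicate 2 the median share was 0.348% of P0 Emcn+ replicate 2. Cdh5, an abundant gene of the endothelial list, had 6222 and 5118 CPM in P0 Emcn+, 119 CPM in P0 Emcn− replicate 1 and 6.35 CPM in replicate 2. The genes were picked as low in replicate 2, which leaves out those that P0 Emcn− cells express themselves. Over this set, a nearly single share is consistent with carry-over of P0 Emcn+ cells into the sort of replicate 1. In BM MSC replicate 2 (Cdh5 at 156 CPM, and 7.86 CPM in replicate 1) the median was 3.06% and the ratio of the quartiles 2.1 (1.73 to 3.08). That interval spans the limit of 2, so cells of the P0 Emcn+ kind and transcripts of the BM MSC themselves cannot be told apart.

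Batch and passage coincide between P0 and P1. BM MSC over lung shares no library with P0 Emcn− or P1 and runs between the batch of P1 replicate 2 and those of P0, but not the batch of P1 replicate 1. Over all genes called from P0 to P1, the median log2 fold change there was 0.774 times as large for the genes called higher and 0.466 for those called lower (0.827 and 0.471 with genes at 0 set to their bound). Of the protein-coding genes called higher, 124 of 378 (32.8%) were also called there, against 7.63% of all protein-coding genes tested. For those called lower it was 27.4% against 7.75%, so both were called there more often than the base rate. The ratio of the medians was 0.236 for the protein-coding genes called higher and 0.336 for those called lower. With P1 replicate 2 alone in the fit, where the batches match, the ratios over these genes were 0.24 and 0.352, and over the 168 and 113 protein-coding genes called in that fit 0.334 and 0.595. Batch alone would carry the genes along about as far, so these ratios argue against it as the whole source of the change in the protein-coding genes called higher. For those called lower batch and passage cannot be told apart, because the 2 choices of genes lie on either side of 0.5, and part of either change may still come from batch. With GC and length trends removed from the fold changes and the adjusted p kept as before, 1549 genes were past the limits. That was 91.3% of the 1696 before, with 86.7% of the genes the same. After thinning, 1238 genes were called. Neither these trends, as far as the fold change limit goes, nor the low depth of P0 Emcn− replicate 2 accounts for the whole count. Which part is due to passaging was not tested.

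Xist and Ddx3y were both present in 6 of the 6 P0 and lung libraries, which argues against each of these libraries coming from mice of 1 sex. The paper used mice regardless of sex. Cycling transcripts were higher in replicate 1 than in replicate 2 of P0 Emcn− (median log2 ratio 4.00, 15 of 15 genes) and of lung (2.73, 15 of 15 genes). In P0 Emcn+, from the same batches, the ratio was -0.0564, with 4 of 15 genes higher in replicate 1. A batch effect on all cells alike is argued against, and differences in growth between cultures were not tested.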
